# Fibroblast growth factor 18 stimulates the proliferation of hepatic stellate cells, thereby inducing liver fibrosis

**DOI:** 10.1038/s41467-023-42058-z

**Published:** 2023-10-09

**Authors:** Yuichi Tsuchiya, Takao Seki, Kenta Kobayashi, Sachiko Komazawa-Sakon, Shigeyuki Shichino, Takashi Nishina, Kyoko Fukuhara, Kenichi Ikejima, Hidenari Nagai, Yoshinori Igarashi, Satoshi Ueha, Akira Oikawa, Shinya Tsurusaki, Soh Yamazaki, Chiharu Nishiyama, Tetuo Mikami, Hideo Yagita, Ko Okumura, Taketomo Kido, Atsushi Miyajima, Kouji Matsushima, Mai Imasaka, Kimi Araki, Toru Imamura, Masaki Ohmuraya, Minoru Tanaka, Hiroyasu Nakano

**Keywords:** Apoptosis, Liver fibrosis, Chronic inflammation

## Abstract

Liver fibrosis results from chronic liver injury triggered by factors such as viral infection, excess alcohol intake, and lipid accumulation. However, the mechanisms underlying liver fibrosis are not fully understood. Here, we demonstrate that the expression of *fibroblast growth factor 18* (*Fgf18*) is elevated in mouse livers following the induction of chronic liver fibrosis models. Deletion of *Fgf18* in hepatocytes attenuates liver fibrosis; conversely, overexpression of *Fgf18* promotes liver fibrosis. Single-cell RNA sequencing reveals that overexpression of *Fgf18* in hepatocytes results in an increase in the number of *Lrat*^+^ hepatic stellate cells (HSCs), thereby inducing fibrosis. Mechanistically, FGF18 stimulates the proliferation of HSCs by inducing the expression of *Ccnd1*. Moreover, the expression of *FGF18* is correlated with the expression of profibrotic genes, such as *COL1A1* and *ACTA2*, in human liver biopsy samples. Thus, FGF18 promotes liver fibrosis and could serve as a therapeutic target to treat liver fibrosis.

## Abstract (web summary)

Fibroblast growth factor (FGF)18 plays pleiotropic roles, including bone development and carcinogenesis, however, its precise role in liver fibrosis remains incompletely understood. Here, the authors show that FGF18 promotes liver fibrosis by stimulating hepatic stellate cell proliferation, without concomitant upregulation of profibrotic genes.

## Introduction

Liver fibrosis results from chronic liver injury triggered by many factors, including viral infection, excess alcohol intake, lipid accumulation, and autoimmune diseases^1,2^. Liver fibrosis ultimately develops into liver failure and cancer; hence, liver fibrosis is tightly associated with cause-specific mortality in several liver diseases^3,4^. In addition to liver fibrosis caused by chronic viral hepatitis, nonalcoholic steatohepatitis (NASH), which is now renamed metabolic dysfunction-associated steatohepatitis (MASH)^5^, is one of the leading causes of liver fibrosis. Simple steatosis and MASH belong to the same disease category characterized by metabolic dysfunction-associated steatotic liver disease (MASLD)^5^. Approximately 10% of patients with MASLD are ultimately diagnosed with MASH, which is characterized by hepatocyte steatosis, inflammation, and hepatocyte cell death^6,7^. Although MASH is presumably caused by cell death due to lipid-mediated toxicity or oxidative stress, the detailed mechanisms are not fully understood^8,9^.

Recent advancements in single-cell RNA sequencing (scRNA-seq) technology have revealed that cell‒cell interactions play a crucial role in the development of liver fibrosis^10–12^. Among the various cells involved in liver fibrosis, hepatic stellate cells (HSCs) are central players in promoting liver fibrosis^13,14^. Under physiological conditions, quiescent HSCs mainly localize in the space of Disse and contain large amounts of vitamin A, thereby contributing to vitamin A homeostasis. Quiescent HSCs have retinol‐containing lipid droplets and express the characteristic marker genes, *lecithin retinol acyltransferase (Lrat*) and *desmin* (*Des*)^10^. In response to liver injury, HSCs become activated and activated HSCs may lose the expression of *Lrat* but evolve into α-SMA-expressing myofibroblasts that highly express profibrotic genes^13,14^. Various cytokines have been shown to activate HSCs; for example, Hedgehog, connective tissue growth factor (CTGF), and transforming growth factor beta (TGFβ) activate HSCs^15^. However, it remains unclear which growth factors control the numbers of quiescent and activated HSCs and myofibroblasts during the development of fibrosis.

Fibroblast growth factors (FGFs) comprise 22 structurally related proteins and regulate various biological and cellular responses, including organogenesis, tissue remodeling, angiogenesis, and regulation of metabolism^16,17^. The extracellular FGF family comprises the FGF1, FGF4, FGF7, FGF8, and FGF19 subfamilies, and FGFs transmit signals through cognate receptors, including FGF receptors 1 to 4. The FGF1, FGF4, FGF7, and FGF8 subfamilies exert their activities in a paracrine or autocrine manner, whereas the FGF19 subfamily acts as a hormone^16,17^. Of note, members of the FGF family play crucial roles in regulating liver fibrosis^18^. For example, FGF1 and FGF2 suppress the activation of HSCs^19,20^, thereby attenuating liver fibrosis. However, another study reported that deletion of *Fgf1* and *Fgf2* attenuates CCl_4_-induced liver fibrosis^21^, suggesting that FGF1 and FGF2 exhibit a profibrotic role under certain conditions. While hepatic fibrosis is attenuated in *Fgf15*-deficient mice in murine MASH and CCl_4_-induced models^22^, administration of an FGF21 analog attenuates hepatic inflammation and fibrosis in a murine MASH model^23^. Together, these results suggest that members of the FGF family attenuate or exacerbate liver fibrosis depending on the experimental conditions.

Cellular FLICE-inhibitory protein (cFLIP), which is encoded by *Cflar*, is a caspase 8 homolog but does not have protease activity; it binds to caspase 8 and suppresses apoptosis^24^. Germline deletion of *Cflar* results in embryonic lethality due to enhanced apoptosis and necroptosis^25,26^, but the in vivo functions of *Cflar* have been extensively investigated by deleting *Cflar* in specific tissues^27^. We and others have reported that hepatocyte-specific *Cflar*-deficient (*Cflar*^*LKO*^) mice have increased susceptibility to death ligand-induced cell death^28,29^. Using *Cflar*^*LKO*^ mice, we identified that histone H3 is released from apoptotic hepatocytes and induces endothelial cell injury^30^.

In the present study, we utilized *Cflar*^*LKO*^ mice to identify factors that promote liver fibrosis. We identified FGF18 as a critical factor promoting liver fibrosis in murine chronic liver injury models. scRNA-seq revealed that overexpression of FGF18 increases the number of *Lrat*^*+*^ HSCs. In vitro experiments showed that FGF18 induces the proliferation of HSCs by inducing the expression of *Ccnd1* but suppresses TGFβ-induced profibrotic gene expression, thereby providing a microenvironment for the proliferation of HSCs. Moreover, the expression of *FGF18* is correlated with the expression of profibrotic genes, such as *COL1A1* and *ACTA2*, in human liver biopsy samples. Our findings suggest that FGF18 promotes liver fibrosis and could serve as a therapeutic target to treat liver fibrosis.

## Results

### *Cflar*^*LKO*^ mice develop mild liver fibrosis

Since liver fibrosis is tightly associated with apoptosis of hepatocytes^31^, we crossed *Cflar*^*flox*^ mice with *albumin* promoter-driven *Cre recombinase* transgenic (*Alb-Cre*) mice to generate *Cflar*^*LKO*^ mice that were utilized to identify factors promoting liver fibrosis. As we previously reported^29^, the expression of cFLIP at the mRNA and protein levels diminished, but was not entirely abrogated, in hepatocytes of *Cflar*^*LKO*^ mice (Supplementary Fig. 1a, b). Serum alanine aminotransferase (ALT) concentrations were slightly increased in *Cflar*^*LKO*^ mice compared to *Cflar*^*FF*^ mice (Supplementary Fig. 1c), suggesting that mild liver injury occurred in *Cflar*^*LKO*^ mice under homeostatic conditions. Immunohistochemistry (IHC) revealed that the numbers of cleaved caspase 3 (CC3)^+^ and TUNEL^+^ cells were slightly increased in the livers of *Cflar*^*LKO*^ mice (Supplementary Fig. 1d–f). Notably, Sirius Red^+^ areas, the hydroxyproline content, and the expression of *Col1a2* and *Col3a1*, which are hallmarks of fibrosis, were increased in the livers of *Cflar*^*LKO*^ mice compared to *Cflar*^*FF*^ mice (Supplementary Fig. 1d, g–i). Moreover, CK19^+^ areas and expression of *Krt19*, which encodes CK19, were increased in the livers of *Cflar*^*LKO*^ mice (Supplementary Fig. 1d, j, k), suggesting that the ductular reaction was enhanced. These results indicate that *Cflar*^*LKO*^ mice spontaneously developed mild liver fibrosis and ductular reaction.

### Liver fibrosis is exacerbated in *Cflar*^*LKO*^ mice fed the CDE diet

To identify factors that promote liver fibrosis, we treated or fed *Cflar*^*LKO*^ mice various agents or diets. Among them, we chose the choline-deficient ethionine-supplemented (CDE) diet because our preliminary experiments revealed that the CDE diet resulted in drastic exacerbation of liver fibrosis in *Cflar*^*LKO*^ mice (Fig. 1). We first determined the experimental conditions for the CDE diet, such as the sex and ages of mice, to efficiently induce liver fibrosis using wild-type mice. We found that 8-week-old female mice fed the CDE diet for 4 weeks were suitable for the liver fibrosis model (Supplementary Fig. 2). Then, we compared the phenotypes of 8-week-old female *Cflar*^*FF*^ and *Cflar*^*LKO*^ mice fed the normal or CDE diet for 4 weeks. ALT concentrations were significantly elevated in *Cflar*^*LKO*^ mice fed the CDE diet compared to *Cflar*^*FF*^ mice fed the CDE diet or *Cflar*^*LKO*^ mice fed the normal diet (Fig. 1a). The body weights (BWs) of *Cflar*^*FF*^ and *Cflar*^*LKO*^ mice fed the normal diet gradually increased at 12 weeks after birth (left panel, Fig. 1b). However, the BW of *Cflar*^*LKO*^ mice was progressively decreased during the CDE diet (right panel, Fig. 1b). In contrast, BW recovered to pre-diet levels before the CDE diet in *Cflar*^*FF*^ mice (right panel, Fig. 1b). As expected, many hepatocytes from *Cflar*^*FF*^ and *Cflar*^*LKO*^ mice fed the CDE diet were filled with cytoplasmic fat droplets (Fig. 1c). Consistent with an increase in ALT levels in *Cflar*^*LKO*^ mice after 4 weeks of the CDE diet, the numbers of both CC3^+^ and TUNEL^+^ cells were increased in the livers of *Cflar*^*LKO*^ mice (Fig. 1d, e). Moreover, Sirius Red^+^ and desmin^+^ areas, the hydroxyproline content, and the expression of *Col1a2* and *Col3a1* were increased in the livers of *Cflar*^*LKO*^ mice compared to *Cflar*^*FF*^ mice fed the CDE diet for 4 weeks (Fig. 1c, f–i). CK19^+^ areas and *Krt19* expression were increased in the livers of *Cflar*^*LKO*^ mice (Fig. 1c, j, k). Given that desmin is a universal marker for HSCs^10^, these results indicate that *Cflar*^*LKO*^ mice rapidly developed severe liver fibrosis along with an increase in the number of HSCs after being fed the CDE diet.

**Fig. 1:**
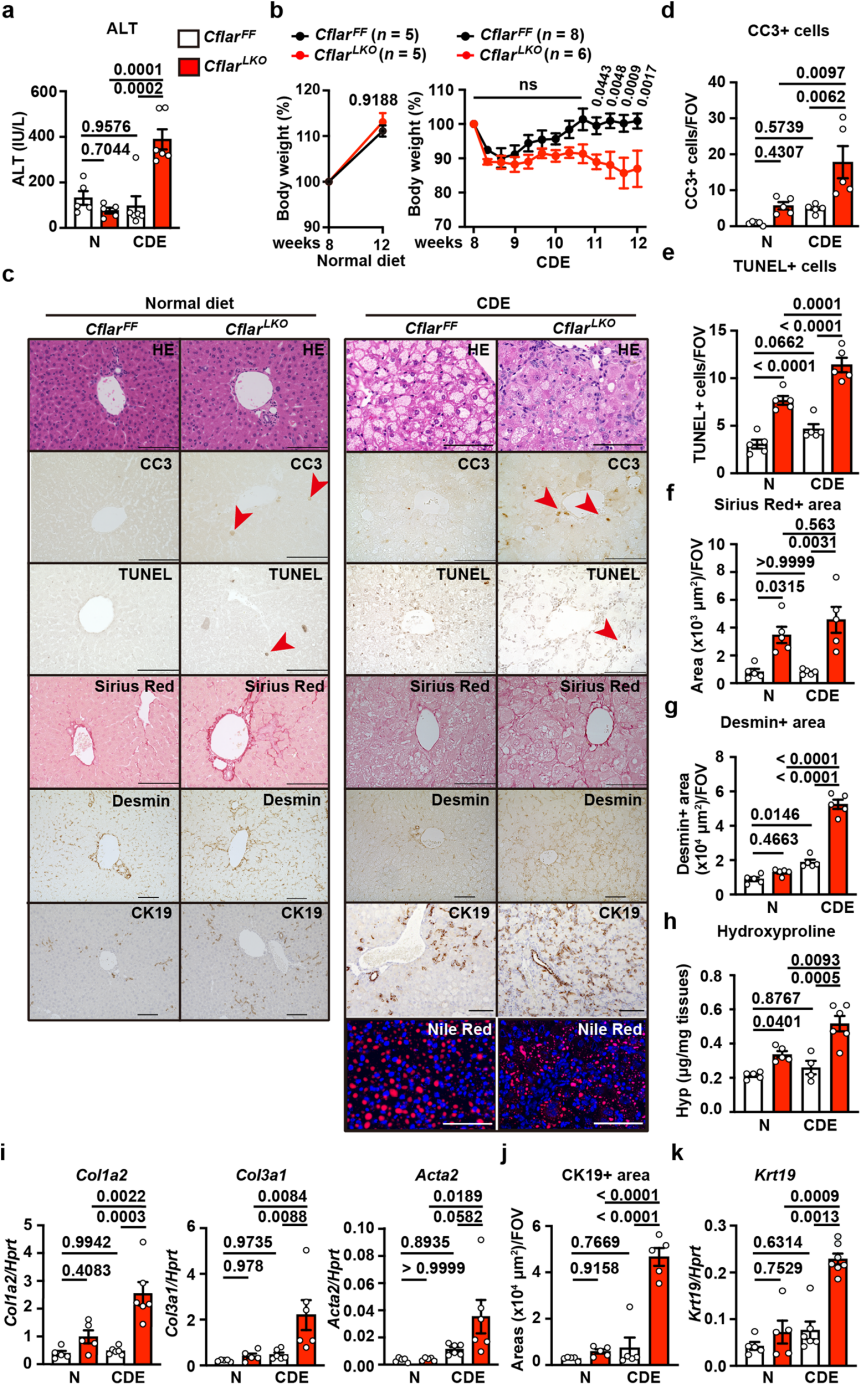
CDE diet-induced liver injury is exacerbated in *Cflar*^*LKO*^ mice. Eight-week-old female *Cflar*^*FF*^ and *Cflar*^*LKO*^ mice were fed the normal or CDE diet for 4 weeks. **a** Serum ALT concentrations were determined. Results are mean ± SE. *n* = 5 (normal diet) or *n* = 6 (CDE diet) mice. **b** Kinetics of relative body weight (%) changes. Results are mean ± SE. *n* = 5 (*Cflar*^*FF*^ and *Cflar*^*LKO*^ fed the normal diet), *n* = 8 (*Cflar*^*FF*^ fed the CDE diet), or *n* = 6 (*Cflar*^*LKO*^ fed the CDE diet) mice. **c**–**g**, **j** Liver sections from mice with the indicated genotypes fed the normal diet or CDE diet for 4 weeks were stained with H&E, anti-CC3 antibody, TUNEL, Sirius Red, anti-desmin and anti-CK19 antibodies, and Nile Red (*n* = 5 mice) (**c**). Scale bar, 100 μm. Red arrowheads indicate CC3^+^ or TUNEL^+^ cells. The number of CC3^+^ (**d**) and TUNEL^+^ (**e**) cells were counted and expressed as numbers of the field of view (FOV). The Sirius Red^+^ (**f**), desmin^+^ (**g**), and CK19^+^ (**j**) areas were quantified and are expressed as areas of FOV. Results are mean ± SE (*n* = 5 mice). The hydroxyproline content of the livers were determined (**h**). Results are mean ± SE. *n* = 5 (*Cflar*^*FF*^ and *Cflar*^*LKO*^ fed the normal diet), *n* = *4* (*Cflar*^*FF*^ fed the CDE diet), or *n* = 6 (*Cflar*^*LKO*^ fed the CDE diet) mice. The expression of profibrotic genes (**i**) and *Krt19* (CK19) (**k**) in the livers was determined by qPCR. Results are mean ± SE (*n* = 5). Pooled results from four independent experiments are shown. Significance was determined by two-way ANOVA with Tukey’s multiple comparison test (**a**, **d**–**k**), two-tailed unpaired Student’s *t* test (**b**, left), or two-way ANOVA with Sidak’s multiple comparison test (**b**, right). Source data are provided as a Source Data file.

### *Fibroblast growth factor 18* is elevated in the livers of *Cflar*^*LKO*^ mice

To identify the gene(s) involved in the exacerbation of liver fibrosis in *Cflar*^*LKO*^ mice, we compared the gene expression profiles of *Cflar*^*FF*^ and *Cflar*^*LKO*^ mice fed the CDE diet for 4 weeks by whole liver RNA sequencing (RNA-seq) (Supplementary Data 1). 

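*Cflar* RNA was lower in the livers of *Cflar* LKO mice than in those of *Cflar* FF mice, at 462 ± 14.1 and 638 ± 67.7 normalized counts (SD, n = 3 mice each). Its log2 fold change was -0.47 (standard error 0.13, adjusted p = 0.0235), and the conditional allele loses exon 1, so that a count over the whole gene does not separate transcripts with and without it. This call was lost without *Cflar* FF replicate 3 (-0.37) and without *Cflar* LKO replicate 1 (-0.47), 2 (-0.45) or 3 (-0.50), and also under scaling by library size only (-0.01). *Cflar* also fell in *Fgf18* Tg livers, a model without this deletion (-0.43, adjusted p = 0.0277), a call lost under scaling by library size only (-0.03), with DESeq2 (-0.48), without non-Tg replicate 3 (-0.38) and without *Fgf18* Tg replicate 1 (-0.44), 2 (-0.47) or 3 (-0.39), and the effects differed by 0.0489 (*Cflar* LKO minus *Fgf18* Tg, adjusted p = 0.937). *Krt20*, a keratin of epithelia, had 145 ± 22.7 normalized counts in *Cflar* LKO mice and 0.37 ± 0.641 in *Cflar* FF mice (SD, n = 3 each). *Muc13*, a mucin of epithelial surfaces, rose by 6.04 on the log2 scale, *Procr*, the receptor of protein C, by 5.44, *Cldn4*, a tight junction protein, by 5.31 and *H19*, an imprinted RNA of fetal liver, by 5.28, the last 2 by 6.01 and 6.18 without *Cflar* FF replicate 2, and *H19* by 4.65 without *Cflar* LKO replicate 3. The cytochrome P450 genes *Cyp2f2* and *Cyp2c37* fell by 3.48 and 3.45 (*Cyp2c37* by 2.72 without *Cflar* FF replicate 1), the vasopressin receptor gene *Avpr1a* fell by 3.34 and the adrenergic receptor gene *Adrb3* fell by 3.26. Close paralogs of *Cyp2c37* may share reads with it. In all, 2652 genes were higher and 2240 were lower in *Cflar* LKO mice, with 1980 over 2-fold higher and 691 over 2-fold lower. Without *Cflar* LKO replicate 1 or 2 the number of lower genes was 1280 or 1235. Of the genes tested, 7642 (44.9%) had no overlap between the 3 *Cflar* LKO and the 3 *Cflar* FF libraries, where chance gives 10%. RNA came from the whole liver of 3 mice per genotype, females that were 8 weeks old when 4 weeks of the CDE diet began (28 days in the sample labels). The authors prepared polyadenylated RNA, amplified it by PCR, sequenced it on a NovaSeq 6000 and mapped the reads to GRCm39 with Bowtie2 (2.4.2). Their table holds read counts for 31663 genes, named by symbol without coordinates, and values normalized by TCC-GUI with 1 factor per library. Totals were 8224069 to 9746145 counts in *Cflar* FF mice (median 8917802) and 6487178 to 10414883 in *Cflar* LKO mice (median 8743762). The read counts were normalized by TMM and tested with the quasi-likelihood test of edgeR at an adjusted p under 0.05, after a filter for low counts (filterByExpr) that left 17036 genes. Gene lists, comparisons and all alternatives but 1 were set before the data were examined. Several lists follow categories that the paper reports as enriched in these libraries. Under scaling by library size only, the median log2 fold change of all genes was 0.46 in place of -0.00163, and 6649 genes were higher and 647 lower. *Cflar* FF replicate 2 stood apart from the other *Cflar* FF libraries, with 1.23% of its counts in major urinary protein genes against 0.156% and 0.17%, and 2.75% in *Alb* against 5.04% and 7.82%.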

Gene Ontology (GO) enrichment analysis revealed that genes related to cell adhesion, extracellular matrix organization, and cell migration were enriched in the livers of *Cflar*^*LKO*^ mice compared to *Cflar*^*FF*^ mice (Fig. 2a, b). 

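Genes that build and remodel the extracellular matrix made up the group with the most members higher in *Cflar* LKO mice. Of 99 measured genes of extracellular matrix organization, 78 rose, 5 fell and 16 did not pass the test (85 higher and 5 lower when adjusted over the list alone), with a median log2 fold change of 1.81. *Fbn2*, a fibrillin, went from 6.66 ± 4.83 to 130 ± 2.79 normalized counts, and *Loxl1*, which cross-links elastin, from 20.1 ± 11.2 to 258 ± 33.7 (SD, n = 3 mice each). *Timp1*, an inhibitor of matrix metalloproteinases, rose by 3.65 and *Adamts5*, a protease that cleaves proteoglycans, by 3.57 on the log2 scale, and without *Cflar* FF replicate 2 *Timp1* rose by 4.43, *Adamts5* by 4.22 and *Fbn2* by 4.97 in place of 4.28. *Fn1*, fibronectin, the most abundant member, had a log2 fold change of -0.17 (standard error 0.16, adjusted p = 0.481). Among 83 measured genes of cell migration, 64 rose, 2 fell and 17 did not pass (68 higher and 2 lower when adjusted over the list alone), with a median of 1.48. *Cx3cr1*, the fractalkine receptor of monocytes, went from 34.6 ± 20.2 to 341 ± 27.8 normalized counts (SD, n = 3 each). The guidance cue *Slit2* rose by 3.09 and the matricellular gene *Thbs1* by 2.96. *Spp1*, osteopontin, the most abundant member, rose by 2.28 (standard error 0.57, adjusted p = 0.0287), a call that was lost without *Cflar* FF replicate 1 (1.96) or 3 (1.99), without *Cflar* LKO replicate 1 (2.15), 2 (2.43) or 3 (2.23), and with no filter for low counts (2.29), while without *Cflar* FF replicate 2 it rose by 3.17. For cell adhesion, 51 of 91 measured genes rose, 6 fell and 34 did not pass (58 higher and 8 lower when adjusted over the list alone), with a median of 1.04. *Itga8*, an integrin subunit of mesenchymal cells, had a log2 fold change of 3.53 (standard error 0.21, adjusted p = 1.87e-05), and *Robo2*, a receptor of Slit guidance cues, one of 3.14 (3.82 without *Cflar* FF replicate 2). *Vtn*, the adhesive plasma protein vitronectin and the most abundant member, fell by 1.07. Markers of other cells moved in the same livers. Of 31 measured markers of hepatic stellate cells 17 rose and 5 fell (21 and 5 when adjusted over the list alone), and of 25 of monocytes and monocyte-derived macrophages 24 rose (24). Of 41 measured hepatocyte genes, 29 fell and 12 did not pass (31 lower when adjusted over the list alone), and 19 fell under scaling by library size only. Among the genes over 2-fold higher were 74 members of the matrix list, where 11.5 would be there by chance (one-sided Fisher's exact test, adjusted p = 1.54e-47), 56 of the migration list (9.65 by chance, adjusted p = 1.91e-32) and 43 of the adhesion list (10.6 by chance, adjusted p = 7.11e-17). The paper reports these 3 categories as enriched in the same libraries, so tests of these lists are not independent evidence. By camera, which compares a list with the other genes, adjusted p was 1.74e-22, 3.11e-17 and 1.14e-10 for these lists at a preset correlation between genes of 0.01. Each of these 3 calls was lost at adjusted p = 0.199 with an estimated correlation. No tested list passed in that setting. The list of T and NK lymphocytes, whose estimated correlation of -0.00584 was below the preset, went from 7.46e-04 to 0.199 by camera. For the matrix, migration and adhesion lists the estimated correlation was 0.302, 0.169 and 0.157, above the preset. Their adjusted p values at the preset may therefore be too small. The estimated setting, in which no list passed, does not tell whether these calls rest on that correlation.

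**Figure D1:**
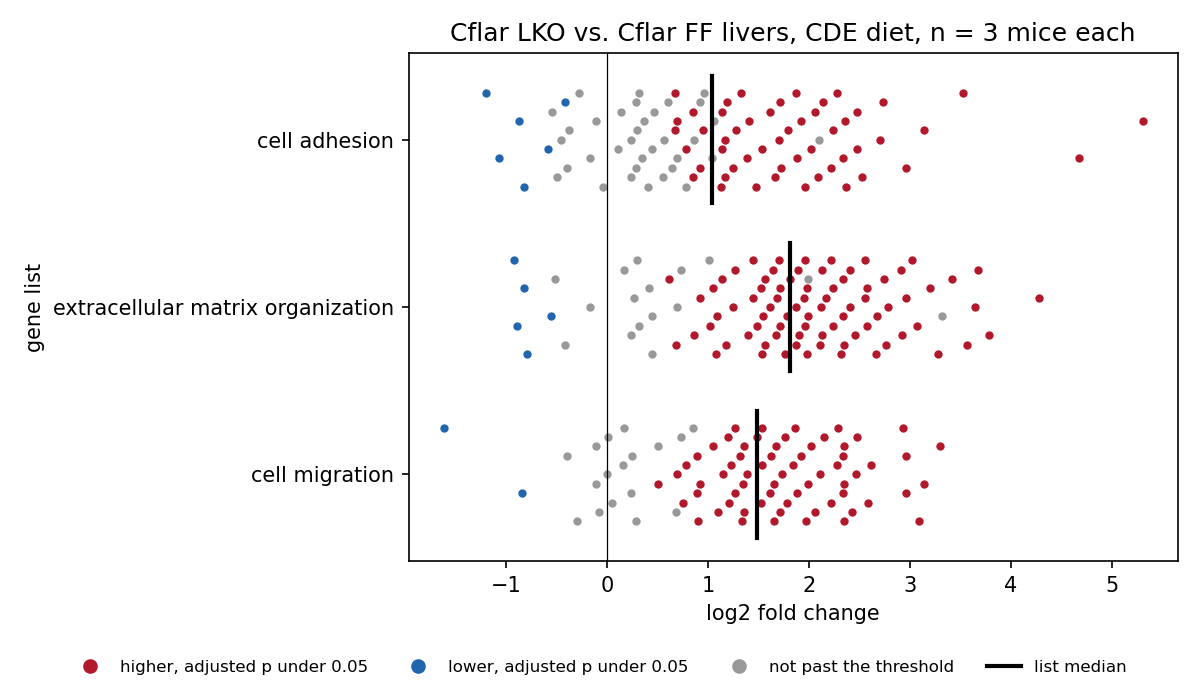
Log2 fold change of each measured gene of the cell adhesion, extracellular matrix organization and cell migration lists in *Cflar* LKO against *Cflar* FF mice (n = 3 each). Red points are genes higher and blue points genes lower at an adjusted p under 0.05, grey points did not pass, and the black bar is the list median (1.04, 1.81 and 1.48).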

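Several genes for secreted growth factors were higher in *Cflar* LKO than in *Cflar* FF livers on the CDE diet. *Tgfb3*, a transforming growth factor β, went from 12.0 ± 4.92 to 75.5 ± 5.71 normalized counts (SD, n = 3 mice each). The platelet-derived growth factor genes *Pdgfd* and *Pdgfb*, mitogens of mesenchymal cells, rose by 2.32 and 2.29 on the log2 scale (3.28 and 2.95 without *Cflar* FF replicate 2), and *Mdk*, the heparin-binding factor midkine, by 2.23. *Tnfsf13b*, which encodes the B cell survival factor BAFF, went from 2.32 ± 0.0867 to 16.7 ± 3.54 normalized counts (SD, n = 3 each), a log2 fold change of 2.81 (standard error 0.45, adjusted p = 0.00131). *Wnt5a*, a ligand of noncanonical Wnt signaling, rose by 1.93 (standard error 0.32, adjusted p = 0.00149), from 16.5 ± 6.06 to 62.9 ± 12.2 normalized counts (SD, n = 3 each). *Fgf18* had 0, 0 and 1 counts in the *Cflar* FF libraries and 6, 7 and 3 in the *Cflar* LKO libraries. Scaled by library size and TMM factor, this is a ratio of 12.1 with a 95% counting interval from 1.89 to 509, which covers counting error only because reads amplified by PCR without molecular identifiers are not independent molecules. All 3 *Cflar* LKO libraries were above all 3 *Cflar* FF libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The filter for low counts removed *Fgf18* from the test. With no filter its log2 fold change was 3.24 (standard error 1.13, adjusted p = 0.0265), and in a fit of all 12 libraries it was 3.05 (adjusted p = 0.0277). Of 57 measured genes for secreted growth factors, 31 rose, 4 fell and 22 did not pass (34 higher and 5 lower when adjusted over the list alone), with a median of 0.99. *Igf1*, the most abundant member, had a log2 fold change of -0.30 (adjusted p = 0.296). The list had an adjusted p of 8.57e-06 by camera and adjusted p = 0.199 with an estimated correlation. Of the 15 growth factor-related genes drawn in Fig. 2b, 13 were measured and 13 rose (13 when adjusted over the list alone), which is not independent evidence because the study chose them on these samples.

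**Figure D2:**
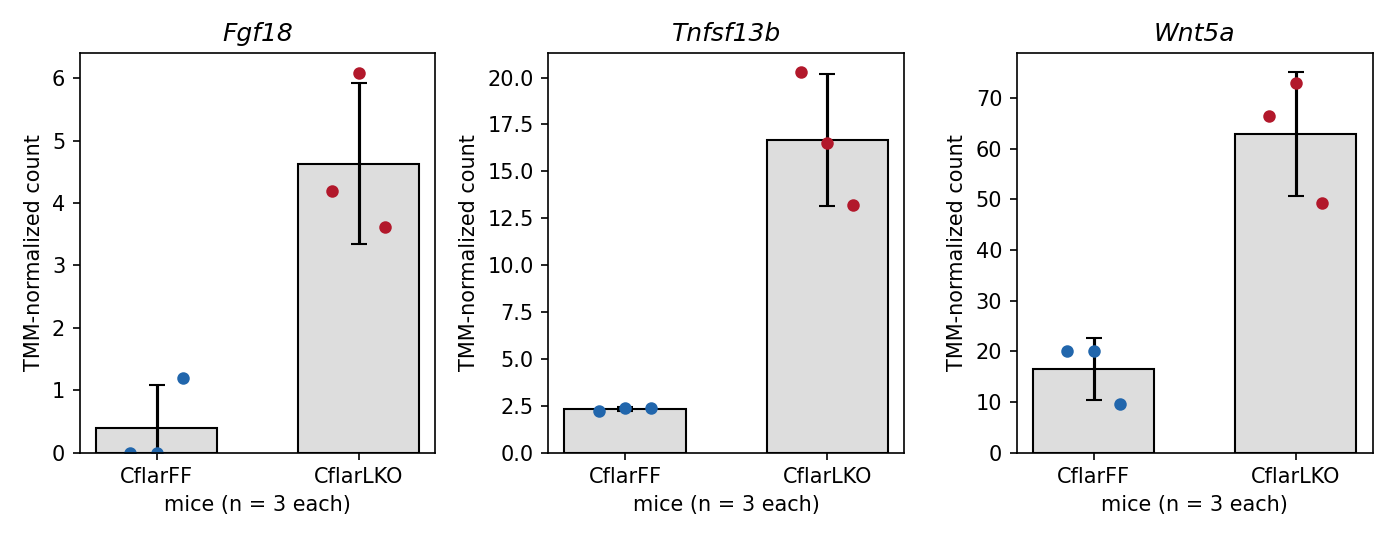
Normalized counts of *Fgf18*, *Tnfsf13b* and *Wnt5a* in *Cflar* FF and *Cflar* LKO livers on the CDE diet, each gene on its own axis. Bars are means, error bars the SD and points the 3 mice per group, and every *Cflar* LKO mouse lies above every *Cflar* FF mouse for these 3 genes.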

As the desmin^+^ and CK19^+^ areas were increased in the livers of *Cflar*^*LKO*^ mice (Fig. 1c, g, j), we focused on growth factor-related genes. After investigating the mRNA expression kinetics in the livers of 8-week-old female mice before and after CDE diet feeding for 4 weeks (Fig. 2c), we focused on *Fgf18*, *Tnfsf13b*, and *Wnt5a*. We tested whether overexpression of these genes induced the proliferation of desmin^+^ and CK19^+^ cells in the livers of wild-type mice using the hydrodynamic tail vein injection (HTVi) method^32^. HTVi is an in vivo transfer method that yields high gene expression levels in the liver. We first confirmed that infused genes were overexpressed in the livers using qPCR and IHC for EGFP as a positive control (Supplementary Fig. 3a–c). Unexpectedly, the Ki67^+^ areas and, to a lesser extent, desmin^+^ areas, but not the CK19^+^ areas, were increased in the livers injected with *Fgf18* compared to those injected with *Egfp*, *Tnfsf13b*, or *Wnt5a* 7 days after injection (Fig. 2d, e). Of note, most Ki67^+^ cells did not express CK19, suggesting that these cells were mostly noncholangiocytes (Supplementary Fig. 3d, e). Thus, we focused on FGF18 for subsequent experiments.

**Fig. 2:**
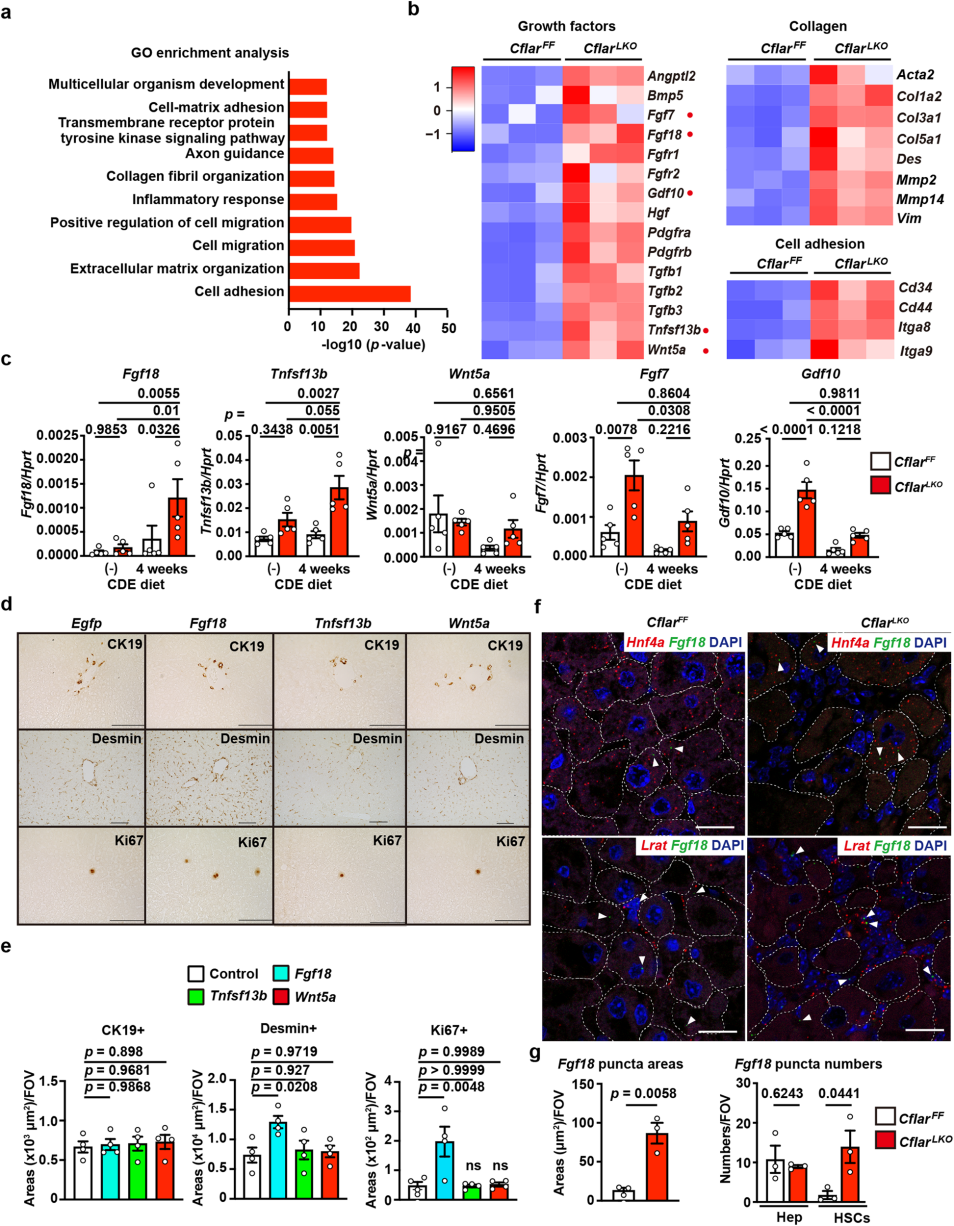
Fibroblast growth factor 18 is elevated in the livers of *Cflar*^*LKO*^ mice. **a**, **b** Eight-week-old female *Cflar*^*FF*^ and *Cflar*^*LKO*^ mice were fed the CDE diet for 4 weeks, and gene expression in the whole liver was analyzed by RNA-seq. Gene Ontology (GO) enrichment analysis was performed using DAVID 6.8 (**a**). Statistical analysis was determined by one-sided Fisher’s exact test. Heatmap showing the Z score scaled expression levels of representative genes in the indicated categories (*n* = 3 mice) (**b**). **c** Kinetics of the expression of the indicated genes in the livers of 8-week-old female mice before (–) and after CDE diet feeding for 4 weeks. Results are means ± SE (*n* = 5 mice). Pooled results from four independent experiments are shown. **d**, **e** Expression of *Fgf18* in the liver by HTVi results in the proliferation of hepatocytes. Eight-week-old female wild-type (WT) mice were injected with the indicated expression vectors by the HTVi method. Liver sections were stained with anti-CK19, anti-desmin, or anti-Ki67 antibodies (**d**) (*n* = 4 mice). Scale bar, 100 μm. The CK19^+^, desmin^+^, or Ki67^+^ areas were calculated and are expressed as positive areas per FOV (**e**). Results are means ± SE (*n* = 4 mice) and represent two independent experiments. **f**, **g** Mice were treated as in (**a**), and the expression of *Fgf18*, *Hnf4a*, and *Lrat* was determined by RNAscope (n = 3 mice) (**f**). Red puncta indicate *Hnf4a* (upper panels) and *Lrat* (lower panels). White arrowheads indicate *Fgf18* mRNA^+^ puncta (green). Nuclei were stained with DAPI (blue). White dotted lines outline the margins of hepatocytes. Scale bar, 100 μm. The total *Fgf18* mRNA^+^ areas and numbers of *Fgf18* mRNA^+^ puncta in *Hnf4a*^+^ hepatocytes and *Lrat*^+^ HSCs were calculated (**g**). Results are mean ± SE (*n* = 3 mice). Statistical significance was determined by the two-way ANOVA with Tukey’s multiple comparison test (**c**), one-way ANOVA with Dunnett’s multiple comparison test (**e**), or two-tailed unpaired Student’s *t* test (**g**). Source data are provided as a Source Data file.

To determine the cellular source of FGF18, we examined the livers by RNAscope, since reliable antibodies against FGF18 for IHC are unavailable as far as we explored. We visualized *Fgf18* mRNA along with *Hnf4a* mRNA (a hallmark of hepatocytes) or *Lrat* mRNA (a hallmark of HSCs) by RNAscope. *Fgf18* mRNA^+^ puncta were very closely located to *Hnf4a*^+^ puncta or *Lrat*^+^ puncta (Fig. 2f), suggesting that hepatocytes and HSCs expressed *Fgf18*. Of note, *Fgf18* mRNA^+^ puncta areas were increased in the livers of *Cflar*^*LKO*^ mice compared to those of *Cflar*^*FF*^ mice fed the CDE diet for 4 weeks (Fig. 2f, g). Although *Fgf18* mRNA^+^ puncta were detected in comparable numbers in *Hnf4a*^*+*^ hepatocytes in *Cflar*^*FF*^ and *Cflar*^*LKO*^ mice, *Fgf18* mRNA^+^ puncta in nonparenchymal liver cells (NPCs) (presumed *Lrat*^*+*^ HSCs) were increased in *Cflar*^*LKO*^ livers compared to *Cflar*^*FF*^ livers (Fig. 2g). Therefore, both HSCs and hepatocytes expressed *Fgf18* under these experimental conditions.

Intriguingly, the expression of *Fgf18* was also elevated in choline-deficient, L-amino acid-defined, high-fat diet (CDAHFD)-induced murine MASH or 3,5-diethoxycarbonyl-1,4-dihydrocollidine–supplemented (DDC) diet-induced liver fibrosis models in wild-type mice^33,34^ (Supplementary Fig. 4a–h). Reanalysis of GSE99010^35^ revealed that the expression of *Fgf18* was correlated with the expression of profibrotic genes, such as *Col1a1* and *Col3a1*, in the livers of mice fed the normal diet or the Western diet combined with CCl_4_ injections for 24 weeks but not 12 weeks (Supplementary Fig. 4i, Supplementary Table 1). Of note, the expression of *Fgf18* was elevated at relatively late stages compared to that of other profibrotic genes, such as *Acta2, Col1a2, Col3a1*, and *Tgfb1-3* (Supplementary Fig. 4j). These results suggest that increased expression of *Fgf18* is observed in multiple liver fibrosis models, especially in the advanced stages of liver fibrosis.

### Hepatocyte-specific deletion of *Fgf18* attenuates fibrosis in *Cflar*^*LKO*^ mice

To determine whether FGF18 attenuates or exacerbates liver fibrosis in *Cflar*^*LKO*^ mice, we generated hepatocyte-specific *Fgf18*-deficient mice (*Fgf18*^*LKO*^ mice) by crossing *albumin-Cre* mice with *Fgf18*^*FF*^ mice^36^. Although germline deletion of *Fgf18* results in perinatal death due to a defect in alveolar dilatation^37^, *Fgf18*^*LKO*^ mice were born at the expected Mendelian ratio and grew to adulthood. As expected, *Fgf18* expression was decreased in hepatocytes in *Fgf18*^*LKO*^ mice (Supplementary Fig. 5a). The expression of the *Cflar* gene was slightly elevated in hepatocytes and NPCs in *Fgf18*^*LKO*^ mice (Supplementary Fig. 5a, b), but the underlying mechanism is currently unknown. *Fgf18*^*LKO*^ mice fed the normal diet did not exhibit any liver abnormalities (Supplementary Fig. 5c, d), and compared to *Fgf18*^*FF*^ mice, *Fgf18*^*LKO*^ mice fed the CDE diet did not show further exacerbation or attenuation of liver fibrosis (Supplementary Fig. 5e to m).

We generated mice lacking both *Cflar* and *Fgf18* in hepatocytes (*Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice). With the normal diet, the expression of *Fgf18* was diminished in hepatocytes but elevated in NPCs from *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice compared to *Cflar*^*FF*^*;Fgf18*^*FF*^ mice (Fig. 3a). We also found that *Fgf18* mRNA expression was elevated in NPCs from *Cflar*^*LKO*^ mice compared to NPCs from *Cflar*^*FF*^ mice fed the normal diet (Fig. 3b). However, the expression of *Cflar* at the mRNA and protein levels was diminished in hepatocytes, but not NPCs, from *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice (Fig. 3a, c). These results suggest that the expression of *Fgf18* in NPCs, but not hepatocytes, was elevated in the absence of *Cflar* in mouse hepatocytes, even under normal diet conditions.

**Fig. 3:**
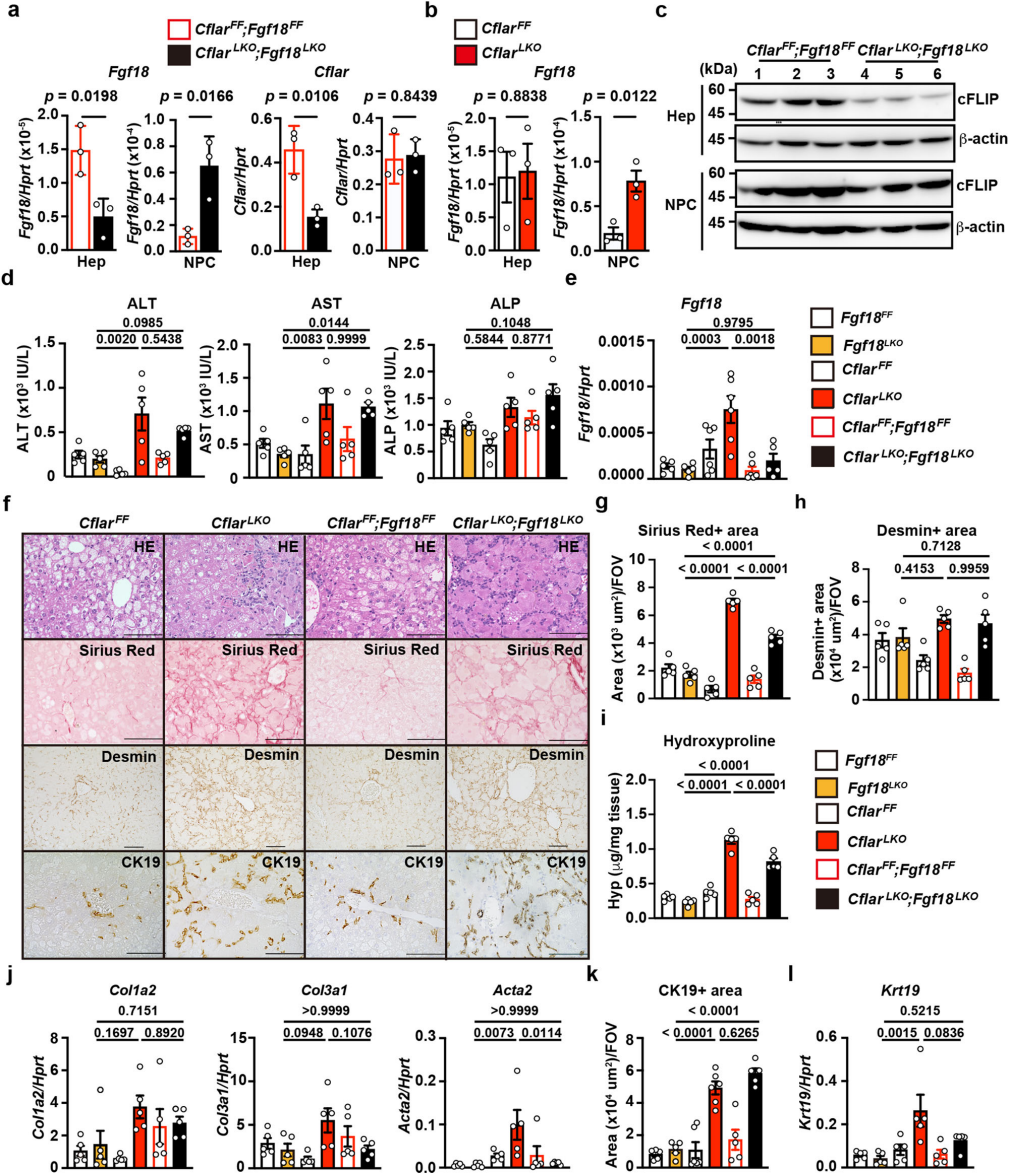
Hepatocyte-specific deletion of *Fgf18* attenuates fibrosis in the livers of *Cflar*^*LKO*^ mice fed the CDE diet. **a**–**c** Hepatocytes and NPCs were isolated from 6- to 8-week-old female *Cflar*^*FF*^*;Fgf18*^*FF*^, *Cflar*^*LKO*^*;Fgf18*^*LKO*^, *Cflar*^*FF*^, and *Cflar*^*LKO*^ mice, and the expression of *Fgf18* and *Cflar* was determined by qPCR (**a**, **b**). Results are mean ± SE (*n* = 3 mice). The expression of cFLIP was determined by Western blotting with anti-cFLIP antibody (*n* = 3 mice) (**c**). Numbers indicate an individual mouse. Results are representative of two independent experiments. **d**–**l**, Eight-week-old female *Fgf18*^*FF*^*, Fgf18*^*LKO*^*, Cflar*^*FF*^, *Cflar*^*LKO*^, *Cflar*^*FF*^*;Fgf18*^*FF*^, and *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice were fed the CDE diet for 4 weeks, and the serum ALT, AST, and ALP concentrations were determined (**d**). Results are mean ± SE (*n* = 5 mice). The expression of *Fgf18* in the livers was determined by qPCR (**e**). Results are mean ± SE. *n* = 5 (*Fgf18*^*FF*^*, Fgf18*^*LKO*^*, Cflar*^*FF*^, *Cflar*^*LKO*^, and *Cflar*^*FF*^*;Fgf18*^*FF*^) or *n* = 6 (*Cflar*^*LKO*^*;Fgf18*^*LKO*^) mice. Liver sections were stained with H&E, Sirius Red, anti-desmin, or anti-CK19 antibodies (*n* = 5 mice) (**f**). Scale bars, 100 μm. The Sirius Red^+^ (**g**) and desmin^+^ (**h**) areas were quantified and expressed as in Fig. 1f. Results are mean ± SE (*n* = 5 mice). The hydroxyproline content of the liver was determined (**i**). Results are mean ± SE (*n* = 5 mice). Expression of the indicated genes in the liver was determined by qPCR (**j**, **l**). Results are mean ± SE (*n* = 5 mice). The CK19^+^ areas (**k**) were quantified and expressed as in Fig. 1f. Results are mean ± SE. *n* = 6 (*Cflar*^*FF*^ and *Cflar*^*LKO*^,) or *n* = 5 (*Fgf18*^*FF*^*, Fgf18*^*LKO*^*, Cflar*^*FF*^*;Fgf18*^*FF*^, and *Cflar*^*LKO*^*;Fgf18*^*LKO*^) mice. Pooled results from six independent experiments are shown (**d**, **e**, **g**–**l**). Statistical significance was determined by the two-tailed unpaired Student’s *t* test (**a**, **b**) or one-way ANOVA with Tukey’s multiple comparisons (**d**, **e**, **g**–**l**). Source data are provided as a Source Data file.

We then compared the extent of liver injury and fibrosis among *Fgf18*^*LKO*^*, Cflar*^*LKO*^, and *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice following 4 weeks of CDE diet feeding. We utilized the results of *Fgf18*^*FF*^ and *Fgf18*^*LKO*^ mice fed the CDE diet in Supplementary Fig. 5. Serum concentrations of ALT and aspartate aminotransferase (AST) were elevated in *Cflar*^*LKO*^ mice compared to *Fgf18*^*LKO*^ mice but comparable to those in *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice. In contrast, serum concentrations of alkaline phosphatase (ALP) did not differ among *Fgf18*^*LKO*^, *Cflar*^*LKO*^, and *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice (Fig. 3d). *Fgf18* expression was elevated in the livers of *Cflar*^*LKO*^ mice compared to *Fgf18*^*LKO*^ mice, but its expression was reduced in the livers of *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice (Fig. 3e), confirming that hepatocytes in the livers of *Cflar*^*LKO*^ mice expressed *Fgf18* to some extent. Intriguingly, the Sirius Red^+^ areas and hydroxyproline content, but not the desmin^+^ areas, were elevated in the livers of *Cflar*^*LKO*^ mice compared to *Fgf18*^*LKO*^ mice, but their expression was reduced in the livers of *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice (Fig. 3f, g–i). Accordingly, the expression of *Col3a1* and *Acta2* was elevated in the livers of *Cflar*^*LKO*^ mice compared to *Fgf18*^*LKO*^ mice but attenuated in the livers of *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice (Fig. 3j). These results suggest that FGF18 derived from hepatocytes contributes, at least in part, to liver fibrosis. The partial attenuating effect of *Fgf18* deletion on liver fibrosis may be caused by residual expression of *Fgf18* in HSCs or compensation by other cytokines. In contrast, CK19^+^ cells and *Krt19* expression were elevated in the livers of *Cflar*^*LKO*^ mice compared to *Fgf18*^*LKO*^ mice, but their expression was not decreased in the livers of *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice (Fig. 3f, k, l).

### Overexpression of *Fgf18* in hepatocytes promotes liver fibrosis

To determine whether the expression of FGF18 alone induces liver fibrosis in vivo, we generated transgenic mice expressing *Fgf18* in hepatocytes. We integrated *Fgf18* cDNA into the *Rosa 26* locus under the control of the *CAG* promoter interrupted by a cassette containing *loxP*-STOP-*loxP* (*LSL*) sites (Fig. 4a), enabling us to express *Fgf18* in a *Cre* recombinase-dependent manner^38^. We crossed *Rosa26-CAG-LSL-Fgf18* Tg mice with *albumin-Cre* Tg mice, generating mice that expressed *Fgf18* in hepatocytes. Hereafter, we refer to *Alb-Cre;Rosa26-CAG-LSL-Fgf18* Tg mice as *Fgf18* Tg mice. *Fgf18* Tg mice appeared normal until adulthood based on their BW and appearance. However, *Fgf18* Tg mice spontaneously developed liver hypertrophy; their liver weights were approximately 1.5-fold greater than those of non-Tg mice (Fig. 4b–d). *Fgf18* mRNA expression was elevated in hepatocytes from *Fgf18* Tg mice compared to those from non-Tg mice (Fig. 4e). We also detected the protein expression of FGF18 in hepatocytes, but not NPCs, from *Fgf18* Tg mice by Western blotting (Fig. 4f). Of note, due to glycosylation, endogenous mFGF18 in hepatocytes migrated slower than recombinant mFGF18 in *E. coli*. Moreover, our in-house enzyme-linked immunosorbent assay (ELISA) for human FGF18 detected mouse FGF18 in the culture supernatants of hepatocytes from *Fgf18* Tg mice^39^ (Fig. 4g). In sharp contrast, we could not detect protein expression of FGF18 in either hepatocytes or NPCs from *Cflar*^*LKO*^*, Fgf18*^*LKO*^, or *Cflar*^*LKO*^*;Fgf18*^*LKO*^ mice due to the lower expression levels of *Fgf18* (Supplementary Fig. 6a–c).

**Fig. 4:**
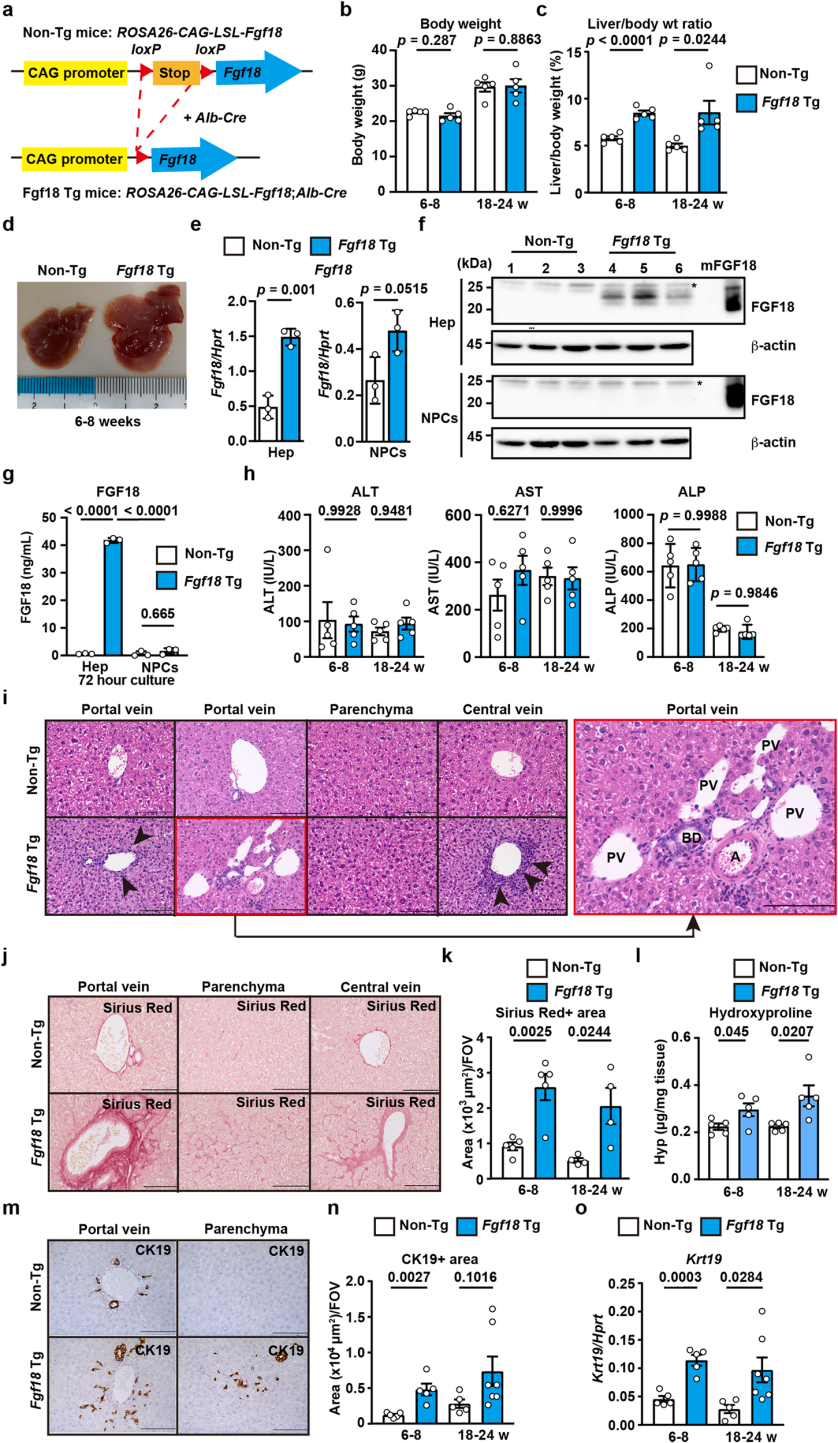
Overexpression of *Fgf18* in hepatocytes promotes liver fibrosis. **a** Strategy for liver-specific expression of *Fgf18*. Deletion of the stop codon by *albumin-Cre* recombinase results in the expression of *Fgf18* in hepatocytes. **b**–**n** Non-Tg and *Fgf18* Tg mice were analyzed at the indicated times after birth. Body weight (**b**) and calculated liver/body weight ratios (%) of mice (**c**) are shown. Results are mean ± SE (*n* = 5 mice). Representative photos of the macroscopic appearance of the livers of 6- to 8-week-old mice (*n* = 10 mice) are shown (**d**). Hepatocytes and NPCs were isolated from 4-week-old non-Tg and *Fgf18* Tg mice, and the expression of *Fgf18* at both the mRNA (**e**) and protein levels (**f**) was analyzed by qPCR and Western blotting, respectively. Results are mean ± SE (*n* = 3 mice) (**e**). Each number indicates an individual mouse. mFGF18 indicates recombinant murine FGF18. Hepatocytes and NPCs were isolated as in (**e)** and cultured for 72 h (**g**). The concentrations of FGF18 were determined by the in-house ELISA. Results are mean ± SD of triplicate samples. Results are representative of two or three independent experiments (**e**–**g**). The ALT, AST, and ALP concentrations in the sera of mice (**h**). Results are mean ± SE (*n* = 5 mice). Liver sections were stained with H&E (*n* = 5 mice) (**i**). The right panel is an enlarged image of the left red box. A, artery; BD, bile duct; PV, portal vein. Liver sections were stained with Sirius Red (**j**), and the Sirius Red^+^ areas were quantified and expressed as in Fig. 1f (**k**). Results are mean ± SE. *n* = 5 (6–8 weeks) or *n* = 4 (18–24 weeks) mice. The hydroxyproline content was determined (**l**). Results are mean ± SE (*n* = 5 mice). Liver sections were stained with anti-CK19 (**m**) antibody, and the CK19^+^ areas were quantified and expressed as in Fig. 1f (**n**). The expression of *Krt19* was determined by qPCR (**o**). Results are mean ± SE. *n* = 5 (non-Tg and *Fgf18* Tg at 6–8 weeks and non-Tg at 18–24 weeks) or *n* = 7 (*Fgf18* Tg at 18–24 weeks) mice for **m**, **n**, **o**. Pooled results from two to three independent experiments (**b**, **c**, **h**, **k**, **l**, **n**, **o**). Statistical significance was determined by the two-tailed unpaired Student’s *t* test (**b**, **c**, **e**, **h**, **k**, **l**, **n**, **o**) or two-way ANOVA with Tukey’s multiple comparison (**g**). Source data are provided as a Source Data file.

Serum ALT, AST, and ALP concentrations did not differ between non-Tg and *Fgf18* Tg mice (Fig. 4h). H&E-stained liver tissues and IHC revealed that the numbers of mononuclear cells surrounding the large vessels, including Ly6G^+^ neutrophils and CD68^+^ monocytes, were increased in the livers of *Fgf18* Tg mice (Fig. 4i, Supplementary Fig. 7a–d). These cells appeared positive for Ki67 and were considered proliferating (Supplementary Fig. 7e, f). Flow cytometry revealed that the percentages of B cells, monocytes (CD11b^+^Ly6G^-^), and neutrophils (CD11b^+^Ly6G^+^) were increased in the livers of *Fgf18* Tg mice compared to those of non-Tg mice (Supplementary Fig. 7g–i). In several portal areas, the number of small vessels was increased (Fig. 4i), suggesting that aberrant angiogenesis occurred in the livers of *Fgf18* Tg mice.

Many cytokines were elevated in the livers of *Cflar*^*LKO*^ and *Fgf18* Tg mice compared to the respective control mice (Supplementary Fig. 8a). However, deletion of *Fgf18* only marginally attenuated the expression of several inflammatory cytokines (Supplementary Fig. 8b), suggesting that FGF18 in hepatocytes did not play a dominant role in the induction of these cytokines under *Cflar*-deficient conditions but could upregulate them when it was overexpressed.

Intriguingly, Sirius Red^+^ areas and the hydroxyproline content were elevated in the livers of *Fgf18* Tg mice compared to non-Tg mice (Fig. 4j–l). CK19^+^ areas and *Krt19* expression were increased in the livers of *Fgf18* Tg mice (Fig. 4m–o). These results suggest that overexpression of *Fgf18* alone results in liver fibrosis and ductular reaction.

### FGF18 increases the number of CD31^-^CD34^+^ stromal cells

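*Fgf18* itself was the most abundant of the growth factor genes that changed in *Fgf18* Tg livers, with 5062 ± 734 normalized counts against 130 ± 65.9 in non-Tg livers (SD, n = 3 mice each). Its log2 fold change was 5.27 (standard error 0.38, adjusted p = 2.44e-04), from 191, 63 and 90 counts in the non-Tg to 9564, 5725 and 2803 in the *Fgf18* Tg libraries. The table does not separate reads of the transgene from reads of the endogenous gene. *S100a9*, a calcium-binding protein of neutrophils, had 162 ± 60.1 normalized counts in *Fgf18* Tg livers, against 0.799 ± 0.703 in non-Tg livers (SD, n = 3 each). *Slc22a7*, an organic anion transporter of hepatocytes, went from 137 ± 12.2 to 12.0 ± 4.03 normalized counts (SD, n = 3 each). *Ces2c*, a carboxylesterase, fell by 3.58 on the log2 scale, *Rarres1*, a retinoic acid responsive gene, fell by 3.22 and *Cyp8b1*, which hydroxylates bile acids at the sterol ring, fell by 3.06. Major urinary protein genes, secreted products of hepatocytes, held 14.3 to 17.7% of the counts in non-Tg and 4.75 to 6.65% in *Fgf18* Tg libraries. In all, 1169 genes were higher and 1275 lower in *Fgf18* Tg livers, with 732 over 2-fold higher and 223 over 2-fold lower. DESeq2 called 593 genes higher and 476 over 2-fold higher. No overlap between the 3 *Fgf18* Tg and 3 non-Tg libraries was found for 4213 of the genes tested (38.6%, where chance gives 10%). RNA came from the whole liver of 3 *Fgf18* Tg and 3 non-Tg mice, 8 weeks old and on the normal diet. The authors made the libraries, mapped the reads and normalized the counts as for the CDE diet experiment, but in a separate table with read counts for 25285 genes, which lists 0 mitochondrially encoded genes. Totals were 1726126 to 2215877 counts in non-Tg mice (median 2119665) and 1136680 to 3089872 in *Fgf18* Tg mice (median 1981658), lower than in the CDE diet experiment. The same test was run on the 10909 genes that passed the filter for low counts. Scaled by library size only, the median log2 fold change of all genes was 0.42 in place of 0.0186, and 3632 genes were higher and 344 lower.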

We performed RNA-seq of the whole liver to elucidate the mechanisms underlying FGF18-induced liver fibrosis (Supplementary Data 2). GO enrichment analysis revealed that genes associated with cell adhesion, angiogenesis, collagen fibril organization, and growth factors were enriched in the livers of *Fgf18* Tg mice compared to non-Tg mice (Fig. 5a, b). 

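Most measured genes of collagen fibrils rose in *Fgf18* Tg livers on the normal diet. Of 27 measured genes of collagen fibril organization, 20 rose and 7 did not pass (20 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 2.16. *Bgn*, the proteoglycan biglycan, went from 99.4 ± 8.98 to 655 ± 45.7 normalized counts (SD, n = 3 mice each), and *Lum*, the proteoglycan lumican, rose by 3.33 on the log2 scale. *Col5a2*, a fibrillar collagen chain, rose by 2.79, and *Tnxb*, a tenascin that binds collagen, by 3.09. For cell adhesion, 28 of 58 measured genes rose and 30 did not pass (30 higher when adjusted over the list alone), with a median of 0.61. *Itga8* had 2.33 ± 1.08 normalized counts in non-Tg and 153 ± 24.2 in *Fgf18* Tg livers (SD, n = 3 each), and the laminin chain gene *Lamb1* rose by 3.33. Vitronectin (*Vtn*), the most abundant member, had a log2 fold change of -0.06 (adjusted p = 0.70), which was 0.34 and past the threshold under scaling by library size only. Among 45 measured genes of angiogenesis, 21 rose, 2 fell and 22 did not pass (24 higher and 2 lower when adjusted over the list alone), with a median of 0.74. *Ntn1*, the guidance cue netrin-1, rose by 3.75, *Ccn2*, a matricellular factor, by 3.40 and *Mmp2*, a gelatinase, by 4.44. Of 23 measured genes for secreted growth factors, *Fgf18* included, 11 rose, 3 fell and 9 did not pass (14 higher and 4 lower when adjusted over the list alone), with a median of 1.18. *Gdf10*, a member of the bone morphogenetic protein family, rose by 3.45 (4.12 without non-Tg replicate 3) and *Angptl2*, an angiopoietin-like factor, by 2.75. Genes of cholesterol biosynthesis, a category of Fig. 5a, rose in 14 of 26 cases, with 2 lower and 10 that did not pass (16 higher and 2 lower when adjusted over the list alone), and *Sqle*, *Lss* and *Pmvk*, enzymes of that pathway, rose by 1.68, 1.65 and 1.53. In a fit of all 12 libraries 6 cholesterol genes were higher, and under scaling by library size only 22 were. Markers of other cells moved in the same livers, with 18 of 26 measured markers of hepatic stellate cells higher and 1 lower (23 and 2 when adjusted over the list alone). Of 17 markers of monocytes and monocyte-derived macrophages 14 rose (15 when adjusted over the list alone), and of 15 of neutrophils 12 rose and 1 fell (13 and 1). Of the 15 growth factor-related genes drawn in Fig. 5b, 13 were measured and 8 rose (11 when adjusted over the list alone), of the 8 collagen genes 7 were measured and 7 rose (7), and 4 of the 4 adhesion genes rose (4), which is not independent evidence because the study chose them on these samples. The genes over 2-fold higher held 20 members of the collagen fibril list where 1.81 would be there by chance (one-sided Fisher's exact test, adjusted p = 4.05e-18), 19 of the adhesion list (3.89 by chance, adjusted p = 5.1e-09), 17 of the angiogenesis list (3.02, adjusted p = 3.51e-09), 11 of the growth factor list (1.54, adjusted p = 9.86e-08) and 9 of the cholesterol list (1.74, adjusted p = 2.9e-05). These lists follow categories that the paper reports for the same libraries, so tests of them are not independent evidence. By camera, adjusted p was 2.96e-13 for collagen fibrils, 3.96e-09 for adhesion, 1.73e-08 for angiogenesis, 2.69e-04 for growth factors and 3.75e-05 for cholesterol. These 5 calls were lost at adjusted p = 0.0636, 0.0572, 0.083, 0.0636 and 0.223 with an estimated correlation, in that order, and those of collagen fibrils and growth factors also without genes held by more than 1 list (adjusted p = 0.0686 and 0.136). For the growth factor list the estimated correlation was -0.00896, below the preset 0.01, so a higher correlation did not cost it the call. For collagen fibrils, adhesion, angiogenesis and cholesterol it was 0.117, 0.014, 0.0813 and 0.233, above the preset. Their adjusted p values at the preset may therefore be too small.

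**Figure D3:**
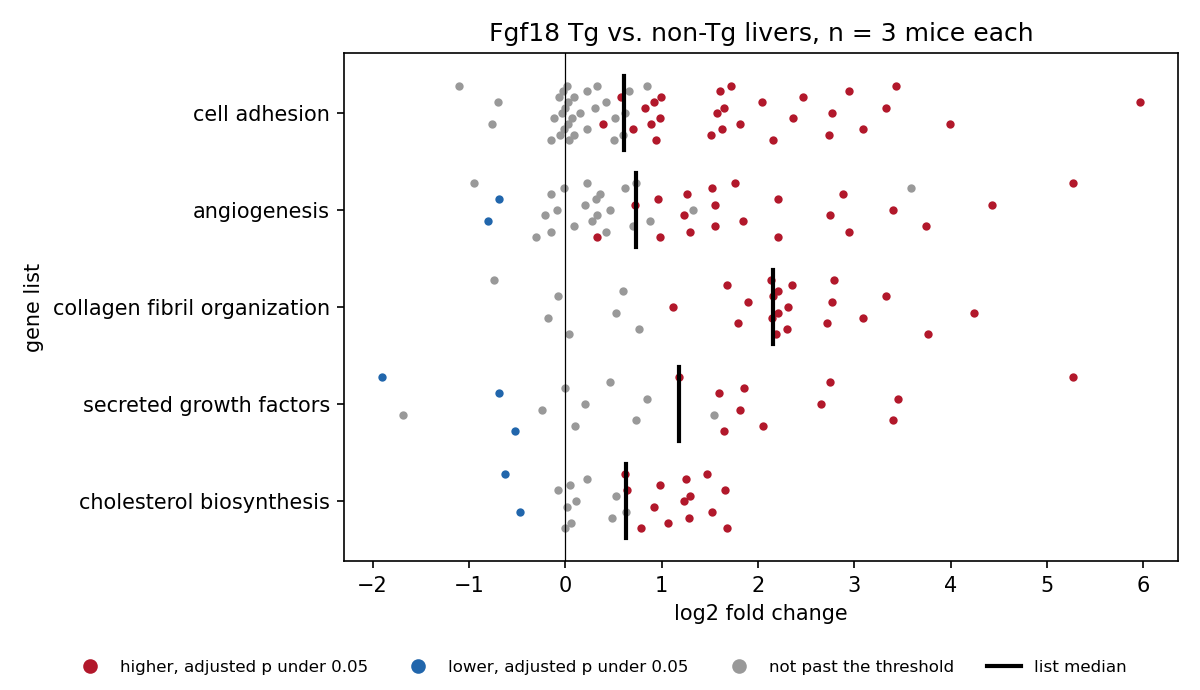
Log2 fold change of each measured gene of 5 lists in *Fgf18* Tg against non-Tg livers (n = 3 mice each). Red points are genes higher and blue points genes lower at an adjusted p under 0.05, grey points did not pass, and the black bar is the list median (0.61 for cell adhesion, 0.74 for angiogenesis, 2.16 for collagen fibril organization).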

We extracted genes elevated more than 2-fold in the livers of two murine models: *Cflar*^*LKO*^ mice fed the CDE diet and *Fgf18* Tg mice. A total of 600 genes were upregulated in both models (Fig. 5c; Supplementary Data 3). 

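Genes of matrix-producing cells were among those higher in both models. *Pdgfra*, a receptor of platelet-derived growth factor on mesenchymal cells, rose by 2.61 on the log2 scale in *Cflar* LKO mice (standard error 0.23, adjusted p = 7e-05) and by 4.54 in *Fgf18* Tg mice (standard error 0.32, adjusted p = 9.73e-08). *Adamtsl2*, a matrix protein that binds fibrillin, rose by 2.74 and 4.49, and its fold change in *Cflar* LKO mice, 6.68 with all libraries, was 10.8 without *Cflar* FF replicate 2. *Col1a2* and *Col3a1*, chains of fibrillar collagens, rose by 2.67 and 2.11 in *Cflar* LKO mice and by 2.36 and 2.15 in *Fgf18* Tg mice. Of 9968 genes tested in both experiments, 616 were over 2-fold higher in *Cflar* LKO and 634 in *Fgf18* Tg mice, and 366 were over 2-fold higher in both. Independent lists of these sizes would share 39.2 genes, so that the overlap was 9.34 times as large. The 2 tables have 18924 gene names in common, and the comparisons share no control libraries. Of the 10 overlapping genes drawn in Fig. 5c, 10 rose in *Cflar* LKO mice (10 when adjusted over the list alone), and the 9 that were measured in *Fgf18* Tg mice rose there (9 when adjusted over the list alone), which is not independent evidence because the study chose them on these samples. The tenth, the chemokine receptor gene *Cxcr4*, had 1, 1 and 1 counts in non-Tg and 11, 11 and 6 in *Fgf18* Tg libraries, too few for the test. Its rise of 2.35 in *Cflar* LKO mice was lost without *Cflar* FF replicate 3 (2.57) and without *Cflar* LKO replicate 1 (2.38) or 2 (2.02), and was 1.75 without *Cflar* FF replicate 1 and 3.01 without *Cflar* FF replicate 2. In a test of the difference between the effects in the 2 models, *Pdgfra* differed by -1.89 (*Cflar* LKO effect minus *Fgf18* Tg effect, adjusted p = 0.0439), and *Adamtsl2* by -1.70 (adjusted p = 0.299). The *Pdgfra* rise in *Fgf18* Tg mice rests on 2, 3 and 2 counts in the non-Tg libraries, against 100, 82 and 43. *Cflar* FF libraries, from control mice on the CDE diet, had 43, 57 and 28 counts of it. The number of shared genes was 735 under scaling by library size only and 567 with no filter for low counts.

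**Figure D4:**
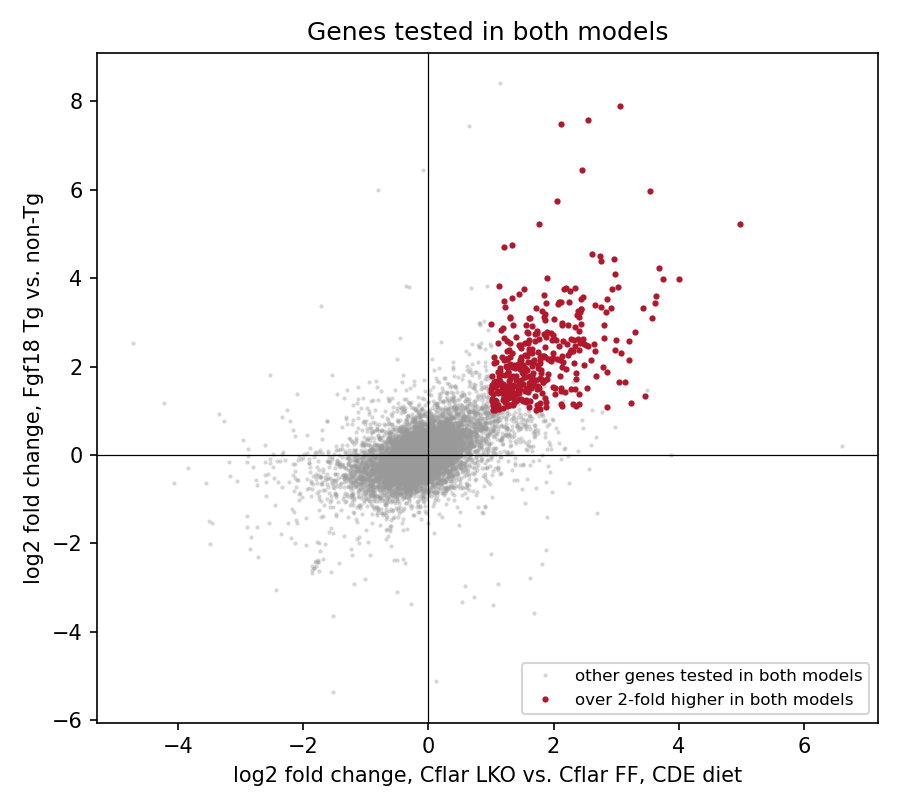
Log2 fold change in *Fgf18* Tg against non-Tg mice (vertical axis) and in *Cflar* LKO against *Cflar* FF mice on the CDE diet (horizontal axis), 1 point per gene tested in both experiments (n = 3 mice per group). The 366 genes over 2-fold higher in both are red and the other genes grey.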

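Within the 366 genes over 2-fold higher in both *Cflar* LKO and *Fgf18* Tg mice, genes of the extracellular matrix were the most frequent of the groups tested. Of 66 measured genes of extracellular matrix organization, 51 were among them, where 2.42 would be there by chance (one-sided Fisher's exact test, adjusted p = 2.52e-60). The matrix metalloproteinase gene *Mmp2*, whose product cleaves denatured collagen, was one of them, with 42.1 ± 15.3 normalized counts in *Cflar* FF and 327 ± 35.7 in *Cflar* LKO mice, and 3.48 ± 1.89 in non-Tg and 80.2 ± 18.9 in *Fgf18* Tg mice (SD, n = 3 each). *Loxl1* was another, higher by 3.68 on the log2 scale in *Cflar* LKO mice and by 4.24 in *Fgf18* Tg mice (4.88 without non-Tg replicate 3). For collagen fibril organization, 19 of 27 measured genes were shared (0.991 by chance, adjusted p = 1.54e-21). *Lum* was among these, with a rise of 3.42 in *Cflar* LKO mice. For cell adhesion, 17 of 56 measured genes were shared (2.06 by chance, adjusted p = 1.47e-11), with *Itga8* and the hyaluronan receptor gene *Cd44* among them. *Cd44* rose by 2.02 in *Cflar* LKO and by 1.52 in *Fgf18* Tg mice. The background was the 9968 genes tested in both experiments, and genes are not independent of each other. The paper reports these categories for its own shared genes from the same libraries, so these tests are not independent evidence.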

GO enrichment analysis revealed that these overlapping genes were categorized in cell adhesion, extracellular matrix organization, and collagen fibril organization (Fig. 5d), suggesting that expression of *Fgf18* alone upregulates, at least in part, signature genes involved in CDE-induced liver fibrosis.

**Fig. 5:**
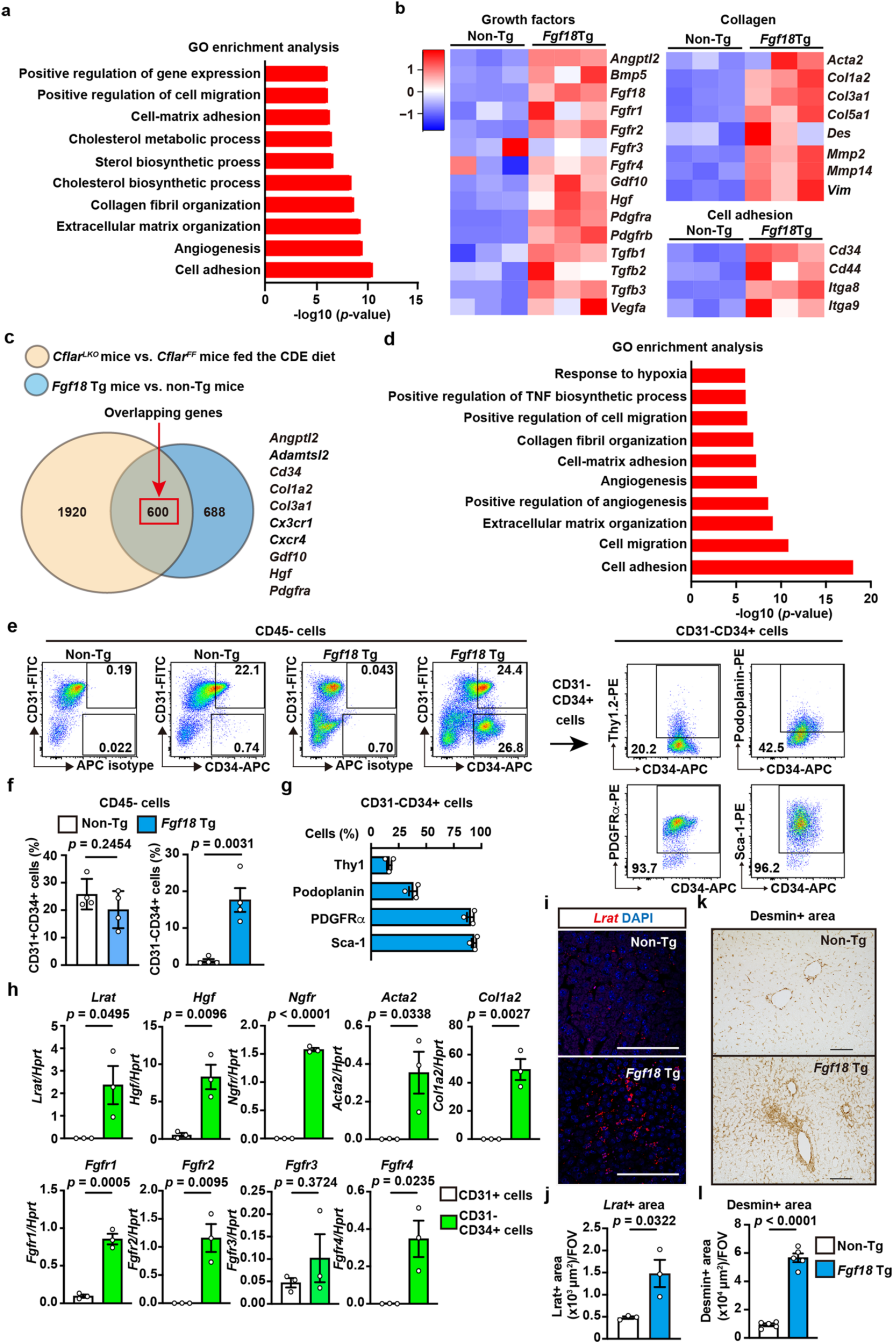
FGF18 increases the number of CD31^−^CD34^+^ stromal cells. **a** GO enrichment analysis of the RNA-seq results of the whole livers of 8-week-old non-Tg and *Fgf18* Tg mice (*n* = 3 mice). **b** Heatmap showing Z score scaled expression levels of representative genes in the indicated categories. **c**, **d** Genes upregulated more than 2-fold in the livers of *Cflar*^*LKO*^ mice vs. *Cflar*^*FF*^ mice fed the CDE diet for 4 weeks and *Fgf18* Tg mice vs. non-Tg mice were extracted and analyzed by the COUNTIF function. A Venn diagram of the upregulated genes in the livers of mice and representative overlapping genes (**c**). GO enrichment analysis of overlapping genes upregulated in both groups is shown (**d**). **e**–**h** Characterization of CD31^-^CD34^+^ cells. Liver nonparenchymal cells were prepared and analyzed by flow cytometry gated on CD45^-^ cells as in Supplementary Fig. 7g (**e**, left panel) and the percentage of each cell population among CD45- cells was calculated (**f**). Results are mean ± SE (*n* = 4 mice). The expression (**e**, right panel) and the percentages (**g**) of each cell population among CD31^−^CD34^+^ cells were calculated and are shown. Results are mean ± SE (*n* = 3 mice). Gene expression in CD31^−^CD34^+^ cells vs. CD31^+^ cells (**h**). CD31^+^ and CD31^−^CD34^+^ cells were sorted as in Supplementary Fig. 8a. Expression of the indicated genes in the sorted cells was analyzed by qPCR. Results are mean ± SE (*n* = 3 mice). **i**–**l** *Lrat*^+^ and desmin^+^ cells are increased in the livers of *Fgf18* Tg mice. Liver tissue sections from 8-week-old non-Tg and *Fgf18* Tg mice were analyzed by RNAscope (**i**, **j**) or IHC (**k**, **l**). Scale bar, 100 μm. The *Lrat*^+^ or desmin^+^ areas were calculated and are expressed as *Lrat*^+^ or desmin^+^ areas per FOV. Results are mean ± SE (**j**, *n* = 3 mice; **l**, *n* = 5 mice). Statistical significance was determined by one-sided Fisher’s exact test (**a**, **d**), or the two-tailed unpaired Student’s *t* test. Representative results of four (**e**, left panel), three (**e**, right panel), and two (**h**) independent experiments. Source data are provided as a Source Data file.

As the expression of *Cd34* was elevated in the whole liver RNA-seq of both *Cflar*^*LKO*^ mice fed the CDE diet and *Fgf18* Tg mice (Figs. 2b, 5b), we focused on *Cd34*. 

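*Cd34*, a sialomucin on the surface of endothelial and stromal progenitor cells, was higher in both models. In *Cflar* LKO livers it had 163 ± 29.3 normalized counts against 44.1 ± 5.35 in *Cflar* FF livers (SD, n = 3 mice each), a log2 fold change of 1.89 (standard error 0.20, adjusted p = 1.91e-04). In *Fgf18* Tg livers it had 27.2 ± 4.82 normalized counts against 1.57 ± 1.71 in non-Tg livers (SD, n = 3 each), a log2 fold change of 4.00 (standard error 0.51, adjusted p = 3.46e-05). The non-Tg value rests on 0, 1 and 3 counts, against 45, 25 and 21 in the *Fgf18* Tg libraries, and the log2 fold change was 3.37 without non-Tg replicate 1 and 5.21 without non-Tg replicate 3. The effects in the 2 models differed by -2.10 (*Cflar* LKO minus *Fgf18* Tg, standard error 0.63, adjusted p = 0.0808), which did not pass the threshold. Of 29 measured markers of liver endothelium 4 rose in *Cflar* LKO mice and 25 did not pass (4 higher when adjusted over the list alone). In *Fgf18* Tg mice 3 of 22 rose and 3 fell (4 and 5 when adjusted over the list alone). The endothelial genes *Plvap* and *Ramp2* rose there by 2.17 and 1.56 on the log2 scale, and *Dnase1l3* and *Clec4g*, genes of sinusoidal endothelium, fell by 1.21 and 1.09. From the genes raised in both models, the paper proposes that *Fgf18* expression alone raises part of the signature genes of liver fibrosis on the CDE diet, and it chose *Cd34* for closer study because it was higher in both.

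**Figure D5:**
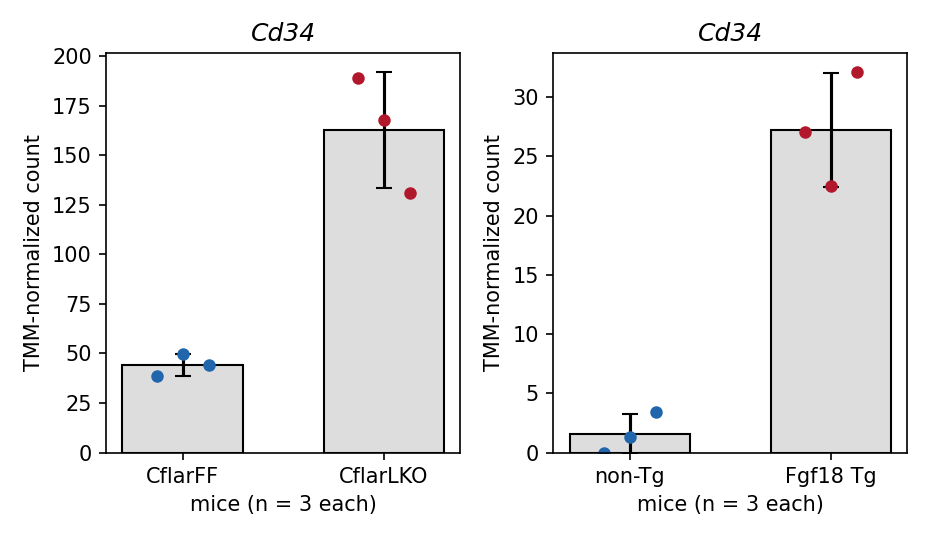
Normalized counts of *Cd34* in the livers of *Cflar* FF and *Cflar* LKO mice on the CDE diet and of non-Tg and *Fgf18* Tg mice on the normal diet, each pair on its own axis. Bars are means, error bars the SD and points the 3 mice per group, and each *Cflar* LKO or *Fgf18* Tg mouse lies above every control mouse of its experiment.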

CD34 is a marker of hematopoietic progenitor cells but is also expressed in vascular endothelial cells, mesenchymal stromal cells, and activated HSCs^40^. We used flow cytometry to analyze and characterize CD34^+^ cells. CD34^+^ cells were composed of CD31^+^CD34^+^ cells and CD31^−^CD34^+^ cells, and the percentage of the latter cells was increased in the livers of *Fgf18* Tg mice (Fig. 5e, f). Most CD31^-^CD34^+^ cells expressed PDGFRα and Sca1, with minor populations expressing Thy1 or podoplanin (Fig. 5e–g). Importantly, sorted CD31^-^CD34^+^ cells expressed *Lrat, Hgf, Ngfr, Acta2*, and *Col1a2* at higher levels than sorted CD31^+^ cells (Supplementary Fig. 9a, Fig. 5h), indicating that CD31^-^CD34^+^ cells indeed contained HSCs. RNAscope and IHC further confirmed that *Lrat*-expressing and desmin^+^ HSCs were increased in the livers of *Fgf18* Tg mice compared to non-Tg mice (Fig. 5i–l).

IHC revealed that the numbers of CD34^+^ cells coexpressing the p75 nerve growth factor receptor (p75NTR) encoded by *Ngfr*, a marker of HSCs^41^, and vimentin were increased in the livers of *Fgf18* Tg mice (Supplementary Fig. 9b, c). The expression of *Cd34* and the numbers of CD34^+^ cells were increased in the livers of *Cflar*^*LKO*^ mice fed the CDE diet and wild-type mice fed the CDAHFD diet (Supplementary Fig. 9d–i), suggesting that the expansion of CD34^+^ cells is not specific to *Fgf18* Tg mice but a more generalized phenomenon in liver fibrosis.

### Characterization of CD31^-^CD34^+^ stromal cells and cell‒cell communication by scRNA-seq

To further characterize CD31^-^CD34^+^ cells, we isolated lineage marker-negative (CD31^-^ CD45.2^-^ CD146^-^ Epcam^-^ Ter119^-^) NPCs from the livers of non-Tg and *Fgf18* Tg mice (Supplementary Fig. 10a) and characterized these cells by scRNA-seq. We identified 22 clusters in NPCs, hepatocytes, and myeloid cells isolated from non-Tg and *Fgf18* Tg mice (Fig. 6a, Supplementary Fig. 10b, Supplementary Table 2). *Lrat*^+^ HSC clusters comprised clusters 1, 3, and 8 (Fig. 6a), whereas *Acta2*^+^ myofibroblast and *Thy1*^+^ portal fibroblast clusters included clusters 16 and 12, respectively (Fig. 6a). Cell composition analysis of each cluster from non-Tg and *Fgf18* Tg mice revealed that the percentages of HSCs were increased in *Fgf18* Tg mice (Fig. 6b). Violin plots from pooled data from non-Tg and *Fgf18* Tg mice showed that several genes, including *Adamtsl2*, *Des*, *Fgfr2, Hgf*, and *Ngfr*, were specifically expressed in HSCs. In contrast, other genes, including *Tgfbr3, Tgfbi, and Tgfb1i1*, were ubiquitously expressed in both HSCs and fibroblasts (Fig. 6c, Supplementary Data 4).

**Fig. 6:**
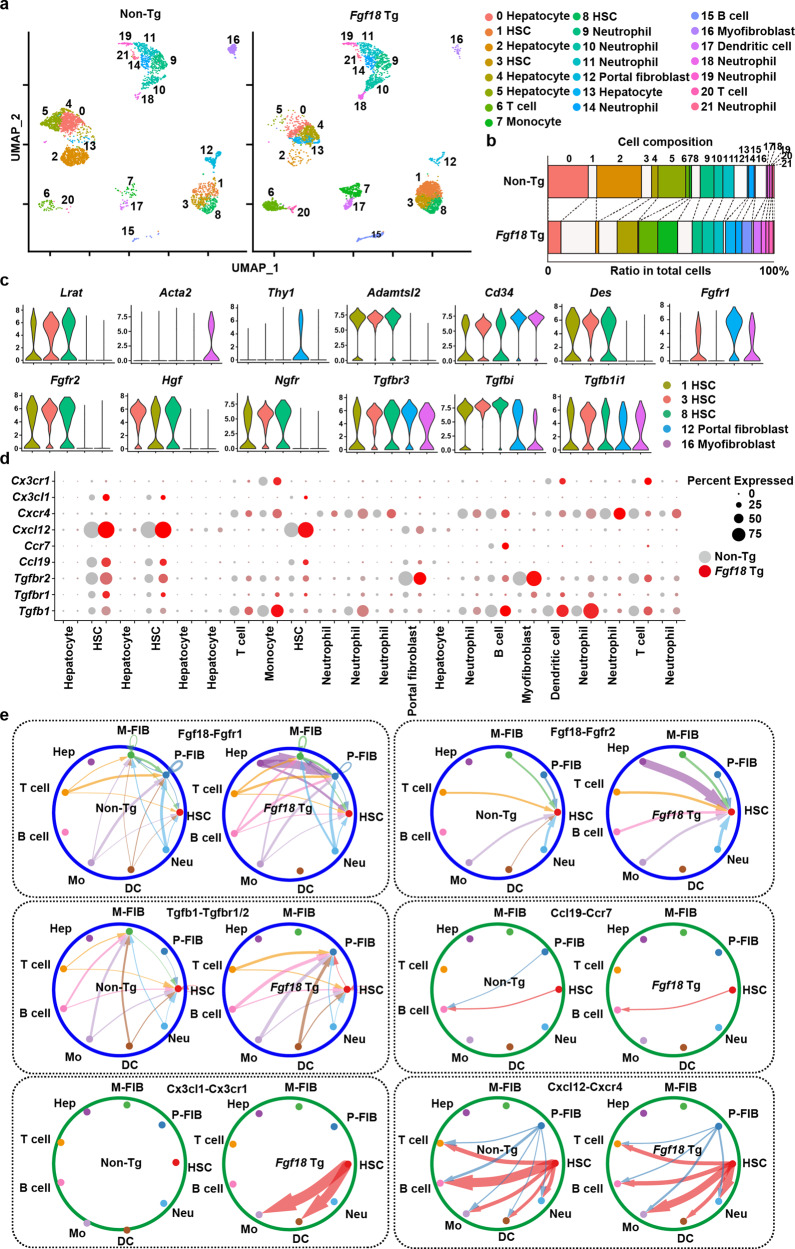
Characterization of CD31^-^CD34^+^ stromal cells and cell‒cell communication analyzed by scRNA-seq. **a** UMAP plot showing the 22 clusters of nonparenchymal liver cells from 6-week-old non-Tg and *Fgf18* Tg mice (*n* = 3 mice per genotype). Each number indicates each cell cluster. **b** Relative percentages of each cluster from non-Tg and *Fgf18* Tg mice are shown. Clusters containing HSC, portal fibroblast, and myofibroblast are indicated by the white boxes. **c** Violin plot showing the expression levels of the indicated genes in HSCs, portal fibroblasts, and myofibroblasts pooled from non-Tg and *Fgf18* Tg mice. **d** Circle plot showing the expression levels and percentages of cells expressing the indicated genes from non-Tg and *Fgf18* Tg mice. Color intensities and circle sizes indicate expression levels and percentages of cells expressing the indicated genes, respectively. **e** Communication networks between HSCs/fibroblasts and other cells as analyzed by CellChat. Notably, FGF18 signals appeared to originate from various types of cells; this may be caused by read-through transcripts of *Fgf18* expressed in multiple tissues. All significant ligand‒receptor pairs that contribute to sending signals from HSC and fibroblast to other cells are shown. The edge width represents the communication probability. scRNA-seq data for endothelial cell and cholangiocyte were not included in the present data. M-FIB myofibroblasts, P-FIB portal fibroblast, HSC hepatic stellate cell, Hep hepatocyte, DC dendritic cell, Mo monocyte, Neu neutrophil.

Previous studies reported signature genes of quiescent (qHSCs) and activated HSCs (aHSCs) by scRNA-seq^10,11^. Notably, all *Lrat*^*+*^ HSC clusters expressed signature genes of qHSCs, including *Ank3, Colec11*, *Ecm1, Fcna, Gucy1b1*, *Reln*, and *Vipr1*, and signature genes of aHSCs, including *Col1a2, Col3a1*, *Lgals1, Thbs1*, and *Vim* (Supplementary Fig. 10c, Supplementary Data 4). In contrast, *Acta2*^+^ myofibroblast and *Thy1*^+^ portal fibroblast clusters expressed signature genes of aHSCs, including *Col1a2, Col3a1, Dpt*, *Igf1, Lgals1, S100a6*, and *Vim* (Supplementary Fig. 10c, Supplementary Data 4). These results suggest that FGF18 mainly expanded cell populations expressing qHSC marker genes.

To integrate the pathways triggered by FGF18 with the phenotypes of the livers in *Fgf18* Tg mice, we analyzed them using the cell‒cell communication tool CellChat^42^. Of note, *Fgfr2* was expressed in HSCs, whereas *Fgfr1* was expressed in fibroblasts and minor populations of HSCs (Fig. 6c). Although read-through transcripts of *Fgf18* were expressed in various tissues from *Fgf18* Tg mice, FGF18 signals converged in HSCs and fibroblasts through Fgfr2 and Fgfr1, respectively (Fig. 6d, e). Similarly, the TGFβ1 signal merged in HSCs and portal fibroblasts (Fig. 6d, e). Moreover, several chemokines mainly produced by HSCs, including Ccl19, Cxcl12, and Cx3cl1, may induce signals in neutrophils, monocytes, dendritic cells, and B cells (Fig. 6d, e).

As our scRNA-seq did not contain liver sinusoidal endothelial cell (LSEC) and cholangiocyte, we integrated previously published scRNA-seq datasets from unstimulated liver NPCs with our scRNA-seq datasets^11^. The combined UMAP contained LSEC and cholangiocyte (Supplementary Fig. 11a). CellChat revealed that FGF18 may stimulate cholangiocyte through Fgfr1-3 (Supplementary Fig. 11b, c) and that *Vegfa* from HSC and cholangiocyte may induce signals in LSEC and HSC (Supplementary Fig. 11b, c). Together, these data may explain the mechanisms underlying the proliferation of CK19^+^ cholangiocytes and angiogenesis.

Regarding liver hypertrophy, FGF18 did not activate hepatocytes (Supplementary Fig. 12a, b). The expression of *Hgf* was elevated in the livers of *Fgf18* Tg mice, and *Lrat*^+^ HSCs highly expressed *Hgf* (Figs. 5b, 6c). 

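*Hgf*, a mitogen of hepatocytes made by mesenchymal cells of the liver, had 66.6 ± 20.7 normalized counts in *Fgf18* Tg livers and 11.1 ± 4.19 in non-Tg livers (SD, n = 3 mice each). This is a log2 fold change of 2.66 (standard error 0.31, adjusted p = 1.45e-05). The libraries held 6, 11 and 11 counts in non-Tg and 142, 78 and 29 in *Fgf18* Tg mice. The stellate cell marker *Lrat*, which esterifies retinol, had 41.7 ± 16.5 normalized counts in *Fgf18* Tg and 20.4 ± 7.87 in non-Tg livers (SD, n = 3 each), a log2 fold change of 0.98 (adjusted p = 0.0812). *Lrat* passed the threshold under scaling by library size only (1.38), with no filter for low counts (0.94) and without *Fgf18* Tg replicate 1 (1.33).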

Given that FGF18 did not upregulate the expression of *Hgf* in HSCs (Supplementary Fig. 12c), FGF18 may induce the proliferation of hepatocytes by HGF released from expanded HSCs that highly expressed *Hgf*. HGF induced ERK phosphorylation and *Jun, Ccnd1*, and *Myc* upregulation (Supplementary Fig. 12a, d). Therefore, these results suggest that FGF18 stimulates the proliferation of HSCs that provide an HGF-enriched microenvironment to stimulate hepatocyte proliferation, thereby causing liver hypertrophy.

### FGF18 stimulates the proliferation of HSCs but suppresses TGFβ-induced profibrotic gene expression

To further investigate the mechanisms by which FGF18 promotes liver fibrosis, we isolated primary HSCs by the Nycodenz density gradient centrifugation method^43^. Based on the determination of UV-positive or desmin-positive cells, the percentages of HSCs were approximately 80 to 90% (Supplementary Fig. 13a–d). We stimulated HSCs with FGF18 or TGFβ1 as a positive control to induce the upregulation of profibrotic genes^44^. FGF18 did not upregulate the expression of *Col1a2, Col3a1*, or *Acta2*, but TGFβ1 did (Fig. 7a). Likewise, based on the anti-α-SMA staining, TGFβ1 induced strong morphological changes, such as loss of a star-shaped appearance and elongated and spindle shaped morphology. In sharp contrast, FGF18-stimulated HSCs retained a star-like appearance, which was observed in untreated HSCs (Supplementary Fig. 14). Surprisingly, FGF18 stimulated the proliferation of HSCs and upregulated the expression of *Ccnd1*, encoding cyclin D1, which is involved in cell cycle progression^45^ (Fig. 7b, c). Moreover, MEK and Akt inhibitors completely and moderately blocked FGF18-induced *Ccnd1* expression (Fig. 7d), respectively, suggesting that the MEK/ERK pathway mainly contributes to FGF18-induced *Ccnd1* expression. Since *Fgfr2* was selectively expressed in HSCs (Fig. 6c) and its expression was higher than that of *Fgfr3* or *Fgfr4* (Fig. 7e), FGF18 may transmit signals through FGFR2.

**Fig. 7:**
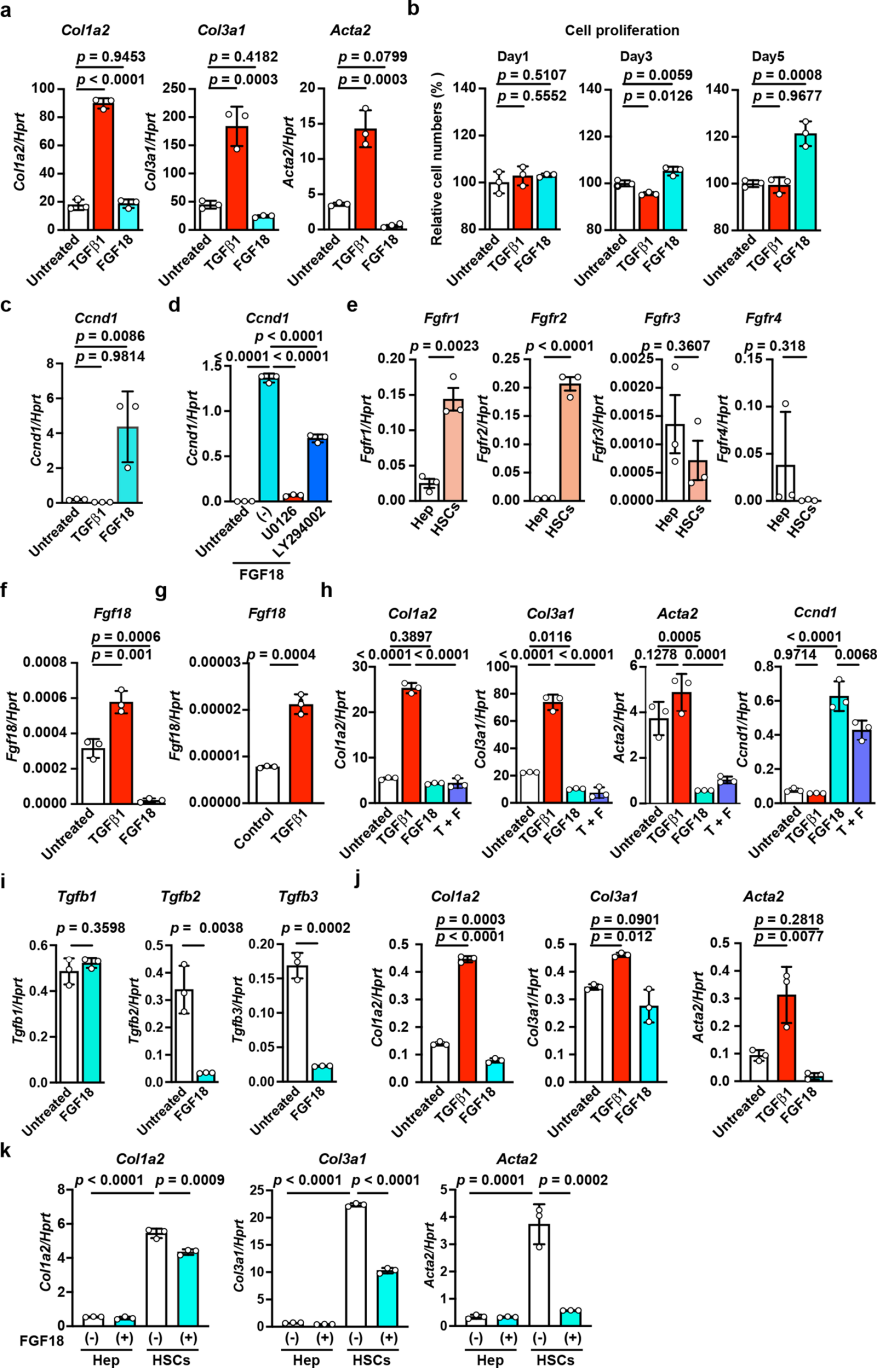
FGF18 stimulates the proliferation of HSCs but inhibits TGFβ-induced upregulation of profibrotic genes. HSCs (**a**–**f**, **h**, **i, k)** and hepatocytes (**e**, **g**, **j**, **k**) were isolated from wild-type mice as described in the Methods. **a** TGFβ1, but not FGF18, upregulates the expression of profibrotic genes. HSCs were untreated or stimulated with TGFβ1 (1 ng/mL) or FGF18 (100 ng/mL) for 24 h. The expression of the indicated genes was analyzed by qPCR. Results are mean ± SD of triplicate samples. **b** FGF18 stimulates the proliferation of HSCs. HSCs were left untreated or stimulated as in (**a**) for the indicated times. Cell proliferation was analyzed by the WST assays. **c**, FGF18 upregulates the expression of *Ccnd1*. HSCs were stimulated and analyzed as in (**a**). **d** MEK and Akt inhibitors completely and moderately abolish the FGF18-induced upregulation of *Ccnd1*, respectively. HSCs were stimulated as in (**a**) in the absence or presence of U0126 (10 μM) or LY294002 (10 μM) for 24 h and were analyzed as in (**a**). **e** Expression of *Fgfr1-4* in HSCs and hepatocytes. The expression of *Fgfr*1-4 was determined by qPCR. Results are mean ± SEM (*n* = 3 mice). **f**, **g** TGFβ1 induces upregulation of *Fgf18* in HSCs (**f**) and hepatocytes (**g**). HSCs and hepatocytes were stimulated and analyzed as in (**a)**. **h** FGF18 suppresses the TGFβ1-induced upregulation of profibrotic genes. HSCs were untreated or stimulated with TGFβ1 (1 ng/mL), FGF18 (100 ng/mL), or both and were analyzed as in (**a**). **i** FGF18 suppresses the expression of *Tgfb1-3*. HSCs were stimulated and analyzed as in (**a**). **j** Hepatocytes were stimulated and analyzed as in (**a**). **k** Hepatocytes and HSCs were untreated or stimulated individually with FGF18 (100 ng/mL) as in (**a**). Statistical significance was determined by the one-way ANOVA with Dunnett’s multiple comparison test (**a**, **b**, **c**, **f**, **j**) or one-way ANOVA with Tukey’s multiple comparison test (**d**, **h**), two-tailed unpaired Student’s *t* test (**e**, **g**, **i**), or two-way ANOVA with Tukey’s multiple comparison test (**k**). All results are representative of two to three independent experiments. Source data are provided as a Source Data file.

A previous study reported that bile acids increase the expression of another FGF protein family member, FGF15/19^46^. The serum concentrations of various bile acids were elevated in the sera of *Cflar*^*LKO*^ mice fed the CDE diet (Supplementary Fig. 15a). Nevertheless, bile acids did not upregulate *Fgf18* expression in primary hepatocytes (Supplementary Fig. 15b). In contrast, we found that TGFβ1 induced the expression of *Fgf18* in primary hepatocytes and HSCs (Fig. 7f, g), whereas FGF18 suppressed TGFβ1-induced profibrotic gene expression as well as the expression of *Tgfb2* and *Tgfb3* in HSCs (Fig. 7h, i). Thus, the expression levels of *Fgf18* and *Tgfbs* and their target genes were intimately regulated by each other. As expected, FGF18 did not upregulate the expression of profibrotic genes in hepatocytes, whereas TGFβ did activate them, although the induction levels were very low (Fig. 7j, k). Given that the basal expression levels of profibrotic genes in HSCs were higher than those in hepatocytes (Fig. 7a vs. 7j, 7k), the expansion of HSCs by FGF18, even at the relatively quiescent stages, may contribute to liver fibrosis.

### Expression of *FGF18* is correlated with the expression of *COL1A1* and *ACTA2* in human liver biopsy samples

To determine whether our data obtained from murine experiments are relevant to human liver fibrosis, we examined the expression of *FGF18* in liver biopsy samples to diagnose various human liver diseases (Supplementary Table 3). Although the expression levels of *FGF18* in the livers varied among diseases, the expression of FGF18 was correlated with that of *COL1A1* and *ACTA2* (Fig. 8a). These results suggest that FGF18 contributes to the development of liver fibrosis in humans as well as mice.

**Fig. 8:**
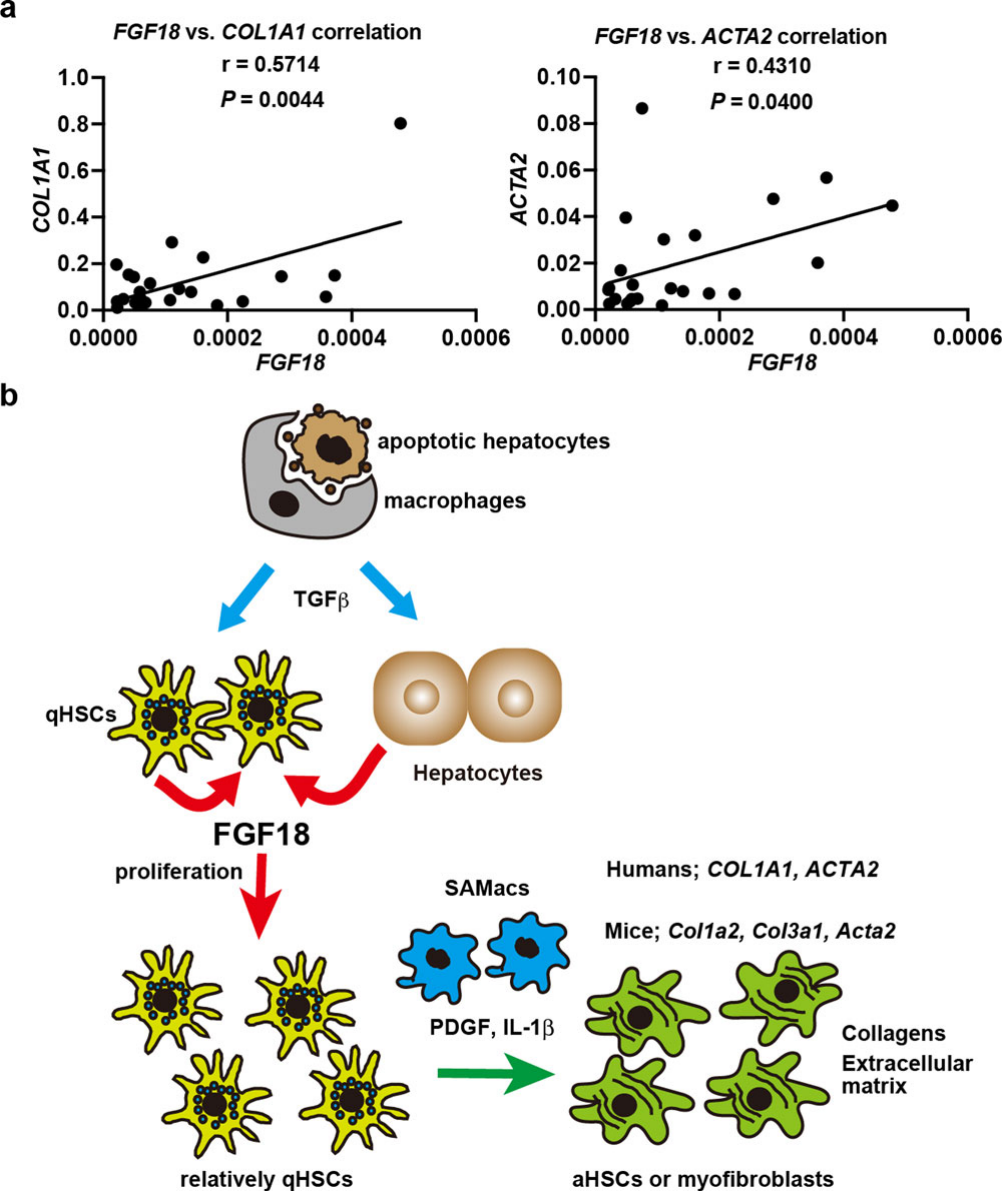
Expression of *FGF18* is correlated with the expression of *COL1A1* and *ACTA2* in human liver biopsy samples. **a** RNA was extracted from liver biopsy samples, and the expression of the indicated genes was analyzed by qPCR (*n* = 23). The correlation between *FGF18* and *COL1A1* or *ACTA2* was determined by Pearson correlation coefficient analysis. *P* values were calculated two-sided test. Source data are provided as a Source Data file. **b** A model for FGF18-induced liver fibrosis. In response to various injuries, TGFβ is released from different types of cells, such as macrophages engulfing apoptotic hepatocytes. Then, TGFβ induces the production of FGF18 in HSCs and hepatocytes. FGF18 then stimulates the proliferation of HSCs. Proliferating HSCs further respond to stimuli derived from scar-associated macrophages and produce collagens and extracellular matrix, culminating in the development of  liver fibrosis. aHSCs, activated HSCs; PDGF, platelet-derived growth factor; qHSCs, quiescent HSCs; SAMacs, scar-associated macrophages.

We propose the following model of how FGF18 promotes liver fibrosis. In response to various injuries, TGFβ is released from different types of cells, such as macrophages engulfing apoptotic hepatocytes. Then, TGFβ induces the production of FGF18 in HSCs and hepatocytes. FGF18 then stimulates the proliferation of HSCs. Proliferating HSCs further respond to stimuli derived from immune cells, such as scar-associated macrophages, and produce collagens and extracellular matrix, culminating in the development of liver fibrosis (Fig. 8b).

## Discussion

In the present study, we found that the expression of *Fgf18* was elevated in various murine liver fibrosis models. Deletion of *Fgf18* in hepatocytes attenuated CDE-induced fibrosis in *Cflar*^*LKO*^ mice; conversely, overexpression of *Fgf18* promoted liver fibrosis by increasing the number of HSCs. Mechanistically, FGF18 stimulated the proliferation of HSCs. Furthermore, the expression of *FGF18* was correlated with the expression of *COL1A1* and *ACTA2* in human liver biopsy samples. Thus, FGF18 is a critical growth factor that promotes liver fibrosis and may be a therapeutic target for treating liver fibrosis.

Few apoptotic hepatocytes were detected in the livers of *Cflar*^*LKO*^ mice under homeostatic conditions. *Cflar*-deficient hepatocytes are susceptible to death ligand-induced apoptosis^28,30^, suggesting that death ligands expressed under homeostatic conditions trigger hepatocyte apoptosis. Notably, *Cflar*^*LKO*^ mice developed mild fibrosis, with an increase in CK19^+^ cells in the liver. Although apoptosis promotes liver fibrosis under various conditions^31^, slight and persistent apoptosis of hepatocytes may be sufficient to induce mild fibrosis. Since macrophages release TGFβ upon engulfing apoptotic cells^47^, the TGFβ released from macrophages stimulates the upregulation of *Fgf18* expression in HSCs. Indeed, the expression of *Fgf18* was higher in isolated NPCs (presumed HSCs) from *Cflar*^*LKO*^ mice, even when fed the normal diet, compared to those from  *Cflar*^*FF*^ mice. This suggests that the slightly increased levels of *Fgf18* in NPCs (presumed HSCs) may contribute to, at least in part, fibrosis in *Cflar*^*LKO*^ mice under normal dietary conditions. Moreover, preexisting mild fibrosis and increased susceptibility to death ligand-induced apoptosis of hepatocytes may drastically exacerbate the development of CDE-induced liver fibrosis in *Cflar*^*LKO*^ mice.

Although previous studies have demonstrated an intimate relationship between FGF18 and tumors^48–50^, the link between FGF18 and fibrosis remains unknown. Given that HSCs play a central role in liver fibrosis^2^, we can surmise that FGF18 activates HSCs, thereby promoting liver fibrosis. Although hematopoietic progenitor cells and CD31^+^ endothelial cells express CD34 under normal conditions, HSCs express CD34 in CCl_4_-induced liver injury^51^. The scRNA-seq analysis revealed that CD31^-^ CD34^+^ cells are composed of *Lrat*^+^ HSCs, *Acta2*^+^ myofibroblasts, and *Thy1*^+^ fibroblasts, suggesting that CD34 is a common surface marker of HSCs and fibroblasts, at least in the liver. While *Lrat*^+^ HSCs mostly expressed *Fgfr2, Acta2*^+^ and *Thy1*^+^ fibroblasts expressed *Fgfr1*, some minor populations of *Lrat*^+^ HSCs expressed *Fgfr1*. Thus, FGF18 likely induces signals in HSCs through FGFR2 in vitro and in vivo. Regarding the contribution of FGF18 in hepatocytes, deletion of *Fgf18* in hepatocytes moderately attenuated CDE-induced liver fibrosis. However, the effect was not drastic, suggesting that FGF18 produced by HSCs may compensate for the lack of FGF18 in hepatocytes. Hence, it would be interesting to test whether liver fibrosis is attenuated in mice lacking *Fgf18* in HSCs by crossing *Fgf18*^*flox/flox*^ mice with *Lrat-Cre* Tg mice.

The scRNA-seq analysis revealed that the numbers of *Lrat*^+^ HSCs were increased in *Fgf18* Tg mice and that *Lrat*^+^ HSCs mostly expressed quiescent HSC marker genes. *Lrat*^+^ HSCs expressed several activated HSC markers, including *Col1a2, Col3a1, Igf1*, and *Lgals1*, although their expression levels were relatively low compared to those of *Acta2*^+^ or *Thy1*^+^ fibroblasts. Moreover, *Lrat*^+^ HSCs did not express *Timp1* and *Tnc*, which were elevated in HSCs from CCl_4_-treated livers^10,42^. Thus, FGF18 mainly induces the expansion of weakly activated or quiescent *Lrat*^+^ HSCs and does not fully promote terminal differentiation toward *Acta2*^+^ myofibroblasts.

In addition to fibrosis, the transgenic expression of *Fgf18* in hepatocytes resulted in liver hypertrophy, consistent with a previous study^52^. The expression of *Fgf18* is elevated in various human cancers, and its expression correlates with poor prognosis^49,50^. FGF18 released from tumor cells induces their proliferation in an autocrine or paracrine manner^48^. Under the experimental conditions of the present study, FGF18 did not activate primary hepatocytes. 

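The hepatocyte growth factor gene *Hgf* was higher in the livers of *Cflar* LKO mice than in those of *Cflar* FF mice on the CDE diet, with 128 ± 41.9 and 34.9 ± 4.26 normalized counts (SD, n = 3 mice each). Its log2 fold change was 1.88 (standard error 0.26, adjusted p = 6.55e-04), from 27, 32 and 31 counts in *Cflar* FF to 251, 125 and 82 in *Cflar* LKO libraries. The rise in *Cflar* LKO mice minus that in *Fgf18* Tg mice was -0.68 (standard error 0.46, adjusted p = 0.499), a difference between the models that did not pass the threshold.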

The expression of *Hgf*, which is a critical cytokine responsible for hepatocyte proliferation, was elevated in the livers of both *Cflar*^*LKO*^ mice fed the CDE diet and *Fgf18* Tg mice, but FGF18 did not induce the upregulation of *Hgf* in HSCs. Given that the expression levels of *Hgf* were relatively high in HSCs under homeostatic conditions, FGF18 induced the proliferation of hepatocytes, not through the upregulation of *Hgf* but by stimulating the proliferation of HSCs. Moreover, FGF18 is involved in the proliferation and tube formation of endothelial cells^48^. Consistent with previous studies, aberrant angiogenesis occurred in the livers of *Fgf18* Tg mice. This finding was partly because *Vegfa* from cholangiocytes and HSCs may stimulate LSECs.

Notably, TGFβ upregulates the expression of profibrotic genes in HSCs but does not trigger the proliferation of HSCs. Activation of HSCs, rather than their strong expansion, seems sufficient to induce mild liver fibrosis, as observed in wild-type mice fed a CDE diet for 4 weeks, or mice fed the normal diet or the Western diet treated with CCl_4_ for 12 weeks. In contrast, as livers progress to advanced fibrosis, it is reasonable to speculate that the expansion of HSCs may become necessary. When the strength of the stimuli exceeds a certain threshold, the expression of *Fgf18* is strongly induced. This situation was observed in the livers of *Cflar*^*LKO*^ mice fed the CDE diet for 4 weeks, mice on the normal diet or the Western diet treated with CCl_4_ for 24 weeks. Assuming that expansion of HSCs requires some space, it is reasonable to speculate that FGF18 suppresses the production of extracellular matrix to make a space for HSC proliferation. Moreover, it is worth noting that the expression levels of profibrotic genes in HSCs were relatively higher than those in hepatocytes, even if its expression levels were declined in the presence of FGF18. This finding indicates that the increased HSCs by FGF18 stimulation play an important role in the accumulation of collagens and extracellular matrix. Moreover, previous studies reported that scar-associated macrophages differentiate from circulating monocytes, are recruited to the fibrotic niche, and interact with PDGFRα^+^ collagen-producing mesenchymal cells, resulting in the activation of several profibrogenic pathways^53,54^. Indeed, FGF18 induced the expression of inflammatory cytokines and chemokines, thereby recruiting immune cells, including scar-associated macrophages. Thus, proliferating HSCs induced by FGF18 further respond to profibrotic stimuli derived from scar-associated macrophages, such as platelet-derived growth factor (PDGF) and IL-1β^53^, ultimately contributing to the development of liver fibrosis.

When focusing on a role of FGF18 in suppressing the expression of profibrotic genes, it appears that FGF18 may mitigate liver fibrosis under specific conditions, such as the transient expression of *Fgf18* as noted by Tong et al.^55^. However, in the long term, FGF18 seems to stimulate HSC proliferation, and subsequently, the proliferating HSCs become responsive to subsequent profibrotic stimuli as described above, ultimately leading to liver fibrosis. From a therapeutic perspective, it would be intriguing to investigate the effect of shRNA-mediated deletion of *Fgf18* in adult mice with liver fibrosis. Further study will be required to address this issue.

We and others reported that FGF18 suppressed the expression of *Tgfb2* and *Tgfb3* and TGFβ-induced expression of profibrotic genes^55^. In contrast, TGFβ induced upregulation of *Fgf18*. A previous study showed that TGFβ inhibits the phosphorylation of YAP, thereby preventing degradation of YAP and subsequently leading to fibrosis^55^. Notably, FGF18 counteracts TGFβ-mediated YAP dephosphorylation, facilitating the degradation of phosphorylated YAP and preventing liver fibrosis^55^. However, the specific mechanisms underlying the FGF18-induced phosphorylation of YAP were not elucidated in that study. In contrast, we reported that FGF18 induced the upregulation of *Ccnd1*, which was completely abolished in the presence of a MEK inhibitor. This finding suggests that the MEK/ERK pathway is crucial in this process. It remains unclear whether the MEK/ERK pathway and the YAP/TAZ pathway finally converge on the induction of proliferation-related or profibrotic genes. RNA-seq analysis using HSCs treated with TGFβ, FGF18, and a combination of the two could serve as a valuable tool to unravel the crosstalk between TGFβ and FGF18.

## Methods

All experiments were performed according to the guidelines approved by the Institutional Animal experiments Committee of Faculty of Medicine, Toho University (21-409 and 21-412) and Faculty of Medicine and Graduate School of Medicine, Juntendo University (250071). Human study was approved by the ethics committee of Faculty of Medicine and Graduate School of Medicine, Juntendo University (E22-0085-H01).

### Reagents

Human FGF18 (100-28, PeproTech), murine HGF (BL771601, BioLegend), insulin-transferrin-selenium (41400045, Gibco), cholic acid (CA) (C0324, Tokyo Chemical Industry), deoxycholic acid (DCA) (10712-12, Nacalai Tesque), glycocholic acid (GCA) (G2878, Sigma), taurocholic acid (TCA) (T4009, Sigma), human TGFβ1 (100-21, Peprotech), U0126 (CAS 109511-58-2, Calbiochem), and LY294002 (440206, Calbiochem) were purchased from the indicated sources. The following antibodies were used in this study and obtained from the indicated sources: anti-AKT (4691, Cell Signaling, 1:1000), anti-phospho-AKT (4060, Cell Signaling, 1:1000), anti-α-SMA (Ab124964, Abcam, 1:500), PE anti-mouse B220 (50-0452-U100, Tonbo Biosciences, 1:200), anti-APC micro-Beads (130-090-855, Miltenyi, 1:5), anti-PE micro-Beads UltraPure (130-105-639, Miltenyi, 1:5), anti-β-actin (sc-47778, Santa Cruz, 1:5000), anti-cleaved caspase 3 (9664, Cell Signaling, 1:1000), FITC anti-mouse CD3ε (35-0031-U100, Tonbo Biosciences, 1:200), PE anti-mouse CD11b (50-0112-U100, Tonbo Biosciences, 1:500), anti-mouse CD16/CD32 (Bio X Cell, BE0307, 1:200), APC anti-mouse CD31 (17-0311-82, Invitrogen, 1:100), FITC anti-mouse CD31 (102405, BioLegend, 1:200), PE anti-mouse CD31 (102407, BioLegend, 1:100), anti-CD34 (Ab81289, Abcam, 1:1000), APC anti-mouse CD34 (128611, BioLegend, 1:200), APC anti-mouse CD45.2 (558702, BD, 1:100), BV421 anti-mouse CD45.2 (109832, BioLegend, 1:200), PE anti-mouse CD45.2 (109808, BioLegend, 1:100), anti-CD68 (97778, Cell Signaling, 1:200), APC anti-mouse CD146 (134712, BioLegend, 1:100), anti-CK19 (in house, 1:200; MABT913, Merck, 1:1000), anti-desmin (AB32362, Abcam, 1:1000), APC anti-mouse Epcam (563478, BD biosciences, 1:100), anti-ERK (4695, Cell Signaling, 1:1000), anti-phospho-ERK (4370, Cell Signaling, 1:1000), FITC anti-mouse F4/80 (35-4801-U100, Tonbo Biosciences, 1:500), anti-FGF18 (120525, Wuhan Huamei Biotech, 1:1000; 19S-SE5 and 12G7-9 were made in-house), anti-cFLIP (Dave-2, Adipogen, 1:1000), anti-Ki67 (Ab16667, Abcam, 1:200), anti-Ly-6G (87048, Cell Signaling, 1:200), APC anti-mouse Ly-6G (127614, BioLegend, 1:500), anti-p75NTR (Ngfr/Tnfrsf16) (AF1157, R&D, 1:2000), PE anti-mouse PDGFRα (562776, BD Biosciences, 1:200), PE anti-mouse podoplanin (127407, BioLegend, 1:200), PE anti-mouse Sca1 (561076, BD Biosciences, 1:200), APC anti-mouse Ter119 (20-5921-U100, Tonbo Biosciences, 1:100), PE anti-mouse Thy1.2 (105307, BioLegend, 1:200), Alexa 594-conjugated anti-vimentin (677804, BioLegend, 1:400), eBioscience™ Fixable Viability Dye eFluor™ 506 (65-0866-14, eBioscience, 1:5000), and 7-AAD (420404, BioLegend, 1:100). Anti-MHC class I sampletag 1 (1:50), anti-MHC class I sampletag 2 (1:50), anti-MHC class I sampletag 3 (1:50), anti-MHC class I sampletag 4 (1:50), anti-MHC class I sampletag 5 (1:50), and anti-MHC class I sampletag 6 (1:50) were purchased from BD Biosciences. Alexa 647-conjugated donkey anti-rabbit IgG (A31573, 1:500), Alexa 488-conjugated donkey anti-rabbit IgG (A21206, 1:500), and Alexa 488-conjugated donkey anti-goat IgG (A11055, 1:500) antibodies were purchased from Invitrogen. HRP-conjugated donkey anti-rabbit IgG (NA934, 1:5000) and HRP-conjugated sheep anti-mouse IgG (NA931, 1:5000) antibodies were purchased from GE Healthcare. Peroxidase AffiniPure donkey anti-rat IgG (712-035-153, 1:5000) antibody was purchased from Jackson ImmunoResearch. Biotinylated goat anti-rabbit IgG (E0432, 1:200) and streptavidin-HRP (P0397, 1:300) were purchased from DAKO. Streptavidin poly-HRP80 conjugate (65R-S119) was purchased from Stereospecific Detection Technologies GmBH.

### Mice

*Cflar*^*FF*^ mice were provided by Y-W. He and have been described previously^56^. Exon 1 of the *Cflar* gene was flanked by two *loxP* sites and introduced into ES cells, resulting in the generation of *Cflar*^*FF*^ mice. *Fgf18*^*FF*^ mice (RBRC05691) were obtained from RIKEN Bioresource and were described previously^36^. Exon 3 of the *Fgf18* gene was flanked by two *loxP* sites and introduced into ES cells, resulting in the generation of *Fgf18*^*FF*^ mice. *Albumin-Cre* recombinase transgenic (*Alb-Cre*) mice (003574) and C57BL/6 mice were purchased from Jackson Laboratory and CLEA-Japan, respectively. To generate hepatocyte-specific *Cflar*-deficient mice, we crossed *Cflar*^*FF*^ mice with *Alb-Cre* mice, generating *Cflar*^*LKO*^ mice as described previously^29^.

To generate hepatocyte-specific *Fgf18*-deficient mice, we crossed *Fgf18*^*FF*^ mice with *Alb-Cre* mice, generating *Fgf18*^*LKO*^ mice. To generate hepatocyte-specific *Cflar* and *Fgf18* double-deficient mice, we crossed *Cflar*^*FF*^*;Alb-Cre* mice with *Fgf18*^*FF*^ mice, resulting in the generation of *Cflar*^*FF*^*;Fgf18*^*FF*^*;Alb-Cre* (*Cflar*^*LKO*^*;Fgf18*^*LKO*^) mice.

Mice were housed in 23 ± 2°C, a humidity of 55% ± 5%, and a 12 h dark/light cycle. Only female mice were used for the CDE diet experiments, because our preliminary analysis showed that liver fibrosis were more severe in female mice than in male mice. Only male mice were used for the DDC diet experiments because male mice generally give more reproducible results due to the lack of estrous cycle. Feeding experiments began with 8-week-old mice, lasting either for a duration of 4 weeks (for the CDE and DDC diets) or for 12 weeks (for the CDAHFD diet). Mice fed the normal diet were analyzed at 12 weeks. To collect sera and tissue samples, mice were first anesthetized by isoflurane inhalation and then euthanized by cervical dislocation. To isolate liver cells, mice were anesthetized by intraperitoneal injection of a mixture of midazolam, medetomidine, and butorphanol prior to liver perfusion. Both male and female mice were used for other experiments. Non-Tg and *Fgf18*Tg mice were fed the normal diet and analyzed at young (6-8 weeks) and adult (18-24 weeks) ages.

All experiments were performed according to the guidelines approved by the Institutional Animal Experiments Committee of Faculty of Medicine, Toho University School of Medicine (21-409 and 21-412) and Faculty of Medicine and Graduate School of Medicine, Juntendo University (250071).

### Generation of *Rosa 26-LSL-Fgf18* Tg mice

To generate mice expressing *Fgf18* in a tissue-specific manner, *Fgf18* cDNA was inserted into the CTV vector (*CAG* promoter-*loxP*-STOP-*loxP*-*Fgf18* cDNA-polyA) (Addgene #15912)^57^. To induce homologous recombination, we used the *CRISPR/Cas9* system; two sets of sgRNA oligos (5’- caccgTGGGCGGGAGTCTTCTGGGC-3’ and 5’- aaacGCCCAGAAGACTCCCGCCCAc-3’ for pX335-*Rosa26*-3, and 5’- caccGACTGGAGTTGCAGATCACG -3’ and 5’- aaacCGTGATCTGCAACTCCAGTC -3’ for pX335-*Rosa26*-4) were cloned into *BbsI*-digested pX335-U6-Chimeric_BB-CBh-h*SpCas9n* (D10A) plasmid (Addgene #42335). These vectors were electroporated into a feeder-free KTPU8 ES cell line derived from the TT2 ES cell line using a previously described method^58^. Briefly, KTPU8 cells were electroporated using a Gene Pulser set (Bio-Rad). G418 was introduced into the medium after 48 h, and cells were subsequently cultured for an additional 7 days. After G418 selection, several ES clones in which a single transgene was integrated into the *Rosa26* locus were obtained. Chimeric mice were produced by aggregation of ES cells with eight-cell embryos of ICR mice. Chimeras were crossed with C57BL/6N mice, resulting in three lines of *Fgf18* Tg mice. *CAG* promoter-driven *Fgf1*8 expression was interrupted by the insertion of the *neomycin* gene flanked by the *loxP* sites in the reverse orientation. Thus, *Cre* recombinase-dependent deletion of the *neomycin* gene results in tissue-specific expression of *Fgf18*. To express *Fgf18* in hepatocytes, we crossed *Rosa 26-LSL-Fgf18* Tg mice with *albumin-Cre* Tg mice, resulting in the generation of mice with hepatocyte-specific expression of *Fgf18* in mice, which were referred to as *Fgf18* Tg mice.

### Induction of hepatitis

For the CDE diet, eight-week-old female mice were housed individually and fed the choline-deficient diet (02960034, MP Biomedicals) and drinking water containing 0.15% DL-ethionine (E5139, Sigma) for 4 weeks. For the DDC diet, 8-week-old male mice were fed the diet containing 0.1% 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) (CLEA Japan) for 4 weeks. For CDAHFD, eight-week-old mice were fed the CDAHFD diet (A06071302, Research Diets) for 12 weeks.

### Measurement of serum alanine aminotransferase (ALT), aspartate aminotransferase (AST), and alkaline phosphatase (ALP) concentrations

Serum ALT, AST, and ALP concentrations were determined by Oriental Yeast Co. Ltd.

### Histological, immunohistochemical, and immunofluorescence analyses

The livers were fixed in 10% formalin or 4% paraformaldehyde and embedded in paraffin blocks. Paraffin-embedded liver sections were used for H&E staining and immunohistochemical and immunofluorescence analyses. Paraffin-embedded liver sections were stained with H&E, anti-CC3, anti-Ki67, anti-CK19, anti-desmin, anti-Ly-6G, anti-CD68, and anti-CD34 antibodies, Sirius Red, or the TUNEL method. The TUNEL method was performed using an In Situ Cell Death Detection Kit (Sigma‒Aldrich) according to the manufacturer’s instructions. Pictures were obtained by an All-in-One microscope (BZ-X700, KEYENCE). The numbers of CC3^+^ and TUNEL^+^ cells were counted manually. The Sirius Red^+^, CD34^+^, desmin^+^, CD68^+^, Ki67^+^, and CK19^+^ areas were automatically calculated by hybrid cell count (BZ-X700, KEYENCE).

For immunofluorescence analysis, tissue sections were preincubated with the MaxBlock^TM^ Autofluorescence Reducing Kit (MaxVision Biosciences) according to the manufacturer’s instructions. Then, paraffin-embedded sections were treated with Instant Citrate Buffer Solution (RM-102C, LSI Medicine) to retrieve the antigen. Blocking was performed with Blocking One Histo (06349-64, Nacalai Tesque) and 5% donkey serum. Liver tissue sections were stained with the indicated antibodies, followed by visualization with Alexa-conjugated secondary antibodies. Confocal microscopy was performed on an LSM 880 (Zeiss). Images were processed and analyzed using ZEN software (Zeiss).

### Nile red staining

Frozen liver sections were first fixed with 10% formaldehyde neutral buffer solution for 1 h at room temperature, followed by staining with 1 μg/mL Nile Red (144-08811, WAKO) in PBS for 15 min at room temperature. After three washes with PBS, samples were mounted with Vectashield mounting medium with DAPI (H-1200, VECTOR).

### Sirius red staining

Sirius Red/Direct Red 80 (D4132, Tokyo Chemical Industry) was dissolved at 1 g/L in a saturated aqueous picric acid solution. Dewaxed and hydrated paraffin sections were stained in the solution for 1 h and then washed twice with 0.5% acetate in water.

### Quantitative polymerase chain reaction assays

Total RNA was purified from mouse livers and sorted cells using Sepasol-RNA I SuperG (09379-55, Nacalai Tesque) and RNeasy Micro Kit (74004, QIAGEN), respectively. Then, cDNAs were synthesized with the Revertra Ace qPCR RT Kit (FSQ-101, Toyobo). Quantitative polymerase chain reaction (qPCR) analysis was performed with the 7500 Real-Time PCR detection system with the SYBR green method for the target genes and an endogenous control, murine *Hprt*, or human *GAPDH*, with 7500 SDS software (Applied Biosystems). The primers used in this study are included in Supplementary Table 4.

### Measurement of the hydroxyproline content

The concentrations of the hydroxyproline were determined by a Hydroxyproline Assay Kit according to the manufacturer’s instructions (STA-675, Cell BIOLABS). Frozen liver tissues (50-100 mg) were acid-hydrolyzed with 10 volumes (w/v) of 6 N HCl at 95 °C for 24 h. After centrifugation, the supernatant was used for the colorimetric assay.

### Hydrodynamic tail vein injection (HTVi)

To express *Egfp* for the negative control, murine *Fgf18, Tnfsf13b*, and *Wnt5a* in hepatocytes, we amplified these cDNAs by RT‒PCR and subcloned them into the pLIVE vector (MIR5420, Mirus Bio). The pLIVE vector consists of the *albumin* promoter and *alpha*-*fetoprotein* enhancer II, thereby expressing the gene specifically in hepatocytes at high levels for a relatively long period in vivo. HTVi was performed according to the standard procedure^32^. Briefly, 20 μg of pLIVE-*Egfp*, *Fgf18*, *Tnfsf13b*, or *Wnt5a* was diluted in 2 mL of TransIT-EE Hydrodynamic Delivery solution (MIR5340, Mirus Bio) and injected into 8-week-old mice through the tail vein. The expression of these genes in the liver was verified by qPCR, and liver sections were analyzed by immunohistochemistry with anti-CK19, anti-desmin, anti-GFP, or anti-Ki67 antibodies one week after injection.

### RNAscope

Mouse livers were first fixed with buffered 10% formaldehyde neutral buffer at room temperature for 16–32 h and embedded in paraffin. Dewaxed and hydrated liver sections were processed using the RNAscope Multiplex Fluorescent Reagent Kit v2 (323100, Advanced Cell Diagnostics) and TSA Plus Cyanine 3 and Cyanine 5 kits (NEL744001KT and NEL745001KT, respectively, Akoya Biosciences) according to the manufacturer’s instructions. RNAscope target probes for mouse *Fgf18* (495421), *Lrat* (460641-C2), and *Hnf4a* (497651-C3) were purchased from Advanced Cell Diagnostics. Fluorescence images were obtained by either BZ-X700 (Keyence) or LSM880 (Zeiss), and fluorescent areas were calculated by Hybrid Cell Count (Keyence) or Adobe Photoshop software. To identify cells expressing *Fgf18* mRNA, merged images were used to determine whether *Fgf18* mRNA puncta were located close to *Lrat* mRNA puncta (HSC origin) or *Hnf4a* mRNA puncta (hepatocyte origin). The number of *Fgf18* mRNA puncta in HSCs and hepatocytes was manually counted and statistically analyzed.

### Isolation of primary hepatocytes and nonparenchymal liver cells

To purify nonparenchymal liver cells, we performed a modified two-step collagenase perfusion method as described previously^59^. Briefly, the livers from 6- to 8-week-old wild-type, non-Tg, and *Fgf18* Tg mice were perfused with liver perfusion buffer (LPB) 1 (136 mM NaCl, 5.4 mM KCl, 0.5 mM EGTA, 0.5 mM NaH_2_PO_3_ 2H_2_O, 0.42 mM Na_2_HPO_3_, 10 mM HEPES pH 7.5, 5 mM glucose and 4.2 mM NaHCO_3_) at a flow rate of 3 ml/min for 5 min. Then, the livers were perfused with LPB2 (136 mM NaCl, 5.4 mM KCl, 5 mM CaCl_2_, 0.5 mM NaH_2_PO_3_ 2H_2_O, 0.42 mM Na_2_HPO_3_, 10 mM HEPES pH 7.5, 5 mM glucose and 4.2 mM NaHCO_3_) containing 0.5 mg/ml collagenase type IV (C5138, Sigma‒Aldrich) and 0.06 mg/ml DNase I (DN25, Sigma-Aldrich) at a flow rate of 3 ml/min for 8 min. The digested livers were transferred to a glass dish, and fibrous connective tissues were removed from the livers with a pair of tweezers. For *Fgf18* Tg mice, the perfusion of livers with LPB2 alone was insufficient to isolate nonparenchymal cells from fibrotic livers. Thus, we further incubated the livers with LPB2 after perfusion using a stirrer bar at 37 °C for 5 min. Cells were dispersed with tweezers and passed through a 70 μm cell strainer. The supernatant was transferred to a new tube after centrifugation at 50 × *g* for 2 min. The pellet was resuspended in DMEM and centrifuged at 50 × *g* for 2 min; then, the pellet was used as hepatocytes. The new supernatant was combined with the former supernatant and then centrifuged at 100 × *g* for 2 min several times until no cell pellet was visible. The final supernatant was centrifuged at 660 × *g* for 5 min, and the pellets were resuspended in RBC lysis solution (0.17 mM NH_4_Cl, 0.01 mM EDTA, 0.1 M Tris, pH 7.3) and then washed twice in DMEM containing 10% FCS. Cells were then subjected to flow cytometry or cell sorting. For Western blotting, cells were lysed in lysis buffer as described below.

Hepatocytes were pelleted after centrifugation at 50 × *g* for 2 min, resuspended in DMEM containing 10% FCS, and plated on collagen I-coated 6-well microplates (4810-010, Iwaki Glass). The next day, the medium was changed to remove unattached dead hepatocytes. Cells were used for stimulation or Western blotting by directly adding lysis buffer as described below.

### Flow cytometry and cell sorting

Nonparenchymal liver cells were prepared as described above. Single-cell suspensions were incubated with anti-mouse CD16/CD32 antibody and then stained with the indicated antibodies. Cells were analyzed on an LSRFortessa X-20 (BD Biosciences) or sorted by a FACSAria Fusion (BD Biosciences). Data were processed with CellQuest software or FlowJo (BD Biosciences).

### Western blotting

Cells were lysed with RIPA buffer (50 mM Tris-HCl [pH 8.0], 150 mM NaCl, 1% Nonidet P-40, 0.5% deoxycholate, 0.1% SDS, 25 mM β-glycerophosphate, 1 mM sodium orthovanadate, 1 mM sodium fluoride, 1 mM phenylmethylsulfonyl fluoride, 1 μg/mL aprotinin, 1 μg/mL leupeptin, and 1 μg/mL pepstatin) on ice for 20 min. After centrifugation, the cell lysates and cultured supernatants were subjected to SDS‒PAGE and then transferred onto polyvinylidene difluoride membranes (IPVH 00010, Millipore). The membranes were analyzed by immunoblotting with the indicated antibodies and developed with Super Signal West Dura Extended Duration Substrate (34076, Thermo Scientific). The signals were analyzed with Amersham Imager 600 (GE Healthcare Life Sciences).

To prepare a positive control of mouse FGF18, we generated recombinant mouse FGF18 in *E. coli* as GST-fusion protein as described previously^39^. Briefly, *E. coli* BL21(DE3) was transformed with pGEX-6P-mFGF18. The transformed bacteria were incubated in 2 ml of LB medium containing 50 μg/ml ampicillin at 37°C overnight, followed by inoculation in 250 ml of LB medium, and the culture was continued at 37°C. When the bacteria reached 1.0 OD600, IPTG was added to a final concentration of 0.1 mM and incubated at 20 °C for 8 h to induce protein expression. Then, the bacteria were harvested and resuspended in NETN (20 mM Tris pH 8.0, 100 mM NaCl, 0.5% NP-40, 1 mM EDTA, 1 mM phenylmethylsulfonyl fluoride, 1 μg/ml aprotinin, 1 μg/ml leupeptin, and 1 μg/ml pepstatin), followed by sonication by a Polytron (KINEMATICA). After centrifugation, the supernatants were incubated with 125 μl of glutathione–Sepharose 4B beads (GE Healthcare, 17-0756-01) (1:1 slurry) for 1 h. Then, the beads were washed with NETN 4 times, followed by incubation with PreScission protease (GE Healthcare, 27-0843-01) to release mFGF18 at 4°C overnight. The concentrations of purified proteins were determined by Bradford analysis (Bio-Rad 5000006). The purity of these proteins was evaluated by staining with Coomassie blue.

### Cell culture

Isolated hepatocytes were stimulated with FGF18 (100 ng/mL), HGF (10 ng/mL), or insulin (10 ng/mL) for the indicated times. The phosphorylation of the indicated proteins was analyzed by Western blotting. For bile acid stimulation of primary hepatocytes, the medium was first changed to serum-free DMEM. Three hours later, primary hepatocytes were stimulated with 100 μM CA, GCA, TCA, and DCA for 2 h or with 1 ng/mL TGFβ1 for 24 h. The expression of the indicated genes was determined by qPCR.

### Isolation of HSCs from wild-type mice and in vitro stimulation

To isolate HSCs, we used wild-type female C57BL/6 mice over 24 weeks old with the Nycodenz density gradient centrifugation method^43^. Vitamin A-containing granules are increased in HSCs with aging, enabling us to obtain sufficient numbers of HSCs for qPCR and cell proliferation. Briefly, following the perfusion of livers with 0.3 mg/mL collagenase for 8 min as described above, the livers were perfused with LPB2 containing 0.6 mg/mL pronase E (KA-002, KNF) and 0.06 mg/ml DNase I at a flow rate of 3 ml/min for 8 min. The perfused livers were transferred to a glass dish and dispersed with the help of tweezers in LPB2 containing 0.6 mg/ml of both pronase and collagenase. The cell suspension was transferred to a beaker and incubated at 37 °C for 30 min with careful stirring. Cells were passed through a 70 μm cell strainer. After centrifugation at 600 × *g* for 10 min, the pellet was resuspended in GBSS/B (136 mM NaCl, 5 mM KCl, 1 mM MgCl_2_ 6H_2_O, 0.28 mM MgSO_4_ 7H_2_O, 0.22 mM KH_2_PO_4_, 0.42 mM Na_2_HPO_4_ 12H_2_O, 5.5 mM glucose, 2.7 mM NaHCO_3_, 1.5 mM CaCl_2_ 2H_2_O) containing 0.06 mg/ml DNase I and centrifuged at 600 × *g* for 10 min two times. The pellets were resuspended in GBSS/B containing 8.8% Nycodenz (18003, SEW), and GBSS/B was gently added to the cell suspension. After centrifugation at 1500 × *g* for 22 min without braking, the HSCs were found as a condensed white band in the interphase of both solutions. The HSC fractions were collected with a Pasteur pipette and centrifuged at 600 × *g* for 10 min. We usually obtained 1.0 × 10^6^ cells from two mice.

To evaluate purity of HSCs isolated from the livers, cells were plated and cultured on poly-l-Lysine-coated 12 mm micro coverslips (C012001, MATSUNAMI) in 24-well plates for 24 h. After removing nonadherent cells, cells were fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton X-100, and stained with anti-desmin antibody, followed by visualization of Alexa 647-conjugated donkey anti-rabbit antibody. UV-positive or desmin-positive cells were counted manually and expressed as the percentages of total cells. Approximately 80-90% of cells were UV-positive or desmin-positive HSCs by a confocal microscopy (LSM880) (Supplementary Fig. 13).

To test whether FGF18 and TGFβ induce morphological changes of HSCs, HSCs were plated as described above. HSCs were starved with 0.2% FBS containing DMEM for 24 h, and then left untreated or simulated with FGF18 (100 ng/mL) or TGFβ1 (1 ng/mL) for 24 h. Cells were stained following the same procedure as described above, with the exception that anti-α-SMA antibody was used as the primary antibody. Then, cells were visualized with Alexa 647-conjugated donkey anti-rabbit antibody. Pictures were obtained by an All-in-One microscope (BZ-X700, KEYENCE).

HSCs were plated onto 48-well plates (1 × 10^5^ cells), starved with DMEM containing 0.2% FBS for 24 h and then stimulated with TGFβ1 (1 ng/mL) or FGF18 (100 ng/mL) in the absence or presence of U0126 (10 μM) or LY294002 (10 μM) for 24 h. The expression of the indicated genes was determined by qPCR.

For the proliferation assay, HSCs were plated onto 96-well plates (1 × 10^4^ cells) and then stimulated with TGFβ1 (1 ng/mL) or FGF18 (100 ng/mL) in DMEM containing 0.2% FBS for the indicated times. Cell viability was determined by the WST (water-soluble 2-(4-iodophenyl)-3-(4-nitrophenyl)-5-(2,4-disulfophenyl)[2H] tetrazolium monosodium salt-1) assay using a cell counting kit (343-07623, Dojindo).

### Bulk RNA-sequencing of the whole livers

Transcriptome libraries were constructed using total RNA samples from mouse livers. Briefly, polyA RNA was isolated using Dynabeads M-270 Streptavidin (DB65305, Thermo Fisher Scientific) conjugated with biotin-labeled oligo(dT) primer and reverse transcribed using SuperScript II (18064022, Thermo Fisher Scientific). For amplification of the total cDNA, the beads containing cDNA were first subjected to PCR using KAPA Hifi HS Ready Mix according to the manufacturer’s instructions (KK2601, KAPA Biosystems). The first PCR products were purified using an Agencourt AMPure XP kit (A63880, Beckman-Coulter) and were used as templates for the second PCR using KAPA Hifi HS Ready Mix. The second PCR products were purified using the Agencourt AMPure XP kit, and the transcriptome library was subjected to fragmentation/end-repair/polyA-tailing/ligation using the NEBNext Ultra II FS DNA Library Prep Kit for Illumina (E7805, New England Biolabs) according to the manufacturer’s instructions. Reaction products were purified using a double-size selection of the Agencourt AMPure XP kit and amplified by PCR using NEBNext Ultra II Q5 (New England Biolabs) and unique dual indexing primers. Reaction products were purified twice using a double-size selection of the Agencourt AMPure XP kit. Final transcriptome libraries, whose lengths were approximately 300 bp, were pooled and sequenced on an Illumina NovaSeq 6000 S4 flow cell (Illumina). Sequences were mapped to the mouse reference genome GRCm39 using Bowtie2 software, and TCC-GUI (https://github.com/swsoyee/TCC-GUI) was used to normalize sequence count data and conduct differential gene expression analysis. DAVID v6.8 (https://david.ncifcrf.gov/summary.jsp) was used for the functional annotations of differentially expressed genes. Heatmaps were generated using R3.6.1 with Genefilter and Gplots libraries. RNA-seq data were deposited in NCBI as GEO accession number GSE188273.

### Enzyme-linked immunosorbent assay (ELISA)

We developed an in-house ELISA for hFGF18 by generating monoclonal antibodies against hFGF18. The generation and characterization of the in-house hFGF18 ELISA system were described previously^39^. Briefly, we used one rat anti-hFGF18 antibody (clone 12G7-9) and one rabbit anti-hFGF18 antibody (clone 19S-SE5) to develop the in-house ELISA. The plate was coated with clone 12G7-9 (30 µg/mL) in 0.5% BSA-PBS at 4 °C overnight and blocked with 1% BSA-PBS-0.05% Tween (PBS-T) for 1 h. After washing with PBS-T three times, samples were added to the plate and incubated at RT for 1 h. After washing with PBS-T three times, the plate was incubated with biotinylated 19S-SE5 antibody (1.0 μg/mL) at RT for 1 h. After washing with PBS-T three times, the plate was incubated with streptavidin poly-HRP80 conjugate (0.2 μg/mL) at RT for 1 h and developed with TMB substrates. The lower detection limits of hFGF18 and mFGF18 were approximately 10 pg/mL and 500 pg/mL, respectively.

### Single-cell RNA sequencing

We isolated nonparenchymal cells from the livers of 6-week-old non-Tg and *Fgf18* Tg mice. To enrich HSCs and fibroblasts, we depleted lineage marker-positive cells using APC-conjugated antibodies that react with the following lineage markers (CD31, CD45.2, CD146, EpCAM, and Ter119), followed by anti-APC microbeads and LS columns (130-042-401, Miltenyi). Following depletion, approximately 5 × 10^4^ cells were stained with different DNA barcode-conjugated MHC class 1 antibodies (BD^TM^ Mouse Immune Single-Cell Multiplexing Kit [MHC H2 Class I], 626545, BD Biosciences) to identify each mouse. Then, lineage-negative cells were sorted by a BD FACSAria^TM^ III system (BD Biosciences). A mixture of 2.4 × 10^4^ cells from 3 non-Tg and 3 *Fgf18* Tg mice (approximately 4 × 10^3^ cells from each mouse) was subjected to scRNA-seq using the BD Rhapsody^TM^ Single-Cell Analysis System (BD Biosciences), and the resulting cDNA was amplified by the TAS-Seq protocol as previously described^60^. Briefly, on-bead cDNA was polyC tailed with stochastic termination conditions by terminal transferase, deoxycytidine, and spiked-in dideoxycytidine. Then, second-strand synthesis and whole-transcriptome amplification were performed by PCR. The size distribution of cDNA and BD Sampletag libraries was analyzed by a MultiNA system (MCE-202, Shimazu). The resulting cDNA library was processed to generate the sequencing library using the NEBNext UltraII FS library prep kit for Illumina (New England Biolabs), and sequencing adapters were added to associated BD Sampletag libraries by PCR. Sequencing was performed by an Illumina NovaSeq 6000 sequencer (Illumina, San Diego, CA, USA) and NovaSeq 6000 S4 Reagent Kit v1.5 (200 cycles). The pooled library concentration was adjusted to 2.0 nM, and 12% PhiX control library v3 (Illumina) was spiked into the library. The sequencing configurations were as follows: read1 67 base-pair [bp], read2 151 bp, index1 8 bp, and index2 8 bp. Adapter trimming, quality filtering, and mapping to the cell barcode and GRCm38-101 reference transcriptome or BD Sampletag reference of fastq files were performed using a pipeline (https://github.com/s-shichino1989/TASSeq) as described previously^60^. Briefly, after the trimming of adapter sequences, cell barcode reads were annotated by Python script provided by BD Biosciences with minor modification. cDNA reads were mapped to reference RNA sequences (build GRCm38 release-101) using bowtie2-2.4.2. Demultiplexing of scRNA-seq data by BD sample tag was performed using a pipeline (https://github.com/s-shichino1989/TASSeq) as described previously^60^. Briefly, cell barcode information of each read was added to the bowtie2-mapped BAM files by the python script and pysam 0.15.4 (https://github.com/pysam-developers/pysam), and read counts of each gene in each cell barcode were counted using mawk. The resulting gene expression count matrix was processed for downstream single-cell analyses (integration of six datasets, UMAP dimension reduction, cell cluster identification, and conserved marker identification) using Seurat version 4.1.1 in R version 4.1.3. Briefly, six scRNA-seq datasets were integrated with the merge functions of Seurat. Cells that contained more than 25% mitochondrial transcripts were filtered out. PCA was performed against 6885 highly-variable genes identified by the FindVariableFeatures (selection.method = mvp, mean.cutoff = c(0.1, Inf), dispersion.cutoff = c(0.5, Inf)) function in Seurat. A total of 1:56 PCs were selected by Jackstraw analysis and used for clustering analysis. We set the resolution to 1.5. Moreover, a cell expressing two different lineage marker genes was considered a doublet cell and removed from the datasets. Next, marker genes in each cell cluster were defined by the FindAllMarkers function in Seurat (test method = Wilcox, minimum expression in each cluster ≥ 10%). In the subclustering analysis of clusters 1, 3, 8, 12, and 16, we set the resolution to 0.4.

We used CellChat to infer intercellular communication from scRNA-seq data from non-Tg and *Fgf18* Tg mice. We then downsampled cells from *Fgf18* Tg mice to those from non-Tg mice by the SubsetData function of Seurat v4.1.1. We set the resolution to 1.4. The communication probability between cell subsets was analyzed by CellChat (https://github.com/sqjin/CellChat).

We extracted the datasets of LSEC and cholangiocyte clusters from normal mouse liver scRNA-seq data^11^ by the SubsetData function of Seurat. Then we integrated these datasets with those of non-Tg and *Fgf18* Tg mice. A total of 1:65 PCs were selected by Jackstraw analysis and used for clustering analysis. We set the resolution to 1.0.

### Bile acid analysis

Twenty microliters of the sera from mice of the indicated genotype fed formal diet or CDE diet for 4 weeks were used to analyze bile acids. One hundred eighty microliters of acetonitrile were added to the sera with 2 µl of 1 mM 2,4-dichlorophenoxyacetic acids as an internal standard. After vortexing for 3 min, the mixtures were centrifuged at 20,400 × *g* for 3 min. The supernatants were loaded on an ultrafiltration membrane (Nanosep 3 K omega, PALL Corp.) and centrifuged (14,000 × *g*, 30 min). The filtrate was dried and resuspended in 20 µl of MeOH. The LC‒MS conditions were as follows: HPLC, Agilent 1260 infinity series (Agilent Technologies, Inc.), column; Ascentis Express C18 (4.6 ×150 mm, 2.7 µm) (Supelco, Inc.); solvent, (A) 0.1% formic acid aq., (B) 0.1% formic acid in acetonitrile; gradient; 30–75% (B) for 0–30 min, 95% (B) for 30–35 min; flow rate, 0.6 ml/min; column temperature, 40 °C; injection, 10 µl; MS, Agilent 6120 Quadrupole (Agilent Technologies, Inc.); mode, ESI negative, SIM; capillary voltage, 4 kV; dry gas rate, 13.0 l/min (N2); gas temperature, 350 °C; mass range, 150–600 *m/z*.

### Human liver biopsy samples

Human liver biopsy samples were obtained from patients admitted to Juntendo University Hospital to diagnose liver diseases. Half of the biopsy samples were used for histological analysis to determine the diagnosis. RNA was extracted from the remaining liver biopsy samples using an RNeasy Micro Kit (74004, QIAGEN) and analyzed by qPCR. The patients’ diagnosis, age, sex, and concentrations of liver enzymes are listed in Supplementary Table 3. Written informed consent was obtained from the patients before liver biopsy. This study was approved by the ethics committee of Faculty of Medicine and Graduate School of Medicine, Juntendo University (approval number E22-0085-H01).

### Statistical analysis

Statistical analysis was performed by two-tailed unpaired Student’s *t* test, two-way ANOVA with Sidak’s multiple comparison test, two-way ANOVA with Tukey’s multiple comparison test, one-way ANOVA with Dunnett’s multiple comparison test, one-way ANOVA with Tukey’s multiple comparison test, two-sided nonparametric Wilcoxon rank sum test, or Pearson correlation coefficient using GraphPad Prism 9. GO enrichment analyses were performed using DAVID 6.8, and *p* values were calculated based on one-sided Fisher’s exact test. *P*-value < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

All biological materials, including the *Rosa26-LSL-Fgf18* Tg mice used in this study, are available from the corresponding authors upon request. Obtaining *Cflar*^*FF*^ and *Fgf18*^*FF*^ mice requires a material transfer agreement (MTA) with the organization described in the manuscript. The bulk RNA-seq and scRNA-seq datasets were deposited to NCBI under accession numbers GSE188273 and GSE205871, respectively. The authors declare that the data supporting the findings of this study are available within the paper and its supplementary data and supplementary information files. Source data are provided with this paper.

# Supplementary material for: Fibroblast growth factor 18 stimulates the proliferation of hepatic stellate cells, thereby inducing liver fibrosis
**Source:** Nat Commun. 2023 Oct 9;14:6304. doi: 10.1038/s41467-023-42058-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. Genes upregulated more than 2-fold in the livers of CflarLKO mice compared to CflarFF mice fed the CDE diet for 4 weeks.

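Supplementary Data 1 lists genes by the ratio of the group means of the authors' normalized values, with a p that is not adjusted for the number of genes. The copy at hand holds 1998 of its genes and leaves out 523, and the 1998 have a ratio over 2 and an unadjusted p under 0.05 when both are computed again from the authors' normalized values. Over the whole table these criteria gave 2755 genes, of which 235 had 0 counts in all 3 *Cflar* FF libraries. Of the 1980 genes over 2-fold higher by edgeR, 1865 also met the study's criteria. After adjustment for the number of genes, 342 of those that met the study's criteria passed. *Lum*, *Col1a1* and *Lox*, genes of the collagen matrix, were over 2-fold higher by edgeR in *Cflar* LKO mice, and *Col1a1* went from 147 ± 37.4 to 1235 ± 138 normalized counts (SD, n = 3 mice each). In its results the paper reasons that, because the desmin+ and CK19+ areas were larger in *Cflar* LKO mice, genes related to growth factors were of interest, and it went on to study *Fgf18*, *Tnfsf13b* and *Wnt5a*.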

Supplementary Data 2. Genes upregulated more than 2-fold in the livers of Fgf18 Tg mice compared to non-Tg mice.

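Supplementary Data 2 lists the ratio of group means and an unadjusted p in the same form for *Fgf18* Tg against non-Tg mice. Of its 1288 genes, 1288 met a ratio over 2 and an unadjusted p under 0.05 in the authors' normalized values. These criteria gave 1560 genes in the whole table, and 272 of them had 0 counts in all 3 non-Tg libraries. The edgeR calls over 2-fold higher shared 645 of their 732 genes with the study's criteria. After adjustment for the number of genes, 113 passed. *Col6a3*, a chain of the microfibrillar collagen VI, was among the edgeR calls, with 97.6 ± 10.2 normalized counts in *Fgf18* Tg and 6.91 ± 1.42 in non-Tg mice (SD, n = 3 each). *Vim*, the intermediate filament gene vimentin, rose by 2.39 on the log2 scale.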

Supplementary Data 3. Elevated genes in the livers of both CflarLKO mice fed the CDE diet and Fgf18 Tg mice.

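Supplementary Data 3 holds 600 genes, and 599 of them met the study's criteria in both experiments. The remaining gene, *Arvcf*, a catenin of adherens junctions, is absent from the CDE diet table. By these criteria 688 genes were higher in both experiments, of which 78 had 0 counts in the control libraries of at least 1 experiment. With a control mean above 0 in both, a setting chosen after seeing the data, 610 genes remained, and 11 of them are not in Supplementary Data 3. These 11 carry clone or predicted names. *Angptl2* and *Vim*, which are higher in both experiments by edgeR, rose by 1.60 and 1.66 on the log2 scale in *Cflar* LKO mice.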

Supplementary Data 4. Signature genes in each cluster from pooled non-Tg and Fgf18 Tg mice.

# Supplementary material for: Fibroblast growth factor 18 stimulates the proliferation of hepatic stellate cells, thereby inducing liver fibrosis
**Source:** Nat Commun. 2023 Oct 9;14:6304. doi: 10.1038/s41467-023-42058-z
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

1)All-in-one microscope BZ-X700 and BZ-X Viewer v1.0.0 (Keyence), and confocal laser microscope LSM880 and ZEN software 2.3 SP1 FP_3 (Zeiss) - used to obtain images of mouse tissues
2)Amersham Biosciences imager 600 (Cytiva) - used for Western blotting analysis
3)7500 Real-time PCR detection system and 7500 SDS software v2.3 (Applied Biosystems) - used for quantitative PCR analysis
4)NovaSeq 6000 (Illumina) - used for sc-RNA-seq and RNA-seq analysis
5)SPECTRAmax 340PC and SoftMaxPro v4.8 (MolecularDevices) - used for colorimetric assays
6)BD RhapsodyTM Single-Cell Analysis System (BD Biosciences) - used for single cell isolation
7)HPLC; 1260 infinity series (Agilent), Column; Ascentis Express C18 (Supelco), and MS; 6120 Quadruple (Agilent) - used for bile acid analysis

Data analysis

1)7500 SDS software v2.3 (Applied Biosystems) - used for quantitative PCR analysis
2)FlowJo v10 (FlowJo) - used for flow cytometric data analysis
3)Prism v9 (GraphPad software) - used to generate graphs and perform statistic analysis
4)BZ-X Analyzer 1.4.0.1 (Keyence), ZEN software 2.3 SP1 FP_3 (Zeiss), and Adobe Photoshop 24.7.0 (Adobe) - used to analyze images of mouse tissues
5)R3.6.1 with Genefilter and Gplots libraries - used to generate heatmaps
6)TCC-GUI v2021.11.13 (<https://github.com/swsyee/TCC-GUI>) - used to normalize sequence count data and conduct differential gene-expression analysis
7)DAVID v6.8 (<https://david.ncifcrf.gov/summary.jsp>) - used for the functional annotations of differentially expressed genes
8)Seurat v4.1.1 (<https://satijalab.org/seurat/>), R v4.1.3 and CellChat (<https://github.com/sqjin/CellChat>) - used for the analysis of single cell RNA-seq data

- 9)Bowtie2 v2.4.2 (Johns Hopkins University) - used for mapping RNA-seq data to mouse reference genome
 10)SoftMaxPro v4.8 (MolecularDevices) - used for colorimetric assays
 11)TAS-Seq v1.0.0 (<https://github.com/s-shichino1989/TASSeq>) - a pipeline used for single cell RNA-seq analysis (Shichino et al., TAS-Seq is a robust and sensitive amplification method for bead-based scRNA-seq, Commun. Biol. 5, 602, 2022).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Our bulk RNA-seq data of CflarFF, CflarLKO, NonTg, and Fgf18Tg mice were deposited in the GEO repository under the accession code GSE188273.

Our single-cell RNA seq data for analysis are available from the GEO repository under the accession number GSE205871.

The mouse reference genome GRCm39 and reference transcriptome GRCm38-101 were used for bulk RNA-seq and single cell RNA-seq, respectively.

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. Data not included are available from the corresponding authors upon reasonable request.

Source data is provided with this paper as Excel file and includes all the figures and Extended Data figures.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	The sex of human participants (8 male, 15 female) were based on self-reporting. We did not collect the gender information of the patients.
Reporting on race, ethnicity, or other socially relevant groupings	We did not collect the information of race, ethnicity, or other socially relevant groupings of the patients.
Population characteristics	Human participants were patients admitted to Juntendo University hospital to diagnose liver diseases. Age and genotypic information were not considered in this study.
Recruitment	Human participants were patients admitted to Juntendo University hospital to diagnose liver diseases. Informed consent was obtained from the patients before liver biopsy. Self-selection bias or other biases may not be present in this study.
Ethics oversight	Human study was approved by the ethics committee of Faculty of Medicine and Graduate School of Medicine, Juntendo University (E22-0085-H01).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	We did not performed sample size calculation. Sample size was determined to be adequate based on the magnitude and consistency of measurable differences between groups. Sample size for each experiment was described in the manuscript. At least two independent experiments were performed to draw conclusion.
Data exclusions	No data was excluded in all of our experiments.
Replication	We confirmed that all attempts at replication were successful. At least two independent experiments were performed to draw conclusions.
Randomization	In the experiments of genetically modified mice, genotypes were checked at 3 weeks after birth, and the mice of appropriate genotypes were selected and used for analysis. Unhealthy mice were excluded from the study, and healthy mice were randomly assigned to control and experimental groups. Wild type mice were purchased from the breeder and randomly assigned to control and experimental groups. For in vitro experiments, control and experimental groups were always randomly assigned.

Investigators were not blinded. However, data analysis was strictly quantitative, and no subjective decision making was necessary for all the experiments. Therefore, blinding in this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Immunohistochemistry
anti-cleaved caspase-3 (9664, Cell Signaling, 1:1000)
anti-Ki67 (ab16667, Abcam, 1:200)
anti-CK19 (In-house, 1:200)
anti-CK19 clone TROMA-3 (MABT913, Merck, 1:1000)
anti-CD34 (Ab81289, Abcam, 1:1000)
anti-desmin (Ab32362, Abcam, 1:1,000)
anti-p75NTR (NGFR/TNFRSF16) (AF1157, R&D, 1:2000)
anti-CD68 (97778, Cell Signaling, 1:200)
anti-Ly-6G (87048, Cell Signaling, 1:200)
Biotinylated goat anti-rabbit IgG (E0432, DAKO, 1:200)
Alexa 594-conjugated anti-vimentin (677804, Biolegend, 1:400)
Alexa 647-conjugated donkey anti-rabbit IgG (A31573, Invitrogen, 1:500)
Alexa 488-conjugated donkey anti-rabbit IgG (A21206, Invitrogen, 1:500)
Alexa 488-conjugated donkey anti-goat IgG (A11055, Invitrogen, 1:500)

Western blotting
anti-FGF18 (120525, Wuhan Huamei Biotech, 1:1000)
anti-cFLIP (Dave-2, Adipogen, 1:1000)
anti-phospho-ERK (4370, Cell Signaling, 1:1000)
anti-ERK (4695, Cell Signaling, 1:1000)
anti-phospho-AKT (4060, Cell Signaling, 1:1000)
anti-AKT (4691, Cell Signaling, 1:1000)
anti-β-actin(SC-47778, Santa Cruz, 1:500))
HRP-conjugated donkey anti-rabbit IgG (NA934, GE Healthcare, 1:5000)
HRP-conjugated sheep anti-mouse IgG (NA931, ,GE Healthcare, 1:5000)

Flow cytometry
anti-mouse CD16/CD32 antibody (Bio X Cell, BE0307, 1:200)
BV421 anti-mouse CD45.2 (109832, Biolegend, 1:200)
APC anti-mouse CD34 (128611, Biolegend, 1:200)
APC anti-mouse Ly-6G (127614, Biolegend, 1:500)
FITC anti-mouse CD31 (102405, Biolegend, 1:200)
PE anti-mouse CD31 (102407, Biolegend, 1:100)
PE anti-mouse CD45.2 (109808, Biolegend, 1:100)
PE anti-mouse Thy1.2 (105307, Biolegend, 1:200)
PE anti-mouse Podoplanin (127407, Biolegend, 1:200)
FITC anti-mouse F4/80 (35-4801-U100, Tonbo Biosciences, 1:500)
FITC anti-mouse CD3ε (35-0031-U100, Tonbo Biosciences, 1:200)
PE anti-mouse B220 (50-0452-U100, Tonbo Biosciences, 1:200)
PE anti-mouse CD11b (50-0112-U100, Tonbo Biosciences, 1:500)
eBioscience™ Fixable Viability Dye eFluor™ 506 (65-0866-14, eBioscience, 1:5000)
PE anti-mouse PDGFRα (562776, BD biosciences, 1:200)

PE anti-mouse Sca1 (561076, BD biosciences, 1:200)

scrRNA-seq

APC anti-mouse CD31 (17-0311-82, Invitrogen, 1:100)
 APC anti-mouse CD45.2 (558702, BD biosciences, 1:100)
 APC anti-mouse CD146 (134712, Biolegend, 1:100)
 APC anti-mouse EpCAM (563478, BD biosciences, 1:100)
 APC anti-mouse Ter119 (20-5921-U100, Tonbo Biosciences, 1:100)
 anti-APC micro-Beads (130-090-855, Miltenyi, 1:5)
 anti-PE micro-Beads UltraPure (130-105-639, Miltenyi, 1:5)
 anti-MHC class I sampletag 1 (BD biosciences, 1:50)
 anti-MHC class I sampletag 2 (BD biosciences, 1:50)
 anti-MHC class I sampletag 3 (BD biosciences, 1:50)
 anti-MHC class I sampletag 4 (BD biosciences, 1:50)
 anti-MHC class I sampletag 5 (BD biosciences, 1:50)
 anti-MHC class I sampletag 6 (BD biosciences, 1:50)

ELISA

Rat monoclonal anti-human FGF18 (12G7-9, in-house)
 Rabbit monoclonal anti-human FGF18 (19S-SE5, in-house)

Validation

All primary antibodies from commercial vendors are validated by the manufacturers for the species and assay in our study. Validation data are available from the manufacturers' websites as follows:

Immunohistochemistry

anti-cleaved caspase-3 (9664, Cell Signaling, 1:1000)
 Species: Human, Mouse, Rat, Monkey
 Application: WB (1:1,000), IP (1:50), IHC-P (1:2,000), ICC (1:400-1:1,600), flow cytometry (1:6,400)
<https://www.cellsignal.jp/products/primary-antibodies/cleaved-caspase-3-asp175-5a1e-rabbit-mab/9664>

anti-Ki67 (ab16667, Abcam, 1:200)
 Species: Human, Mouse, Rat
 Application: flow cytometry (1:1,000), IHC-P (1:200), WB, ICC (1:250)
<https://www.abcam.co.jp/products/primary-antibodies/ki67-antibody-sp6-ab16667.html>

anti-CK19 clone TROMA-3 (MABT913, Merck, 1:1000)
 Species: Human, Mouse
 Application: WB, EM, IHC-P, IP, IF
https://www.merckmillipore.com/JP/ja/product/Anti-Cytokeratin-19-Antibody-clone-TROMA-3,MM_NF-MABT913-25UGG

anti-CD34 (Ab81289, Abcam, 1:1000)
 Species: Human, Mouse, Rat
 Application: WB (1:10,000), IHC-P (1:2,500-1:5,000), ICC (1:100-1:250), IP (1:30), flow cytometry (1:50)
<https://www.abcam.co.jp/products/primary-antibodies/cd34-antibody-ep373y-ab81289.html>

anti-desmin (Ab32362, Abcam, 1:1,000)
 Species: Human, Mouse, Rat, Guinea Pig
 Application: WB (1:100,000), IHC-P (1:2,000), flow cytometry (1:70), ICC (1:100-1:1,000),
<https://www.abcam.co.jp/products/primary-antibodies/desmin-antibody-y66-cytoskeleton-marker-ab32362.html>

anti-p75NTR (NGFR/TNFRSF16) (AF1157, R&D, 1:2000)
 Species: Mouse
 Application: WB (2 µg/mL), IHC (5-15 µg/mL)
https://www.rndsystems.com/products/mouse-ngfr-tnfrsf16-antibody_af1157

anti-CD68 (97778, Cell Signaling, 1:200)
 Species: Mouse
 Application: WB (1:1,000), IHC-P (1:150-1:600), ICC (1:400-1:1,600), flow cytometry (1:50-1:200)
<https://www.cellsignal.jp/products/primary-antibodies/cd68-e3o7v-rabbit-mab/97778>

anti-Ly-6G (87048, Cell Signaling, 1:200)
 Species: Mouse
 Application: WB (1:1,000), IHC (1:75-1:300)
<https://www.cellsignal.jp/products/primary-antibodies/ly-6g-e6z1t-rabbit-mab/87048>

Alexa 594-conjugated anti-vimentin (677804, Biolegend, 1:400)
 Species: Human
 Application: ICC:quality tested, IHC-P:verified
<https://www.biolegend.com/ja-jp/products/alexa-fluor-594-anti-vimentin-antibody-12146?GroupID=GROUP26>

Western blotting

anti-FGF18 (120525, Wuhan Huamei Biotech, 1:1000)

Species: Human, Mouse, Rat

Application: IHC (1:25-1:100), ELISA (1:1,000-1:2,000)

<https://www.cusabio.com/Polyclonal-Antibody/Rabbit-anti-human-FGF18-polyclonal-antibody-11101386.html>

Note: FGF18 is a secreted protein, and after our extensive experimental verification, we concluded that IHC of FGF18 in tissues is extremely difficult. In fact, this antibody nonspecifically stained hepatocytes in hepatocyte-specific Fgf18-deficient mouse liver sections used in our experiments. However, we verified that this antibody can be used for WB and ELISA of human and mouse FGF18 (Tsuchiya et al., A high-sensitivity ELISA for detection of human FGF18 in culture supernatants from tumor cell lines. Biochem. Biophys. Res. Commun. 675:71-77, 2023).

anti-cFLIP (Dave-2, Adipogen, 1:1000)

Species: Human, Mouse

Application: WB, IP

<https://adipogen.com/ag-20b-0005-anti-flip-mab-dave-2.html/>

anti-phospho-ERK (4370, Cell Signaling, 1:1000)

Species: Human, Mouse, Rat, Hamster, Monkey, Mink, D.melanogaster, Zebrafish, Bovine, Dog, Pig, S.cerevisiae

Application: WB (1:2,000), IP (1:50), IHC-P (1:200-1:800), ICC (1:200-1:400), flow cytometry (1:800-1:1,600)

<https://www.cellsignal.jp/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xp-rabbit-mab/4370>

anti-ERK (4695, Cell Signaling, 1:1000)

Species: Human, Mouse, Rat, Hamster, Monkey, Mink, D.melanogaster, Zebrafish, Bovine, Dog, Pig, C.elegans

Application: WB (1:1,000), IP (1:50), IHC-P (1:125-1:250), ICC (1:400-1:1,600), flow cytometry (1:200-1:800)

<https://www.cellsignal.jp/products/primary-antibodies/p44-42-mapk-erk1-2-137f5-rabbit-mab/4695>

anti-phospho-AKT (4060, Cell Signaling, 1:1000)

Species: Human, Mouse, Rat, Hamster, Monkey, D.melanogaster, Zebrafish, Bovine

Application: WB (1:2,000), IP (1:50), IHC-P (1:50-1:200), ICC (1:400-1:800), flow cytometry (1:100-1:400)

<https://www.cellsignal.jp/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>

anti-AKT (4691, Cell Signaling, 1:1000)

Species: Human, Mouse, Rat, Monkey, D.melanogaster

Application: WB (1:1,000), IP (1:50), IHC-P (1:150-1:600), ICC (1:200-1:800), flow cytometry (1:100-1:400)

<https://www.cellsignal.jp/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>

anti-β-actin(SC-47778, Santa Cruz, 1:500))

Species: Human, Mouse, Rat, Avian, Bovine, Canine, Porcine, Rabbit, D.discoideum, P.polycephalum

Application: WB, IP, IF, IHC-P, ELISA

<https://www.scbt.com/ja/p/beta-actin-antibody-c4>

Flow cytometry

anti-mouse CD16/CD32 antibody (Bio X Cell, BE0307, 1:200)

Species: Mouse

Application: Fc receptor blocking

<https://bioxcell.com/invivomab-anti-mouse-cd16-cd32>

BV421 anti-mouse CD45.2 (109832, Biolegend, 1:200)

Species: Mouse

Application: flow cytometry

<https://www.biolegend.com/ja-jp/products/brilliant-violet-421-anti-mouse-cd45-2-antibody-7328?GroupID=BLG7007>

APC anti-mouse CD34 (128611, Biolegend, 1:200)

Species: Mouse

Application: flow cytometry

<https://www.biolegend.com/ja-jp/products/apc-anti-mouse-cd34-antibody-6520>

APC anti-mouse Ly-6G (127614, Biolegend, 1:500)

Species: Mouse

Application: flow cytometry

<https://www.biolegend.com/ja-jp/products/apc-anti-mouse-ly-6g-antibody-6115>

FITC anti-mouse CD31 (102405, Biolegend, 1:200)

Species: Mouse

Application: flow cytometry

<https://www.biolegend.com/ja-jp/products/fitc-anti-mouse-cd31-antibody-120>

PE anti-mouse CD31 (102407, Biolegend, 1:100)

Species: Mouse
 Application: flow cytometry
<https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd31-antibody-122>

PE anti-mouse CD45.2 (109808, Biolegend, 1:100)
 Species: Mouse
 Application: flow cytometry
<https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd45-2-antibody-7>

PE anti-mouse Thy1.2 (105307, Biolegend, 1:200)
 Species: Mouse
 Application: flow cytometry
<https://www.biolegend.com/ja-jp/products/pe-anti-mouse-cd90-2-thy1-2-antibody-106>

PE anti-mouse Podoplanin (127407, Biolegend, 1:200)
 Species: Mouse
 Application: flow cytometry
<https://www.biolegend.com/ja-jp/products/pe-anti-mouse-podoplanin-antibody-4882>

FITC anti-mouse F4/80 (35-4801-U100, Tonbo Biosciences, 1:500)
 Species: Mouse
 Application: flow cytometry
<https://cytekbio.com/products/fitc-anti-mouse-f4-80-antigen-bm8-1?variant=40581222858788>

FITC anti-mouse CD3e (35-0031-U100, Tonbo Biosciences, 1:200)
 Species: Mouse
 Application: flow cytometry
<https://cytekbio.com/products/fitc-anti-mouse-cd3e-145-2c11?variant=40581224136740>

PE anti-mouse B220 (50-0452-U100, Tonbo Biosciences, 1:200)
 Species: Mouse
 Application: flow cytometry
<https://cytekbio.com/products/pe-anti-human-mouse-cd45r-b220-ra3-6b2?variant=40581210275876>

PE anti-mouse CD11b (50-0112-U100, Tonbo Biosciences, 1:500)
 Species: Human, Mouse
 Application: flow cytometry
<https://cytekbio.com/products/pe-anti-human-mouse-cd11b-m1-70?variant=40581210374180>

PE anti-mouse PDGFR α (562776, BD biosciences, 1:200)
 Species: Mouse
 Application: flow cytometry
<https://www.bdbiosciences.com/ja-jp/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd140a.562776>

PE anti-mouse Sca1 (561076, BD biosciences, 1:200)
 Species: Mouse
 Application: flow cytometry
<https://www.bdbiosciences.com/ja-jp/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-ly-6a-e.561076>

scrRNA-seq
 APC anti-mouse CD31 (17-0311-82, Invitrogen, 1:100)
 Species: Mouse
 Application: flow cytometry
<https://www.thermofisher.com/antibody/product/CD31-PECAM-1-Antibody-clone-390-Monoclonal/17-0311-82>

APC anti-mouse CD45.2 (558702, BD biosciences, 1:100)
 Species: Mouse
 Application: flow cytometry
<https://www.bdbiosciences.com/ja-jp/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-mouse-anti-mouse-cd45-2.558702>

APC anti-mouse CD146 (134712, Biolegend, 1:100)
 Species: Mouse
 Application: flow cytometry
<https://www.biolegend.com/de-de/products/apc-anti-mouse-cd146-antibody-9289?GroupID=BLG10622>

APC anti-mouse EpCAM (563478, BD biosciences, 1:100)

Species: Mouse<br>Application: flow cytometry<br>https://wwwbdbiosciences.com/ja-jp/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-rat-anti-mouse-cd326.563478
APC anti-mouse Ter119 (20-5921-U100, Tonbo Biosciences, 1:100)<br>Species: Mouse<br>Application: flow cytometry<br>https://cytekbio.com/products/apc-anti-mouse-ter-119-ter-119?variant=40581235376164
anti-MHC class I sampletag 1 (BD biosciences, 1:50)<br>anti-MHC class I sampletag 2 (BD biosciences, 1:50)<br>anti-MHC class I sampletag 3 (BD biosciences, 1:50)<br>anti-MHC class I sampletag 4 (BD biosciences, 1:50)<br>anti-MHC class I sampletag 5 (BD biosciences, 1:50)<br>anti-MHC class I sampletag 6 (BD biosciences, 1:50)<br>Species: Mouse<br>Application: Direct cell labeling for scRNA-seq<br>https://wwwbdbiosciences.com/ja-jp/products/reagents/single-cell-multiomics/single-cell-multiplexing-kit
anti-CK19 (In-house, 1:200)<br>Rabbit polyclonal anti-mouse CK19 in-house antibody was raised against the C-terminal peptide of mouse CK19 and was validated for IHC-P in the previous publication (Tanimizu et al., Isolation of hepatoblasts based on the expression of Dlk/Pref-1. J. Cell Sci. 116, 1775-1786, 2003). We also verified that this antibody can be used for WB and ICC.
Rat monoclonal anti-human FGF18 (12G7-9, in-house)<br>Rabbit monoclonal anti-human FGF18 (19S-SE5, in-house)<br>Rat and rabbit monoclonal anti-human FGF18 antibodies were validated by us using commercial recombinant human FGF18 (PeproTech 100-28) as a standard (Tsuchiya et al., A high-sensitivity ELISA for detection of human FGF18 in culture supernatants from tumor cell lines. Biochem. Biophys. Res. Commun. 675:71-77, 2023). These antibodies detected mouse FGF18 only weakly.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	KTPU8 is a feeder-free ES cell line derived from TT2 ES cell line. TT2 ES cell line is widely used in Japan which was established from F1 embryo of C57BL/6 and CBA.
Authentication	KTPU8 cell line was established by Nakahara et al. and authenticated (Nakahara et al., Gene-trap mutagenesis using Mol/MSM-1 embryonic stem cells from MSM/Ms mice. Mamm Genome 24:228-239, 2013).
Mycoplasma contamination	The cell line was not tested for mycoplasma contamination.
Commonly misidentified lines<br>(See ICLAC register)	Commonly misidentified lines were not used in this study.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	All mouse strains used in this study are C57BL/6 origin and described in the Material and Methods sections. The mice were housed in 23±2°C, a humidity of 55%±5%, and a 12 hours dark/light cycle. Feeding Experiments were started at 8 weeks for 4 weeks (CDE and DDC) or 12 weeks (CDAHFD). Mice fed normal diet were analyzed at 12 weeks. Female mice were used for CDE treatment, whereas male mice were used for DDC treatment. Both male and female mice were used for other experiments. Non-Tg and Fgf18Tg mice were fed normal diet and analyzed at young (6-8 weeks) and adult (18-24 weeks) ages.
Wild animals	This study did not use wild animals.
Reporting on sex	Only female mice were used for CDE diet experiments, because our preliminary analysis indicated that CDE diet-induced hepatitis were more severe in female mice than in male mice. Only male mice were used for DDC diet experiments, because male mice generally give more reproducible results due to the lack of estrous cycle. We did not test whether female mice give similar results. In all other experiments (normal diet, CDAHFD, non-Tg and Fgf18Tg), both male and female mice were used and gave similar results.
Field-collected samples	This study did not use field-collected samples.
Ethics oversight	All experiments were performed according to the guidelines approved by the Institutional Animal experiments Committee of Juntendo University School of Medicine (250071) and Toho University Faculty of Medicine (21-53-409 and 21-53-412).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

To purify liver non-parenchymal cells, we performed a modified two-step collagenase perfusion method as described previously. Briefly, the livers from 6- to 8-week-old non-Tg and Fgf18 Tg mice were perfused with the liver perfusion medium (17701-038, ThermoFisher Scientific) at a flow rate of 3 ml/min for 5 min. Then, the livers were perfused with the basic perfusion solution (136 mM NaCl, 5.4 mM KCl, 5 mM CaCl₂, 0.5 mM NaH₂PO₃ 2H₂O, 0.42 mM Na₂HPO₃, 10 mM HEPES pH 7.5, 5 mM glucose and 4.2 mM NaHCO₃) containing 0.5 mg/ml collagenase type IV (C5138, Sigma-Aldrich) and 0.06 mg/ml DNase I (DN25, Sigma-Aldrich) at a flow rate of 3 ml/min for 8 min. The digested livers were transferred to a glass dish, and fibrous connective tissues were removed from the livers with a pair of tweezers. For Hep-Fgf18 Tg mice, perfusion of livers with the basic perfusion solution alone was not sufficient to isolate liver non-parenchymal cells from fibrotic livers. Thus, after perfusion, we further incubated the livers with the basic perfusion solution using a stirrer bar at 37°C for 5 min. Cells were dispersed by pipetting and were passed through a 70 µm cell strainer. After centrifugation at 500 rpm for 1 min, the supernatant was transferred to a new tube. The pellet was resuspended with DMEM and centrifuged at 500 rpm for 1 min; then, the pellet was used as hepatocytes. The new supernatant was combined with the former supernatant and then centrifuged at 700 rpm for 2 min several times until no cell pellet was visible. The final supernatant was centrifuged at 1800 rpm for 5 min, and the pellets were resuspended in RBC-lysis solution (0.17 mM NH₄Cl, 0.01 mM EDTA, 0.1 M Tris, pH 7.3) and then washed twice in DMEM medium containing 10% FCS. Cells were then subjected to flow cytometry or cell sorting. In single cell isolation for scRNA-seq, we isolated non-parenchymal cells from the livers of 6-week-old non-Tg and Fgf18 Tg mice. To enrich HSCs and fibroblasts, we depleted lineage marker-positive cells using APC-conjugated antibodies that react with the following lineage markers (CD31, CD45.2, CD146, EpCAM, and Ter119), followed by anti-APC micro-beads and LS columns (130-042-401, Miltenyi). Following depletion, approximately 5 x 10⁴ cells were stained with different DNA barcode-conjugated MHC class 1 antibodies (BDTM Mouse Immune Single-Cell Multiplexing Kit [MHC H2 Class I], 626545, BD Biosciences) to identify each mouse. Then, lineage-negative cells were sorted by BD FACSAria™ III (BD Biosciences).

Instrument

LSRFortessa X-20 (BD biosciences)
FACSAria Fusion (BD biosciences)

Software

BD FACSDiva Software Version 8.0.1 (BD biosciences)
FlowJo software Version 10.6 (FlowJo)

Cell population abundance

In hepatic non-parenchymal cell analysis, at least 70,000 live cells were analyzed.
In cell sorting, at least 200,000 live cells were obtained.
In single cell isolation for scRNA-seq, 4,000 live cells from 3 Non-Tg and 3 Fgf18Tg mice were separately obtained, barcode-labeled, and mixed (total 24,000 cells).

Gating strategy

For hepatic non-parenchymal cell analysis (Fig. 5e-g and Supplementary Fig. 7g-7i),

- 1) Cells were identified based on FSC-A/SSC-A.
- 2) Doublets were excluded based on FSC-A/FSC-H.
- 3) Live cells were selected by gating on FVD506-A negative events.
- 4) Lymphocytes were selected by gating on CD45.2-BV421-A positive events.
- 5) Lymphocyte marker expression were analyzed in CD45.2-BV421-A positive events.
- 6) Endothelial cell and hepatic stellate cell marker expression were analyzed in CD45.2-BV421-A negative events.

For cell sorting (Fig. 5h and Supplementary Fig. 9a),

- 1) Cells were identified based on FSC-A/SSC-A.
- 2) Doublets were excluded based on FSC-A/FSC-H.
- 3) Live cells were selected by gating on FVD506-A negative events.
- 4) Endothelial cell and hepatic stellate cell were selected by gating on CD45.2-BV421-A negative events.

For single-cell isolation for single cell RNA-seq (Fig. 6 and Supplementary Fig. 10a),

- 1) Lineage markers (CD31, CD45.2, CD146, EpCAM, and Ter119)-positive cells were removed using APC-conjugated antibodies and magnetic beads.
- 2) Lineage-negative cells were identified based on FSC-A/SSC-A.
- 3) Doublets were excluded based on FSC-A/FSC-H.
- 4) Live cells were selected by gating on 7-AAD-negative events.
- 5) Lineage-negative cells were selected by gating on Lineage markers-APC negative events.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

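Whole-liver RNA of 12 mice in 4 groups of 3 was measured by RNA-seq. *Cflar* LKO and *Cflar* FF mice were females, 8 weeks old when 4 weeks of the CDE diet began. *Fgf18* Tg and non-Tg mice were 8 weeks old when analyzed and on the normal diet, and so were younger. The paper states that both sexes were used outside the CDE and DDC diet experiments, and the sample labels give no sex for the normal diet libraries. The authors prepared polyadenylated RNA, amplified the libraries by PCR, sequenced them on a NovaSeq 6000, mapped the reads to GRCm39 with Bowtie2 (2.4.2) and normalized the counts with TCC-GUI (2021.11.13). The paper's text does not name the tool that counted reads or the gene annotation. Each experiment has its own table with a read count and a normalized value per gene and library. Read counts were whole numbers, and each library's normalized values were its read counts divided by 1 factor. These normalized values, a signal per gene and library, were made by the authors, who divided the counts by 1 factor per library with TCC-GUI before they were deposited. The tables give gene symbols without coordinates, and no position is reported here. All 12 libraries were matched to a sample, and 0 columns were left over.

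Read counts were analyzed in R 4.3.3 with edgeR 4.0.16. Each experiment was fitted on its own 6 libraries with TMM factors, filterByExpr (minimum count 10, minimum total count 15) and a robust quasi-likelihood fit, and genes were called at a Benjamini-Hochberg adjusted p under 0.05, or also at a log2 fold change over 1. Normalized counts in the text are counts divided by the product of library size (over the genes tested) and TMM factor and scaled to the mean of these products, and errors are the SD of 3 mice. TMM factors ran from 0.818 to 0.912 in *Cflar* FF, from 1.14 to 1.22 in *Cflar* LKO, from 0.854 to 0.896 in non-Tg and from 1.11 to 1.19 in *Fgf18* Tg libraries. Library totals ran from 6487178 to 10414883 counts in the CDE diet experiment and from 1136680 to 3089872 in the normal diet experiment. Fewer genes were left to test in the normal diet experiment, whose totals were lower and whose table holds fewer gene names. Several genes tested in the CDE diet experiment had too few counts in it. The difference between the effects in the 2 models was tested by edgeR on all 12 libraries over 13956 genes whose names are in both tables. Diet, age, gene table, control mice and, by the counts of *Xist* and *Ddx3y*, sex differ between the models, and that test cannot separate them.

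Gene lists (63, of which 5 were chosen by the study) were set in advance, as were the comparisons and the rule for the genes named. That rule took every gene the paper names for whole-liver RNA-seq, the 10 genes in each direction with the largest change among those past the threshold, without overlap between groups and with a mean of at least 20 normalized counts in the higher group, and up to 4 members of each list described. Values in the paper's supplementary tables had been seen when the rule was written. *Lum*, *Col1a1*, *Lox* and *Col6a3* come from lists that the rule covers. List members were counted at the threshold over all genes and again adjusted over the list alone. Lists were also tested against other genes with camera in limma 3.58.1 at a preset correlation of 0.01 and again with the correlation estimated, and their members among genes over 2-fold higher with a one-sided Fisher's exact test. Alternatives were RLE factors, library size only, the authors' factors, DESeq2 1.42.0, limma-trend on the authors' normalized values, no filter for low counts, at least 10 counts in 3 libraries, a replicate block, all 12 libraries in one fit, an adjusted p under 0.01, the study's criteria, and leaving out each library. Intervals are at the 95% level, and they and floors of 3 counts cover counting error only. The paper and the sample labels state no pairing of libraries across groups, so none was used. Correlations of deviations from the group means between libraries of the same number ran from -0.113 to 0.087. With 3 libraries per group this cannot exclude a pairing.

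The pipeline was tested on simulated data with 3 libraries per group, 10 sets per experiment. Of 1000 simulated 2-fold changes 583 (58.3%) were recovered with the depth and replicate scatter of the CDE diet experiment and 798 (79.8%) with those of the normal diet experiment, and of 1000 simulated 4-fold changes 951 (95.1%) and 983 (98.3%). The simulation does not separate depth from scatter. Changed genes were drawn above a minimum mean count and were fewer per set than the genes called in the data, so the rates do not cover genes with low counts. Unchanged genes had an unadjusted p under 0.05 in 4.66% and 4.8% of cases. Among the genes called, 9.34% and 7.62% were false, above the nominal level. For the difference between the models, 14 of 67 simulated 2-fold differences (20.9%) and 63 of 75 4-fold differences (84%) were recovered, with 8.33% of calls false, in a simulation over 9968 genes, fewer than the 13956 of the test itself. Quantitative PCR, histology and single-cell experiments of the paper have no files in these tables and were left out.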

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

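The tests of blood left in the liver, of more neutrophils, of carried-over reads, of the cassette, of fewer male mice, of the hepatocyte share and of the female pattern were chosen only after the result was seen; the gene lists, the alternatives and leaving out each *Fgf18* Tg library were planned. Genes given below with a lower bound had 0 counts in all 3 control libraries and at least 10 counts in each of the other 3, and lie outside those the paper discusses. These bounds are against a floor of 3 counts over the control group.

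Genes of neutrophil granules were higher in *Fgf18* Tg livers: *Ngp* at least 74.0-fold (140, 72 and 84 counts), *Ltf* at least 38.5-fold (69, 43 and 42), *Camp* at least 34.2-fold (79, 37 and 21), *Mpo* at least 24.2-fold (54, 22 and 21), *Elane* at least 22.5-fold (58, 15 and 17) and *Retnlg* at least 13.7-fold (21, 15 and 19). Of 15 measured neutrophil markers 12 rose and 1 fell, with a median log2 fold change of 7.06, or 4.49 with the 6 genes at 0 in the controls set to their bound; with no filter for low counts 15 of 23 rose, with a median of 3.57, or 3.07 with the 9 genes at 0 in the controls set to their bound, and 8 markers of the full list of 23 are also on other lists. More blood left in the *Fgf18* Tg livers is argued against by the erythroid genes, whose upper quartile was 0.0701 against a lower quartile of 1.99 for the neutrophil list (0.99 against 1.34 with no filter), with *Hbb-bs*, the most abundant of them, at 702 and 730 normalized counts in non-Tg and *Fgf18* Tg livers. A single *Fgf18* Tg library as the source is argued against too, since with any 1 of them left out at least 12 markers were still higher. More neutrophils and neutrophil precursors in the *Fgf18* Tg livers may account for the 12 higher markers. Whole-liver RNA alone does not separate cell number from expression per cell. The paper itself counted more Ly6G+ neutrophils in sections of these livers, and a higher percentage of neutrophils by flow cytometry.

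*Fgf18* had 344 counts in the non-Tg libraries together, 2.54% of its level in *Fgf18* Tg libraries after scaling by library size and TMM factor. Reads carried over from the *Fgf18* Tg libraries are argued against by the 10 other genes with the largest rise, which, chosen with 1 non-Tg library held out, had 4 counts in the libraries held out (95% counting interval 1.09 to 10.2), where the share of *Fgf18* would give 28.0. Transcription through the cassette without recombination may be the source, since *Fgf18* scaled by library size only was 1526 times as high in non-Tg as in *Cflar* FF livers (95% counting interval 272 to 60443). This cannot be told apart from a difference between the gene annotations of the 2 tables, or from the differences in diet, age and sex. For *Fgf18* Tg mice the paper describes read-through *Fgf18* transcripts in various tissues, but its text does not say whether non-Tg mice carried the cassette.

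Of 22 measured major urinary protein genes 21 fell in *Fgf18* Tg livers (21 when adjusted over the list alone, median -2.40), and of 29 male-biased liver genes 22 fell and 1 rose (24 and 1, median -1.17). Under scaling by library size only 18 and 17 fell, and in the fit of all 12 libraries 1 and 19. Close paralogs among the major urinary protein genes may share reads, and their estimated correlation was 0.623. The 22 genes are thus not separate measurements. Fewer male mice in the *Fgf18* Tg group are argued against, since the lowest count of the Y-linked *Ddx3y* in a *Fgf18* Tg library was 59, while *Xist* had 1 to 4 counts in these libraries. A lower share of hepatocyte RNA is argued against as the whole cause, since the lower quartile of the hepatocyte list was -0.55 and the upper quartile of the major urinary proteins was -1.97. A shift toward the female pattern of hepatocyte expression may be a candidate explanation, but the median of 15 female-biased genes was 0.14 with 4 higher and 4 lower, so that this cannot be told apart from other causes.

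*Msmp*, a chemoattractant of prostate and other tissues, was at least 35.0-fold higher in *Fgf18* Tg livers (65, 31 and 44 counts), and its log2 fold change in *Cflar* LKO livers was 1.15 (adjusted p = 0.0527). *Fam180a*, which encodes a secreted protein, was at least 25.5-fold higher in *Fgf18* Tg livers (51, 34 and 17 counts), and rose by 3.07 on the log2 scale in *Cflar* LKO livers (adjusted p = 3.2e-05). *Ighg1*, an immunoglobulin heavy chain gene of plasma cells, was at least 18.5-fold higher in *Cflar* LKO livers (33, 27 and 13 counts). *Bhlhe41*, a transcription factor of the circadian clock, was at least 10.4-fold higher in *Cflar* LKO livers (16, 15 and 10 counts).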

How the results depend on the processing

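The study's criteria with a control mean above 0 were chosen after seeing the data, and all other alternatives were planned. Of 4166 values of named genes under alternatives, 3896 kept their direction and side of the threshold, 240 lost the call, 28 gained one and 2 turned. Scaling by library size only gave 6649 higher, 647 lower and 3575 over 2-fold higher genes in *Cflar* LKO mice, 3632, 344 and 1681 in *Fgf18* Tg mice, 735 over 2-fold higher in both and 22 cholesterol genes higher in *Fgf18* Tg mice; the median of all genes was then 0.46 and 0.42 in place of -0.00163 and 0.0186, so that *Vegfa* in *Cflar* LKO mice (-0.02) became 0.44 and *Vtn* in *Fgf18* Tg mice (-0.06) became 0.34. An adjusted p under 0.01 left 1553 higher and 1010 lower genes in *Cflar* LKO mice and 646 and 732 in *Fgf18* Tg mice. DESeq2 gave 593 higher and 476 over 2-fold higher genes in *Fgf18* Tg mice, and the cause was not tested. The study's criteria gave 1560 genes in *Fgf18* Tg mice and 688 in both, and with a control mean above 0 they gave 1288 and 610. With no filter for low counts 567 genes were over 2-fold higher in both, where more genes were tested. In the fit of all 12 libraries 6 cholesterol genes were higher in *Fgf18* Tg mice; the cause was not tested. With an estimated correlation, camera gave an adjusted p of 0.199 for the adhesion, matrix, migration and growth factor lists in *Cflar* LKO mice, and of 0.0572 for adhesion, 0.083 for angiogenesis, 0.0636 for collagen fibrils and growth factors and 0.223 for cholesterol in *Fgf18* Tg mice. Without genes held by more than 1 list it gave 0.0686 for collagen fibrils and 0.136 for growth factors in *Fgf18* Tg mice. No tested list of either experiment passed with the correlation estimated, so that setting does not tell these lists from others. With 1 library left out, lower genes in *Cflar* LKO mice ran from 1235 (without *Cflar* LKO replicate 2) to 2616 (without *Cflar* FF replicate 2), with 1280 without *Cflar* LKO replicate 1. The number of genes whose effect differed between the models, 432 with all libraries, ran from 229 (without non-Tg replicate 3) to 1075 (without *Cflar* FF replicate 2), with 278 and 241 without non-Tg replicate 1 and 2, 282 without *Cflar* LKO replicate 1, and 244 and 250 without *Fgf18* Tg replicate 1 and 2. Of 1565 values of named genes with 1 library left out, 46 moved over 1.5-fold, 23 of them without *Cflar* FF replicate 2, and 22 of these 23 to a larger change. With a replicate block there were 2408 higher and 1862 lower genes in *Cflar* LKO mice, 1260 and 1290 in *Fgf18* Tg mice, 367 over 2-fold higher in both and 343 that differed between the models. Depth limits the normal diet experiment, where *Krt19*, *Cxcr4*, *Acta2*, *Tgfb2*, *Tgfb3*, *Wnt5a*, *Tnfsf13b* and *Fgf7* had too few counts for the test, as *Fgf18* and *Fgf7* had in the CDE diet experiment.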

Differences from the paper's values

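The paper's counts use an unadjusted p and a ratio of means over 2, and the counts here an adjusted p under 0.05 and a log2 fold change over 1, so the thresholds differ. For genes over 2-fold higher in *Fgf18* Tg mice, the paper's Supplementary Data 2 holds 1288 genes and edgeR called 732. Of the alternatives set before the data were examined, scaling by library size only (1681), no filter for low counts (1019) and the study's criteria (1560) were within 1.5 times the paper's count. RLE factors (728), the authors' factors (693), DESeq2 (476), limma-trend (660), at least 10 counts in 3 libraries (636), the replicate block (760), all 12 libraries in one fit (804), an adjusted p under 0.01 (500) and leaving out 1 library (625 to 793) were not. The study's criteria with a control mean above 0 gave 1288, a setting chosen after seeing the values, and dropped 0 of the paper's 1288 genes.

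For genes over 2-fold higher in both models the paper's count is 600, and edgeR called 366. Scaling by library size only (735), no filter for low counts (567), all 12 libraries in one fit (546) and the study's criteria (688) were within 1.5 times the paper's count. RLE factors (363), the authors' factors (370), DESeq2 (286), limma-trend (361), at least 10 counts in 3 libraries (314), the replicate block (367), an adjusted p under 0.01 (268) and leaving out 1 library (322 to 396) were not. The study's criteria with a control mean above 0, chosen after seeing the values, gave 610 and dropped 1 of the paper's 600 genes, *Arvcf*, which the CDE diet table does not hold. Of 41 folds compared with the paper's, 0 differed, and the largest ratio between them was 1.08. Both sets of folds come from the same read counts, for genes that the paper lists, so the match is not independent evidence.

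The paper states that *Fgf18* was raised in *Cflar* LKO livers, and here the filter for low counts left it untested, while with no filter it was called at an adjusted p = 0.0265 and in the fit of all 12 libraries at an adjusted p = 0.0277. The paper's statement does not rest on RNA-seq alone: it also measured *Fgf18* by quantitative PCR, and found larger RNAscope areas in *Cflar* LKO than in *Cflar* FF livers on this diet. The heat map of Fig. 5b draws growth factor-related genes as higher in *Fgf18* Tg mice, and of the 13 that were measured 8 rose (11 when adjusted over the list alone). The 5 that did not pass were *Fgfr1* (0.88, adjusted p = 0.12), *Tgfb1* (0.85, adjusted p = 0.107), *Vegfa* (0.47, adjusted p = 0.055), *Fgfr4* (0.20, adjusted p = 0.585) and *Fgfr3* (-0.13, adjusted p = 0.762). *Fgfr1* (1.28) and *Tgfb1* (1.24) passed under scaling by library size only, and *Vegfa* did so there (0.87), with at least 10 counts in 3 libraries (0.48), with the replicate block (0.47) and without *Fgf18* Tg replicate 2 (0.58). *Fgf7*, in the heat map of Fig. 2b, had 1, 0 and 0 counts in *Cflar* FF and 4, 1 and 2 in *Cflar* LKO libraries and was not tested.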

Other observations

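The tests in this part, those of other splits of the libraries included, were planned, and 0 were chosen only after the result was seen.

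Genes of bile duct cells, of dividing cells and of fetal liver were higher in *Cflar* LKO livers on the CDE diet. Of 29 measured cholangiocyte markers 21 rose and 8 did not pass (24 higher when adjusted over the list alone), with *Cftr*, a chloride channel of bile ducts, higher by 3.39 on the log2 scale and *Elf3*, an epithelial transcription factor, by 2.83 (4.01 and 3.97 without *Cflar* FF replicate 2). *Krt19*, which encodes CK19, rose by 1.92 (adjusted p = 0.0322), and this call was lost without *Cflar* FF replicate 1 (1.56) or 3 (1.62) and without *Cflar* LKO replicate 1 (1.87), 2 (1.92) or 3 (1.96), while without *Cflar* FF replicate 2 it rose by 2.97. *Krt19* had 3, 2 and 2 counts in non-Tg and 2, 4 and 0 in *Fgf18* Tg libraries and was not tested there. The paper reports larger CK19+ areas and, by quantitative PCR, higher *Krt19* in *Fgf18* Tg livers. Of 8 measured cholangiocyte markers 6 rose in *Fgf18* Tg mice and 2 did not pass (6 higher when adjusted over the list alone). Genes of proliferation rose there in 4 of 13 measured cases, and those of fetal liver and progenitors in 3 of 6. Of 37 genes of proliferation 25 rose in *Cflar* LKO mice (29 when adjusted over the list alone), among them *Foxm1*, a transcription factor of the cell cycle, by 2.51, and *Ccnd1*, cyclin D1, by 0.97. Of 16 genes of fetal liver and progenitors 11 rose and 1 fell (11 and 1 when adjusted over the list alone), with the imprinted RNA *Meg3* higher by 2.67. *Igkc* and *Jchain*, genes of plasma cells, rose by 2.86 and 3.14, and 4 of 11 measured genes of B lymphocytes and plasma cells rose and 1 fell (4 and 1 when adjusted over the list alone). *Gpnmb* and *Ms4a7*, genes of infiltrating macrophages, rose by 3.82 and 3.07, and of 20 measured markers of resident macrophages (Kupffer cells) 6 rose and 2 fell (6 and 2 when adjusted over the list alone), with a median of 0.20. *Lrat* had a log2 fold change of 0.75 in *Cflar* LKO mice (adjusted p = 0.0697), and passed under scaling by library size only (1.21), with no filter (0.76) and without *Cflar* LKO replicate 3 (0.95). In *Cflar* LKO mice the call of the cholangiocyte list by camera (adjusted p = 9.76e-11) was lost at adjusted p = 0.206 with an estimated correlation. The camera call of proliferation (adjusted p = 1.06e-08) was lost there at adjusted p = 0.28, and that of fetal liver (adjusted p = 5.28e-05) at adjusted p = 0.199.

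Of 38 measured genes of drug-metabolizing cytochrome P450 enzymes 23 fell and 1 rose in *Cflar* LKO mice (27 and 2 when adjusted over the list alone), and of 34 in *Fgf18* Tg mice 25 fell and 1 rose (26 and 1), with 18 and 21 lower under scaling by library size only. Of 37 complement and coagulation genes 30 fell and 1 rose in *Cflar* LKO mice (33 and 1), with 17 lower under library size only; in *Fgf18* Tg mice 16 fell and 1 rose (19 and 1), a direction that flips under library size only, with 9 higher and 2 lower. Of 41 hepatocyte genes 17 fell and 1 rose in *Fgf18* Tg mice (20 and 2), which flips under library size only, with 11 higher and 6 lower. Targets of the FGF and ERK pathway rose in 5 of 13 measured cases in *Fgf18* Tg mice (8 when adjusted over the list alone), among them *Egr1* by 1.66, *Dusp6*, a phosphatase of ERK, by 1.25 and *Spry2*, a feedback inhibitor, by 0.99. By camera this list had an adjusted p of 0.00977 there, and of 0.222 with an estimated correlation. In *Cflar* LKO mice 10 of 23 rose (10 higher and 2 lower when adjusted over the list alone). Immediate early genes, a list kept as a check of sample quality, also rose. They did so in 2 of 10 measured cases in *Fgf18* Tg and 9 of 18 in *Cflar* LKO mice (2 and 10 when adjusted over the list alone). The cause of the rise in either list was not tested. Genes of cholesterol biosynthesis went apart between the models, with 10 of 26 lower in *Cflar* LKO mice (10 when adjusted over the list alone; 6 lower and 1 higher under library size only). *Tm7sf2*, a sterol reductase, fell by 1.70 and *Insig1*, a regulator of sterol sensing, fell by 1.22 there. The median difference of this list was -1.20 (*Cflar* LKO effect minus *Fgf18* Tg effect), with an adjusted p of 5.57e-11 by camera and adjusted p = 0.419 with an estimated correlation. Of 27 genes of the NRF2 response 9 rose and 4 fell in *Cflar* LKO mice (11 and 4), and of 21 in *Fgf18* Tg mice 12 fell and 1 rose (12 and 1), with a median difference of 0.90 (adjusted p = 1.17e-10 by camera, adjusted p = 0.257 with an estimated correlation).

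The effect differed between the models for 432 of 13956 genes by edgeR, 184 with the higher effect in *Cflar* LKO and 248 in *Fgf18* Tg mice, and for 2326 at an unadjusted p under 0.05; with 1 library left out the number by edgeR ran from 229 to 1075. *Procr* had the higher effect in *Cflar* LKO mice (difference 5.50, adjusted p = 0.00143), as did *Fgfr3*, a receptor of FGF18 (1.34, adjusted p = 0.0388), and *Rarres1* (4.04, adjusted p = 2.31e-08). *Itga8* had the higher effect in *Fgf18* Tg mice (difference -2.40, adjusted p = 0.0118), with only 3, 2 and 1 counts in the non-Tg libraries. In the *Cflar* LKO experiment 6 of 10 measured neutrophil markers rose and 1 fell (6 and 2 when adjusted over the list alone), and the neutrophil list differed between the models by camera with an adjusted p of 4.23e-19, and adjusted p = 0.016 with an estimated correlation. Of 18 neutrophil genes in the difference test 3 passed singly, all with the higher effect in *Fgf18* Tg mice. For *Ltf* and *Camp* the standard errors were 12247 and 17943, so their differences could not be estimated.

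Of 37 measured genes for cytokines and chemokines 15 rose and 2 fell in *Cflar* LKO mice (19 and 2 when adjusted over the list alone). *Xist* had 2694 to 4458 counts in the CDE diet libraries; in the normal diet libraries it had 0 to 4 and the Y-linked *Ddx3y* 59 to 187. The table of the CDE diet experiment holds 12739 gene names that the other table lacks, with 13.7% of its counts, and the other holds 6361 of its own, with 3.27% of its counts.

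Over other splits of the same libraries, the real split was the 1 of 10 with as many genes past the threshold in *Cflar* LKO mice (4892, against 0 in the highest other split) and the 1 of 10 for those over 2-fold higher (1980 against 0). In *Fgf18* Tg mice it was the 1 of 10 for genes past the threshold (2444 against 0) and the 1 of 10 for those over 2-fold higher (732 against 0). With 10 splits the share cannot be under 0.05. For genes over 2-fold higher in both, 1 of 100 splits, the real one, reached 366, and the highest other had 12, in a split that exchanged the sides of the *Fgf18* Tg experiment; other splits of either experiment called 0 genes over 2-fold higher, so this count says nothing on whether chance made the overlap. For the difference between the models, 4 of 100 splits reached 432, the real one included, a share of 0.04, and the highest other had 5082. That split kept the *Cflar* LKO groups and exchanged the sides of the *Fgf18* Tg experiment, so that effects shared by the models add. Those with 1060 and 892 also kept the *Cflar* LKO groups, and splits that kept the real groups of neither experiment called 0 genes. The count thus follows the effects that a split keeps, and says nothing on whether chance made the difference.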
